# Single cell RNA sequencing reveals endothelial cell killing and resolution pathways in experimental malaria-associated acute respiratory distress syndrome

**DOI:** 10.1371/journal.ppat.1011929

**Published:** 2024-01-18

**Authors:** Emilie Pollenus, Hendrik Possemiers, Sofie Knoops, Fran Prenen, Leen Vandermosten, Chloë Thienpont, Saeed Abdurahiman, Sofie Demeyer, Jan Cools, Gianluca Matteoli, Jeroen A. J. Vanoirbeek, Greetje Vande Velde, Philippe E. Van den Steen

## Abstract

*Plasmodium* parasites cause malaria, a global health disease that is responsible for more than 200 million clinical cases and 600 000 deaths each year. Most deaths are caused by various complications, including malaria-associated acute respiratory distress syndrome (MA-ARDS). Despite the very rapid and efficient killing of parasites with antimalarial drugs, 15% of patients with complicated malaria succumb. This stresses the importance of investigating resolution mechanisms that are involved in the recovery from these complications once the parasite is killed. To study the resolution of MA-ARDS, *P*. *berghei* NK65-infected C57BL/6 mice were treated with antimalarial drugs after onset of symptoms, resulting in 80% survival. Micro-computed tomography revealed alterations of the lungs upon infection, with an increase in total and non-aerated lung volume due to edema. Whole body plethysmography confirmed a drastically altered lung ventilation, which was restored during resolution. Single-cell RNA sequencing indicated an increased inflammatory state in the lungs upon infection, which was accompanied by a drastic decrease in endothelial cells, consistent with CD8^+^ T cell-mediated killing. During resolution, anti-inflammatory pathways were upregulated and proliferation of endothelial cells was observed. MultiNicheNet interactome analysis identified important changes in the ligand-receptor interactions during disease resolution that warrant further exploration in order to develop new therapeutic strategies. In conclusion, our study provides insights in pro-resolving pathways that limit inflammation and promote endothelial cell proliferation in experimental MA-ARDS. This information may be useful for the design of adjunctive treatments to enhance resolution after *Plasmodium* parasite killing by antimalarial drugs.

## Author summary

Malaria is a global disease caused by *Plasmodium* parasites, resulting each year in more than 600 000 deaths, mainly caused by complications. Despite rapidly acting antimalarial drugs, 15% of patients who developed a complication still die. Therefore, we aimed to investigate the recovery from a malaria complication, namely malaria-associated acute respiratory distress syndrome (MA-ARDS), after parasite killing with antimalarial drugs. In our mouse model, lung alterations were observed upon infection and lung ventilation was restored during the recovery phase. Moreover, an increased inflammatory state in the lungs was observed upon infection, which was accompanied by a drastic decrease in number of endothelial cells. During resolution, anti-inflammatory pathways were upregulated and remaining endothelial cells multiplied to restore the blood vessel wall. Therefore, promotion of resolution and proliferation of endothelial cells may be an interesting approach to design novel treatments that can be used in combination with the antimalarial drugs.

## Introduction

*Plasmodium* parasites cause malaria, a global disease responsible for more than 200 million clinical cases and 600 000 deaths each year [1]. While most infections remain asymptomatic or result in uncomplicated disease, characterized by fever and fatigue, some infections lead to life-threatening complications. These include cerebral malaria, placental malaria, severe malarial anemia, malaria-associated acute respiratory distress syndrome (MA-ARDS), metabolic and kidney problems [2,3]. MA-ARDS mainly develops in adults and non-immune travelers, with a poor prognosis (mortality up to 80%) [2,3]. This complication is characterized by excessive pulmonary inflammation, resulting in disruption of the alveolar-capillary membrane, which eventually leads to edema, microhemorrhages and hypoxemia [4,5]. A mouse-model resembling the histopathological findings in MA-ARDS patients was developed by infecting C57BL/6 mice with *Plasmodium berghei* NK65 (*Pb*NK65) [6].

The best treatment option currently available for malaria are the artemisinin-based combination therapies. Despite the very rapid and efficient killing of parasites with these therapies, 15% of patients with severe malaria still succumb to the complications [7]. This shows the need to study the recovery, also known as resolution, from these complications, in order to find adjunctive treatments that can be used in combination with the antimalarial drugs.

Resolution of inflammation is an active and coordinated process that aims at the dampening of inflammatory responses and the restoration of tissue function [8–10]. In the early phase of resolution, inflammatory leukocytes go in apoptosis and are removed by phagocytosis by macrophages. This process is called efferocytosis. This induces a change in the macrophage phenotype from an inflammatory to a more pro-resolving phenotype, demonstrating macrophage plasticity. Subsequently, wound healing mechanisms are important to remove debris and restore tissue function. Specialized pro-resolving lipid mediators promote different aspects of the resolution process [11,12].

Previously, we optimized a mouse model to study the resolution of MA-ARDS by treating *Pb*NK65-infected C57BL/6 mice with antimalarial drugs [13]. In this model, a combination of the fast- and short-acting artesunate, which kills the parasite by generating free radicals, is combined with a slower- but longer-acting drug, namely chloroquine [14]. Chloroquine inhibits the heme detoxification process during hemoglobin degradation. The pathogenesis of experimental MA-ARDS has been investigated thoroughly and a pathogenic role for CD8^+^ T cells that attack parasite antigen-presenting endothelial cells was found, thereby causing disruption of the endothelial barrier [4,6,15]. In contrast, much less is known about the leukocytes and mechanisms involved in the recovery from MA-ARDS or severe malaria in general. Therefore, in this study, single cell RNA sequencing was performed on the lungs during the development of MA-ARDS and during the resolution phase after parasite killing, in order to obtain more insights in the dynamics of leukocytes and other pulmonary cells and in the proresolving pathways during the resolution phase. Our data suggest an increased inflammatory state in the lungs during MA-ARDS, which is decreased during the resolution phase. This is accompanied by proliferation of endothelial cells to restore the disrupted endothelial barrier.

## Materials & methods

### Ethics statement

All experiments were performed at the KU Leuven according to the regulations of the European Union (directive 2010/63/EU) and the Belgian Royal Decree of 29 May 2013, and were approved by the Animal Ethics Committee of the KU Leuven (License LA1210186, project P049/2018, P087/2020 and P018/2021, Belgium).

### Mice and experimental design

Seven to eight weeks old C57BL/6 mice were purchased from Janvier Labs (Le Genest-Saint-Isle, France) and housed in individually ventilated cages in a SPF facility. Mice received *ad libitum* water, supplemented with 0.422 mg/ml 4-amino-benzoic acid (PABA; Sigma-Aldrich, Bornem, Belgium) starting at day of infection, and high energy food (Ssniff Spezialdiäte GMBH, Soest, Germany).

Mice were infected with 10^4^ *Pb*NK65-E-infected red blood cells by intraperitoneal (i.p.) injection [6,16]. Sex- and age-matched uninfected controls were included in each experiment. The severity of disease was evaluated daily starting at 6 days post infection (dpi) based on clinical score, body weight and parasitemia, as described previously [13]. Where indicated, mice received antimalarial drugs, which is a combination of artesunate (ART; 10 mg/kg in 0.9% NaCl with 0.1% NaHCO_3_; Sigma-Aldrich) and chloroquine diphosphate salt (CQ; 30 mg/kg in 0.9% NaCl; Sigma-Aldrich), by i.p. injection from 8 dpi until 12 dpi. In case flow cytometry was performed to analyze endothelial cell proliferation, 1.5 mg of bromodeoxyuridine (BrdU) was i.p. injected per mouse at 2 days and 1 day before sacrifice. Mice were euthanized by i.p. injection of 100 μl of dolethal (Vétoquinol, Aartselaar, Belgium; 200 mg/ml). Blood samples were collected by cardiac puncture using heparinized (LEO, Pharma, Lier, Belgium) syringes and broncho-alveolar lavage fluids (BALF) were obtained before transcardial perfusion as described previously [13]. Lungs were collected for further analysis using flow cytometry or single cell RNA sequencing (scRNAseq).

### Whole body plethysmography

Lung ventilation parameters, such as breathing frequency, tidal volume, minute volume, end expiratory pause and enhanced pause ($Penh=\frac{PEP}{PIP}*\frac{Te-Tr}{Tr}$; PEP = peak expiratory pressure, PIP = peak inspiratory pressure, Te = time of expiration, Tr = relaxation time which is the time needed to expire 74% of the tidal volume), were determined at 0 dpi and daily from 6 dpi onwards using a non-restraining Buxco small animal whole body plethysmograph (WBP, Data Sciences International, St. Paul, MN, USA). To prevent measurements of stress, the mice were allowed to acclimatize in the WBP chambers before infection and between 0 and 6 dpi. At a day of measurement, mice were first acclimated for seven minutes (min) before lung ventilation parameters were determined every two seconds for seven min. The data were collected and analyzed using the Buxco FinePointe software (Data Sciences International).

### Micro-Computed Tomography (micro-CT)

A whole-body small animal micro-CT scanner (SkyScan 1278, Bruker micro-CT, Kontich, Belgium) was used to obtain lung micro-CT data of free-breathing anesthesized (isoflurane, 2–2.5% in oxygen, IsoVet, Girovet, Sant Gregori, Italy) animals in supine position. The following scan parameters were used: 50 kVp X-ray source, 1 mm aluminum filter, 350 μA current, 150 ms exposure time per projection and 0.9° increments over a total angle of 220°. Respiration rate and visual information were monitored while scanning. Scanning lasted about 3 minutes in the first and second experiment and 4 minutes in the third experiment. A respiratory weighted reconstructed 3D dataset was obtained with isotopic voxel size of 50 μm. Micro-CT data was reconstructed, visualized and analysed using NRecon, DataViewer and CTan software, provided by the manufacturer. Reconstruction parameters in the NRecon software were: Smoothing = 2 (in the first and second experiment) or 1 (in the third experiment), beam hardening correction = 10%, post-alignment and ring artifact reduction were optimized for each individual scan. In the CTan software, regions of interest, resulting in a volume of interest, were manually delineated on transversal images covering the entire lung, while avoiding the heart and major blood vessels. Subsequently, total lung volume, aerated lung volume and non-aerated lung volume were quantified. A fixed manually set Hounsfield unit (HU) threshold of -465.1 (in first and second experiment) or -401.5 (in third experiment) was used based on the grey density histogram in CTan, with total lung volume ranging from -1040.4 to 645.7 (in first and second experiment) and from -1045.6 to 647.6 (in third experiment) in grey scale indexes, aerated lung volume from -1040.4 to -401.5 (first and second experiment) or from -1045.6 to -401.5 (in third experiment) and non-aerated lung volume from -458.5 to 645.7 (in first and second experiment) and from -394.9 to 647.6 (in third experiment).

### Determination of alveolar edema

The level of alveolar edema was determined by measuring the protein concentration in the BALF supernatant using a Bradford assay (Bio-Rad, CA, USA).

### Lung cell isolation

Lungs were collected in RPMI buffer (RPMI glutamax + 5% FCS + 1% Penicillin/streptomycin) with 0.1% beta-mercaptoethanol at room temperature (RT). Lungs were minced with scissors and incubated in digestion medium containing 2 mg/ml collagenase D (Sigma-Aldrich) and 0.1 mg/ml DNase I (Sigma-Aldrich) for 30 min at 37°C. Afterwards, tissue chunks were minced using needle and syringe and fresh digestion medium was added before a second incubation for 15 min at 37°C. Lung tissue was again minced using a syringe, centrifuged and resuspended using 10 mM EDTA and further diluted in PBS + 2% fetal calf serum (FCS; Gibco, Borgloon, Belgium). RBC lysis was performed with 0.83% ammoniumchloride/10 mM Tris buffer and the cells were passed through a 70 μm nylon cell strainer (VWR, Leuven, Belgium). Live cells were counted in trypan blue in a Bürker chamber.

In case of cell isolation for scRNAseq, debris was removed before counting to further clean up the samples. Here, samples were resuspended in 3.1 ml PBS and transferred to a clean 15 ml tube. 900 μl of cold Debris Removal Solution (MACS Miltenyi Biotec, Leiden, The Netherlands) was added to the cells and mixed well by pipetting. Then 4 ml of cold PBS was added dropwise on top of the cell suspension to obtain two phases. After centrifugation without brake, debris from the top phase and between the two phases was removed. Cells were diluted in cold PBS and centrifuged again. Next, three more washing steps in PBS + 2% FCS were performed before counting in trypan blue in a Bürker chamber.

### Multiplexing individual samples per condition for scRNAseq

After the generation of a single cell suspension and counting of the live cells, 3 x 10^6^ cells per sample were diluted in PBS + 1% bovine serum albumin (BSA, Carl Roth, Karlsruhe, Germany). Aspecific binding of antibodies via Fc receptors was blocked by incubation with Mice Fc block (MACS Miltenyi Biotec) for 10 min at 4°C. Cells were incubated with unique TotalSeq B anti-mouse hashtag antibodies (Biolegend, San Diego, CA, USA) for 30 min at 4°C in order to distinguish between samples. Cells were washed three times in PBS + 1% BSA and four samples per condition, with each a unique hashtag, were pooled together in PBS + 0.04% BSA. Viability and cell counts were assessed using a hematocytometer at the Genomics Core, KU Leuven.

### scRNAseq library preparation and sequencing

Cell suspensions were processed using the 10X Genomics Single Cell 3’ gene expression RNA sequencing kit (10X Genomics, Pleasanton, CA, USA) according to the manufacturer’s instructions. Up to 10 000 live cells were loaded on a 10X Genomics cartridge for each condition. Libraries were sequenced on a NovaSeq6000 (Illumina, San Diego, CA, USA) platform to reach an approximate depth of 25 000 reads per cell. Raw sequencing reads from the gene expression libraries were processed using CellRanger (10X Genomics, version 6.0.2) and reads were mapped to the mm10 reference genome. The 10x single cell library preparation, the sequencing and the CellRanger analysis were performed by the Genomics Core UZ Leuven.

### scRNAseq gene expression analysis

Raw gene expression matrices were merged and analyzed using the Seurat package (version 4.3.0) in Rstudio. Quality control was performed and cells were removed if the number of detected genes was below 200 or above 7000 or when more than 15% of the reads mapped to mitochondrial RNA. Next, normalization of the samples was performed using SCTransform, followed by Harmony to align the different samples. Cells were clustered in Uniform Manifold Approximation and Projection for Dimensionality Reduction (UMAP) plots using the FindClusters function (algorithm = original Louvain algorithm, dimensions = 1:40, resolution = 0.2). The selection of principal components was based on heatmaps and an elbow plot. Differentially expressed genes were determined using the FindAllMarkers function (test = Wilcoxon Rank Sum test, log fold change (logFC) threshold = 0.25, only positive = TRUE). Cell clusters were identified based on the differentially expressed genes (obtained from both the FindAllMarkers and FindConservedMarkers function), established marker genes available in the literature and SingleR with ImmGen and Mouse.RNAseq as reference databases. The relative frequency of each cluster was calculated in each condition or in each sample. Relative frequencies per sample and the absolute cell count obtained during cell isolation using the Bürker chamber were used to calculate the absolute number of each population. We next isolated each major subset (lymphoid, myeloid and non-immune) and repeated the analysis. For the lymphoid cell analysis, following clusters were extracted from the original analysis: B cells, γδT cells/innate lymphoid cells (gdT/ILC), NK cells, effector T cells (Teff), naïve T cells (Tnaive) and dividing or expanding T cells (Expanding_T). Clustering was again performed with the FindClusters function (algorithm = original Louvain algorithm, dimensions = 1:25, resolution = 0.5). For the myeloid cell analysis, following clusters were extracted: neutrophils (Neutros), dendritic cells (DC), monocytes/macrophages (Monos/Macros), alveolar macrophages (AM) and clustering was performed using FindClusters (algorithm = original Louvain algorithm, dimensions = 1:23, resolution = 0.5). In case of the non-immune cell analysis, extracted clusters were: endothelial cells (ECs), aerocytes (Aeros), type 1 alveolar epithelial cells (Epc_AT1), type 2 alveolar epithelial cells (Epc_AT2), fibroblasts (Fibro), mesothelial cells (Meso), lymphatic ECs (LECs). FindClusters (algorithm = original Louvain algorithm, dimensions = 1:16, resolution = 0.2) was used for clustering. Cell type information of the different subcluster analyses was incorporated into the original Seurat object for further downstream analyses.

### Pseudobulk analysis and gene set enrichment analysis (GSEA) between conditions

To further investigate changes between conditions within a cluster, pseudobulk analysis was performed. Aggregated expression values were calculated within each cluster using AggregateExpression. Counts from the cluster of interest were extracted and DESeq2 was performed to identify differentially expressed genes. LfcShrink using the apelgm method was used to correct for differences in baseline expression level [17]. Log2FoldChange of all differentially expressed genes was used to perform GSEA analysis using the fgsea package (version 1.26.0) and the MSigDB Hallmark gene sets, which were acquired from the Molecular Signatures Database using the msigdbr function. Significantly enriched gene sets were selected based on an adjusted p value of < 0.05 and the normalized enrichment score (NES) was visualized to determine whether these gene sets were up- or downregulated in a given condition.

### Cell-cell communication

The MultiNicheNet package (version 1.0.3) was used to determine interactions between cell clusters based on information about ligands, receptors and ligands within signaling pathways. Each condition was compared to the two other conditions to determine specific cell-cell communication in the condition of interest. The default MultiNicheNet pipeline was used. Some subclusters were combined to obtain larger clusters per sample and therefore more robust results and avoid drop-outs of clusters due to low numbers. Specifically, arterial blood ECs (BECs_Art), stressed arterial BECs (BECs_Art_Stressed), venous BECs (BECs_Ven), proliferating BECs (BECs_Proliferating) and Aerocytes are clustered together into the cluster BECs. CD103^+^ (CD103^+^ DCs) and CD11b^+^ dendritic cells (CD11b^+^ DCs) are combined into a DCs cluster. Type 1 alveolar (EpC_AT1), type 2 alveolar (EpC_AT2) and ciliated epithelial cells (EpC_Ciliated) are combined into an EpCs cluster. Col13a1^+^ (Fibro_Col13a1) and Col14a1^+^ fibroblasts (Fibro_Col14a1) are clustered together as Fibro. The three macrophage clusters (Macros, Macros_2 and Macros_3) are combined into one Macros cluster. The effector T cell cluster (Teff) comprises the three effector T cell subclusters (Teff, Teff_2, Teff_cytotox), the type I interferon-responding T cells (IFN-resp. T cells) and the expanding T cells (Expanding_T). Two neutrophil clusters (Neutros & Neutros_2) are combined into one Neutros cluster and the γδ T cells and ILC2 are combined into a gdT-ILC cluster.

Clusters were only used in the calculation if more than 10 cells were present in at least 2 samples per condition. First, cell-cell communication between all clusters was determined and the top 30 ligands per condition were selected for visualization in a circos plot. Next, analysis was repeated with effector T cells (Teff) as sender and blood endothelial cells (BECs) as receiver or with Teff as receiver and BECs as sender. Furthermore, analysis was performed with all clusters as senders and BECs as receiver. In addition, the ligand-receptor expression per sample, the predicted ligand-target links and the expression of the predicted target genes were visualized across samples with BECs as receiver following the default pipeline.

### Flow cytometry on pulmonary endothelial cells

3 million cells per sample were washed with PBS. Cells were stained with Zombie Aqua (1/1000; Biolegend) in combination with Mice Fc block (MACS Miltenyi Biotec), for 15 min at RT in the dark. After washing twice with PBS + 2% FCS + 2 mM EDTA, cells were incubated with a mixture of monoclonal antibodies (S1 Table) dissolved in PBS with Brilliant stain buffer (BD Biosciences; Erembodegem, Belgium) for 20 min at 4°C in the dark. To stain for the injected BrdU, intranuclear staining was performed following the surface staining as described above. Cells were fixed and permeabilized after two wash steps with PBS, using Cytofix/Cytoperm buffer (BD Biosciences) for 20 min at RT in the dark. After washing with Perm/Wash buffer (BD Biosciences), cells were further fixed and permeabilized using the Cytoperm Permeabilization Buffer Plus (BD Biosciences) for 10 min at 4°C in the dark. Cells were washed again using Perm/Wash buffer and a last fixation and permeabilization step was performed for 5 min at RT in the dark using the Cytofix/Cytoperm buffer. After washing with Perm/Wash buffer cells were treated with 30 μg of DNase I for 1h at 37°C in the dark to expose incorporated BrdU. Cells were washed with Perm/Wash buffer and incubated for 20 min in the dark at RT with anti-BrdU antibodies followed by two wash steps with Perm/Wash buffer.

Per sample, 200 000 live single cells were analyzed using the BD Fortessa X-20 Flow cytometer (BD Biosciences). Data analysis was performed in the FlowJo v10 software (FlowJo LLC, Ashland, OR, USA). Endothelial cells were identified as CD45^-^ CD31^+^ (gating strategy in S1 Fig) and the absolute number was calculated by multiplying the frequency of ECs within total live cells by the number of live cells counted in the Bürker chamber. The frequency of ECs expressing a certain marker and the mean fluorescent intensity of that marker on the ECs was determined.

### Statistical analysis

The GraphPad PRISM software (GraphPad, San Diego, California, USA) was used for statistical analysis. The non-parametric Mann-Whitney U test followed by the Holm-Bonferroni correction was used. Significance was determined between all groups and p-values were indicated as follows: *p<0.05, **p<0.01, ***p<0.001. In the time course graphs, mean and standard error of the mean were shown. In the column graphs, each symbol represented a different mouse and the median in each group was indicated by a horizontal black line. Statistical differences compared to the uninfected controls are indicated with asterisk above/below the data sets and horizontal lines with asterisk on top indicate significant differences between infected groups.

## Results

### Experimental MA-ARDS is characterized by pulmonary edema and altered lung ventilation

Infection of C57BL/6 mice with *Pb*NK65 results in the development of MA-ARDS with clinical symptoms appearing at 8 dpi (Figs 1A and S2) [13]. Therefore, antimalarial treatment with a combination of artesunate and chloroquine (ART+CQ) is given daily from this day until 12 dpi. In our previous study, we described that at 12 dpi, alveolar edema was partially but not yet completely resolved and that infiltrating leukocyte numbers in the lung further increased [13]. Therefore, we previously concluded that at 12 dpi resolution of inflammation and tissue damage was actively happening, while the resolution phase was largely finished by 15 dpi. Similarly, to what we described previously, parasitemia already decreased after one treatment and all parasites were cleared by 12 dpi (S2A Fig). Clinical score and body weight still worsened at 9 dpi, but from 10 dpi onwards mice started to recover (S2B and S2C Fig).

**Fig 1:**
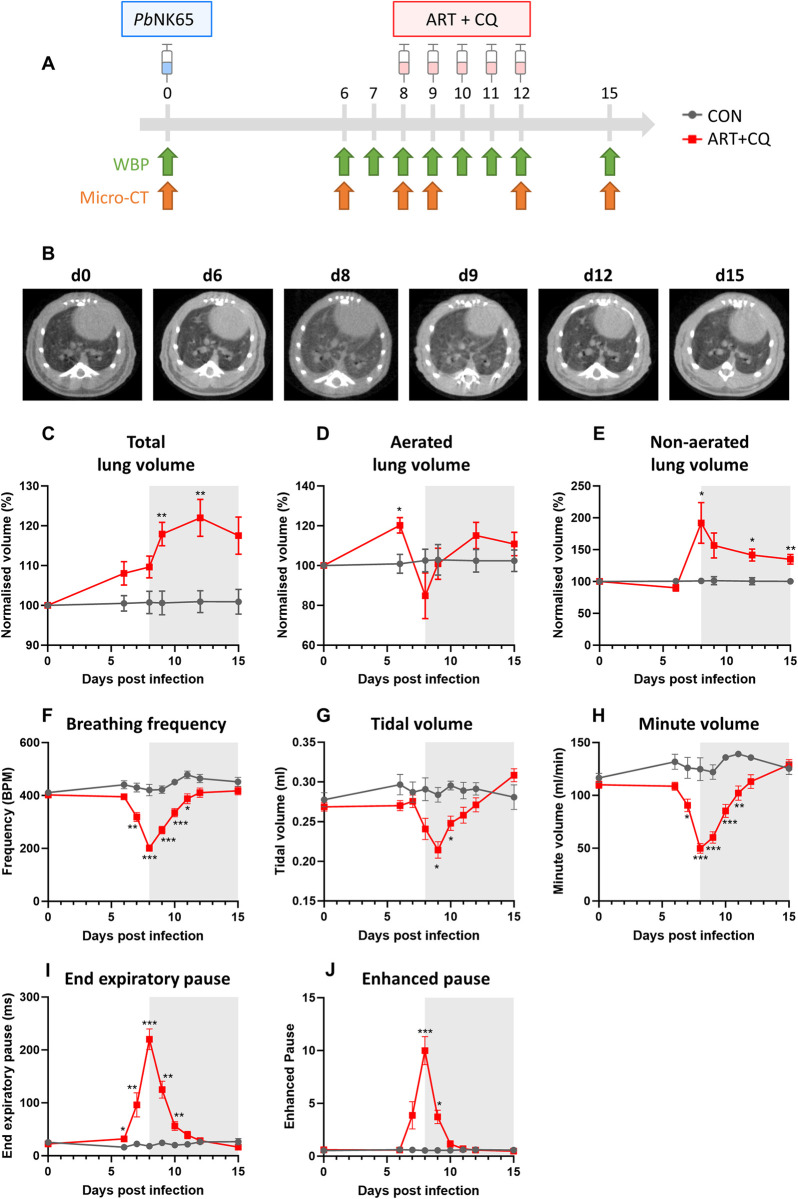
Alterations in the lung during MA-ARDS pathology and resolution. *Pb*NK65-infected C57BL/6 mice were treated daily from 8 until 12 dpi with 10 mg/kg artesunate + 30 mg/kg chloroquine (ART+CQ). (A) Schematic representation of the mouse model and time-points of whole body plethysmography (WBP) and Micro-Computed Tomography (Micro-CT) measurements. (B) Representative images of Micro-CT scans are shown. (C-E) Micro-CT was performed at 0, 6, 8, 9, 12 and 15 dpi and total lung volume (C), aerated lung volume (D) and non-aerated volume (E) were calculated. Volumes were normalized to the uninfected controls and to 0 dpi. Data from three experiments. Data are represented as means ± SEM. n = 8–10 for uninfected controls (CON), n = 9–18 for ART+CQ-treated, *Pb*NK65-infected C57BL/6 mice (ART+CQ). (F-J) Whole body plethysmography was performed at 0, 6, 7, 8, 9, 10, 11, 12 and 15 dpi and lung ventilation parameters, such as breathing frequency (F), tidal volume (G), minute volume (H), end expiratory pause (I) and enhanced pause (J) were calculated. Data from two experiments. Data are represented as means ± SEM. n = 6 for CON, n = 13–27 for ART+CQ.

Here, we further characterized changes in lung phenotype and ventilation at different time-points during the development and resolution of MA-ARDS (Fig 1A). Micro-CT scans of the lung region were generated at the different time-points (Fig 1A and 1B). A general hyperdensification in the lung area was observed at 8 and 9 dpi, suggesting the presence of pulmonary edema and inflammation. A gradual increase in total lung volume, which was a trend at 6 and 8 dpi (p = 0.0557 and p = 0.0592, respectively), but became significant from 9 dpi onwards, was observed, potentially reflecting a compensatory enlargement of the lung to compensate for loss of airspaces due to edema (Fig 1C). This was accompanied by an increase in aerated lung volume at 6 dpi when edema did not develop yet (Fig 1D). In contrast, from 8 dpi onwards, no increased aerated lung volume was observed anymore. This was accompanied by a striking increase in non-aerated lung volume at 8 dpi, suggesting the development of lung edema (Fig 1E). During resolution, aerated lung volume was restored and a partial decrease in non-aerated volume was observed. We also examined lung ventilation parameters using whole body plethysmography. Upon infection, a decrease in breathing frequency (Fig 1F) and tidal volume (Fig 1G) was observed and both parameters were restored during the resolution phase, indicating that resolution of inflammation and tissue damage indeed rescues lung ventilation. Minute volume, which combines breathing frequency and tidal volume and is therefore an indicator for the amount of gas exchange that can occur, was significantly decreased upon infection and also restored during resolution (Fig 1H). A massive increase in end expiratory pause (Fig 1I) and enhanced pause (Fig 1J) was also observed upon infection, suggesting a delay in the transition from expiration to the next inspiration. These increased pauses contribute to the decreased breathing frequency, and also quickly return to baseline during the resolution phase.

### Dynamics of pulmonary cell subsets during the development and resolution of MA-ARDS

In order to obtain a detailed characterization of the dynamics of cellular transcriptomes in the lung during the development and resolution of MA-ARDS, scRNAseq analysis was performed on pulmonary cells obtained from the lungs of uninfected control mice (CON), untreated, *Pb*NK65-infected mice with MA-ARDS at 8 dpi (d8) and ART+CQ-treated mice recovering from MA-ARDS at 12 dpi (d12). 

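Droplet single-cell RNA sequencing (10x Genomics 3' gene expression with hashtag antibodies) was run on 3 pools, 1 per condition, each holding lung cells of 4 mice. The CON pool came from uninfected mice, the d8 pool from untreated infected mice and the d12 pool from infected mice given 10 mg/kg artesunate and 30 mg/kg chloroquine daily from 8 to 12 dpi. Because each condition is 1 pool, a difference between conditions cannot be separated from a difference between pools. The hashtag antibodies told the mice of a pool apart, and the authors deposited, for each mouse, the number of unique molecular identifiers (UMIs) counted per gene and cell with CellRanger on the mm10 (GRCm38) reference, without normalization. The mouse was taken as the replicate (n = 4 per condition), and the paper likewise shows absolute cell numbers per mouse. The files hold 18808 cell barcodes, of which 6799 are from CON, 4922 from d8 and 7087 from d12. After the filters named by the authors (200 to 7000 genes per cell and at most 15% mitochondrial counts), 16862 cells remained. UMIs in kept cells numbered 7604207 to 11328913 (median 9467791.5) per mouse in CON, 6777339 to 10036370 (median 7845784) at d8 and 9464986 to 15146520 (median 12218421) at d12. Between 1187 and 1912 cells per mouse were kept in CON (median 1665.5), between 857 and 1421 at d8 (median 1094) and between 1276 and 2057 at d12 (median 1316.5). The median number of UMIs per cell was 3912 to 4403 over the CON mice, 4674 to 5698 over the d8 mice and 4986.5 to 7038 over the d12 mice.

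From the counts, cells were clustered anew with a method that differs from the authors' SCTransform and Seurat steps, and clusters were named by marker genes. Cell classes are reported as shares of cells, because the numbers of cells per lung that the paper multiplied with these shares are not in the files. Shares were compared between conditions with a two-sided exact permutation test on the 4 against 4 mice, for which the smallest possible p is 0.0286. Benjamini-Hochberg adjusted values over each family of shares are given beside these, and since no share reached an adjusted p of 0.05, differences are called at the unadjusted exact p under 0.05. For gene expression, counts were summed per mouse and class and tested with edgeR at an adjusted p of 0.05. Levels of genes are given as CPM, the counts scaled to the same total for the class in each mouse. The naming of clusters, the alignment of the mice before clustering and the filter on mitochondrial counts could each change these numbers. The naming left part of the cells without a class, which was 2.31% ± 0.607 (SD, n = 4 mice) in CON, 6.4% ± 1.95 (SD, n = 4) at d8 and 9.61% ± 1.73 (SD, n = 4) at d12.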

Four mice were selected per condition based on the level of alveolar edema present and pulmonary single cell suspension was used for scRNAseq analysis (S3 Fig). 

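The 4 mice of a condition were told apart by their hashtags. The share of a cell's hashtag counts that came from its own hashtag had a median of 58.5% to 82.3% over the CON mice, 84.8% to 91.7% over the d8 mice and 84.1% to 88.3% over the d12 mice, so the assignment of cells to mice was least clear-cut in CON. The paper states no pairing of mice across conditions by hashtag number, and none was assumed. Expression profiles of mice with the same number in 2 conditions, each taken as its deviation from the mean of its condition, correlated across genes with an r of -0.0570 to 0.242 (median 0.0985, 12 pairs), and those with different numbers with an r of -0.236 to 0.147 (median -0.0320, 36 pairs). Because the mice were chosen on their edema, the groups do not cover the full range between mice of each condition, and the edema values of single mice are not in the files.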

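In the deposited matrices, the filters on genes and mitochondrial counts left 16862 cells, of which 6430 were from CON, 4466 from d8 and 5966 from d12. In units of 1000 cells this is 16.862. A limit of 10% on mitochondrial counts left 16.205. With the cells removed that Scrublet called as doublets, 16.086 remained. Scrublet called 5.15% of cells in CON, 3.58% at d8 and 4.78% at d12, at a threshold chosen so that the calls matched the rate of doublets expected from the number of cells. The number removed was thus fixed by the number of cells, so the 16.086 says nothing on which cells the authors removed.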

In total, 16.085 single cells passed quality control and were clustered based on their expression profile using the Seurat package (Fig 2A and S2 Table) [18]. 

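Clustering of all cells at a Leiden resolution of 1.0 gave 32 clusters, and at the authors' resolution of 0.2 it gave 20. Clusters were merged into classes where the same marker genes named them, which gave B cells, NK cells, naive and effector T cells, type 2 innate lymphoid cells, neutrophils, alveolar macrophages, a joint class of monocytes, macrophages and dendritic cells, aerocytes, other blood endothelial cells, lymphatic endothelial cells, AT1 and AT2 epithelial cells, fibroblasts and mesothelial cells. A name needed 3 marker genes that at least 10% of the cells of the cluster held, at 2 times the level in cells of other lineages. No name was given to 3 clusters. Of these, 2 held cells with few UMIs, and 1 small cluster held Il6, Mcpt8, Cpa3, Il4 and Fcer1a.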

In total, 17 clusters were identified, including lymphoid and myeloid cells, endothelial cells, epithelial cells, fibroblasts and mesothelial cells (Fig 2B and 2C and S2 Table). Interestingly, dynamic changes in multiple populations were found (Fig 2D and 2E). Both in frequency (Fig 2D) and absolute number (Fig 2E), effector T cells (Teff) were found to increase upon infection, while the naïve T cells (Tnaive) decreased. 

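Effector T cells made up 6.01% ± 1.35 (SD, n = 4 mice) in CON, 15.1% ± 3.60 (SD, n = 4) at d8 and 20.1% ± 2.87 (SD, n = 4) at d12, as shares of all cells. They were higher at d8 than in CON in every mouse (exact permutation p = 0.0286, adjusted p = 0.0857 over 51 comparisons of main classes), and at d12 than in CON (exact permutation p = 0.0286, adjusted p = 0.0857). The rise from d8 to d12 was within the spread of the mice (exact permutation p = 0.171, adjusted p = 0.336). Naive T cells made up 8.45% ± 1.33 (SD, n = 4 mice) in CON, 4.98% ± 1.96 (SD, n = 4) at d8 and 4.22% ± 0.939 (SD, n = 4) at d12. The fall at d8 was not past the threshold (exact permutation p = 0.0571, adjusted p = 0.139), and that at d12 separated all mice (exact permutation p = 0.0286, adjusted p = 0.0857). Of the alternative settings, the authors' clustering resolution moved naive T cells most, with a difference of 6.36 percentage points at d12 against CON where the setting used here gave -4.23. Gzmb and Ccl5 are among the marker genes that name effector T cells. From frequency and absolute number together, the paper states that effector T cells increase and naive T cells decrease upon infection.

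**Figure D1:**
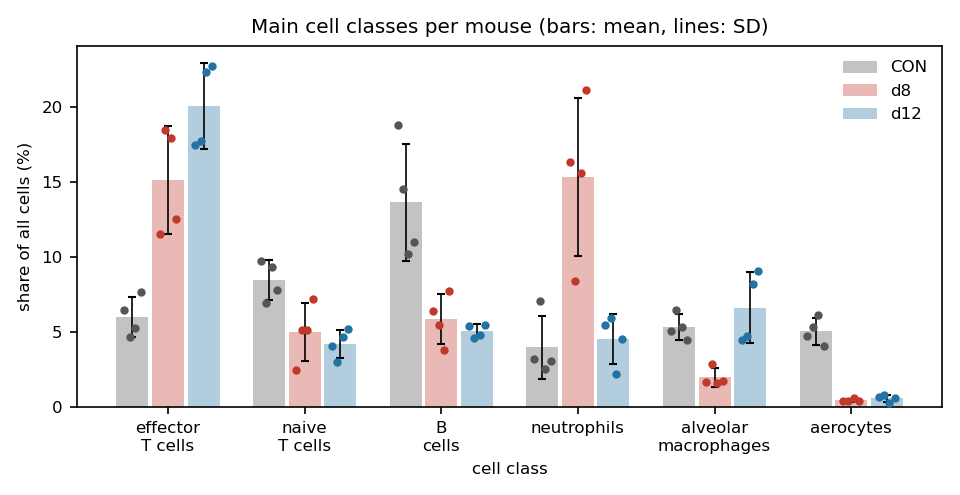
Shares of main cell classes among all cells, in percent on the vertical axis, for CON, d8 and d12. Points are single mice (n = 4 per condition), and effector T cells of all d8 and d12 mice lie above those of all CON mice.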

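Neutrophils made up 3.97% ± 2.09 (SD, n = 4 mice) in CON, 15.4% ± 5.28 (SD, n = 4) at d8 and 4.54% ± 1.66 (SD, n = 4) at d12 of all cells. They were higher at d8 than in CON (exact permutation p = 0.0286, adjusted p = 0.0857) and lower at d12 than at d8 (exact permutation p = 0.0286, adjusted p = 0.0857), and d12 did not differ from CON (exact permutation p = 0.686, adjusted p = 0.795). In CON, mouse 2 held 7.08% neutrophils, while the other 3 mice held 2.55% to 3.17%. The joint class of monocytes, macrophages and dendritic cells made up 10.3% ± 1.73 (SD, n = 4 mice) in CON, 10.5% ± 8.43 (SD, n = 4) at d8 and 13.8% ± 2.81 (SD, n = 4) at d12. At d8 the mean rests on mouse 1, which held 23.0% where the other 3 mice held 5.46% to 7.88%, and the class did not differ from CON (exact permutation p = 1.00, adjusted p = 1.00). At d12 the class was higher than in CON by 3.45 percentage points, short of the threshold (exact permutation p = 0.0571, adjusted p = 0.139).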

The number of neutrophils also increased upon infection, while the number of monocytes and macrophages increased only by d12. 

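Alveolar macrophages were 5.32% ± 0.856 (SD, n = 4 mice) in CON, 1.95% ± 0.622 (SD, n = 4) at d8 and 6.61% ± 2.37 (SD, n = 4) at d12. Every d8 mouse had a lower share than every CON mouse (exact permutation p = 0.0286, adjusted p = 0.0857) and than every d12 mouse (exact permutation p = 0.0286, adjusted p = 0.0857), and the d12 share did not differ from that in CON (exact permutation p = 0.371, adjusted p = 0.557). Among the d8 mice, mouse 2 stood apart with 2.89% against 1.60% to 1.71%. Dendritic cells formed no cluster of their own among all cells, and their share is given with the myeloid cells.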

Alveolar macrophages (AM) and dendritic cells decreased in the lung upon infection and returned to baseline during resolution. 

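Aerocytes, the capillary endothelial cells of gas exchange, were 5.04% ± 0.888 (SD, n = 4 mice) in CON, 0.423% ± 0.113 (SD, n = 4) at d8 and 0.558% ± 0.245 (SD, n = 4) at d12 of all cells, from 323 cells in CON, 19 at d8 and 34 at d12. Both infected groups lay below CON without overlap (d8: exact permutation p = 0.0286, adjusted p = 0.0857; d12: exact permutation p = 0.0286, adjusted p = 0.0857), and d12 did not differ from d8 (exact permutation p = 0.343, adjusted p = 0.546). All blood endothelial cells together were 35.1% ± 4.32 (SD, n = 4 mice) in CON, 18.5% ± 3.58 (SD, n = 4) at d8 and 21.2% ± 6.95 (SD, n = 4) at d12. It was lower at d8 (exact permutation p = 0.0286, adjusted p = 0.0857) and at d12 (exact permutation p = 0.0286, adjusted p = 0.0857) than in CON. The largest value among the CON mice, 41.6% in mouse 3, stood apart from 32.4% to 33.3% in the others. A share of all cells falls when immune cells are added, but these leave shares among the non-immune cells as they are. Of the non-immune cells, aerocytes were 10.5% ± 1.25 (SD, n = 4 mice) in CON, 1.38% ± 0.240 (SD, n = 4) at d8 and 1.20% ± 1.12 (SD, n = 4) at d12, so influx of immune cells alone does not account for the fall.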

Interestingly, a decrease in aerocytes was observed at d8 and their number remained low at d12. Aerocytes are described as the specialized capillary endothelial cells that align the alveolar epithelial cells and are therefore mainly involved in gas exchange and leukocyte trafficking [19,20]. In the subsequent sections, a more detailed analysis of specific cell subsets was performed by subclustering analysis of lymphoid, myeloid and non-immune cell populations separately.

**Fig 2:**
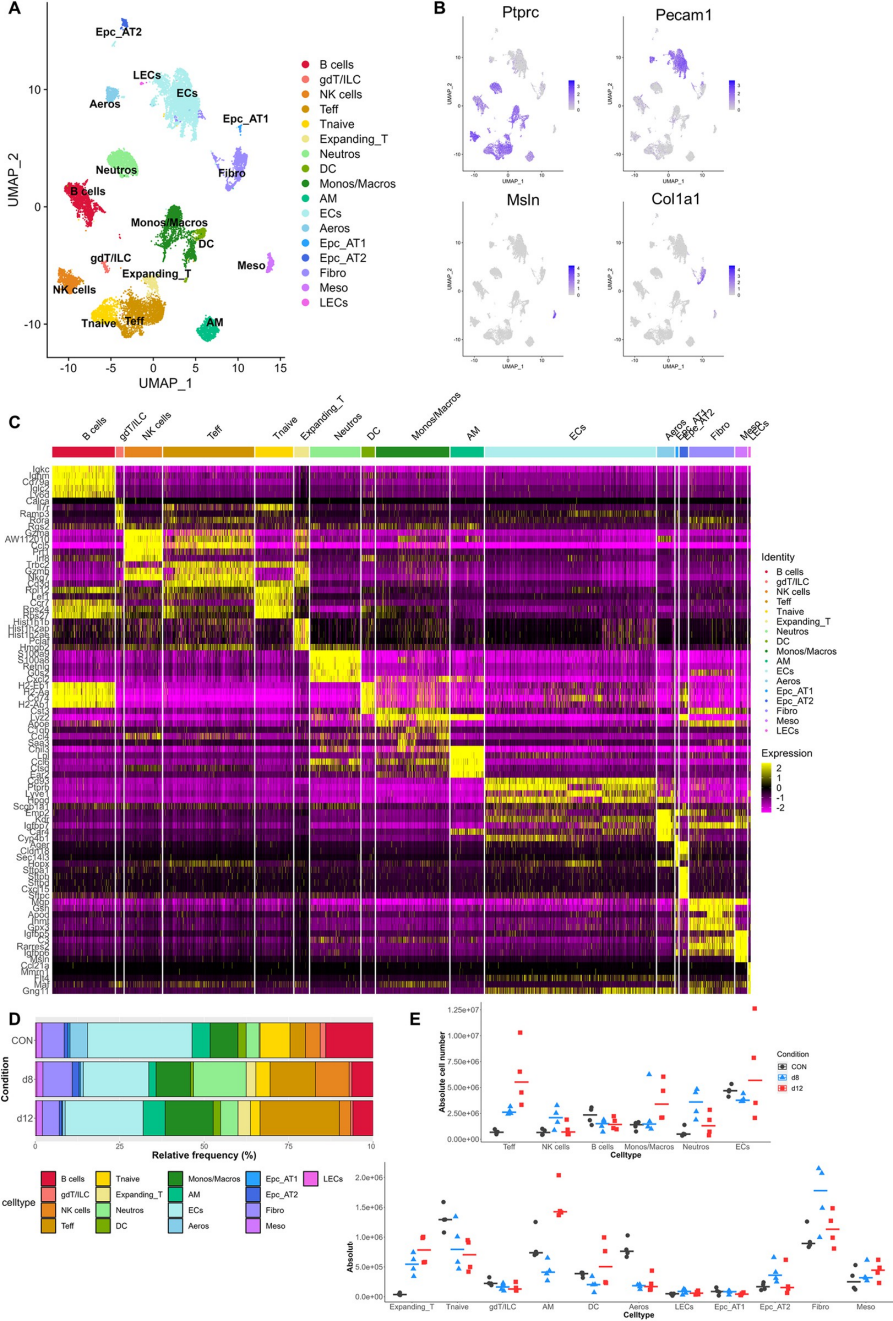
Dynamics in cellular composition of the lung during development and resolution of MA-ARDS. *Pb*NK65-infected C57BL/6 mice were treated daily from 8 until 12 dpi with 10 mg/kg artesunate + 30 mg/kg chloroquine (ART+CQ). Mice were dissected at 8 dpi (when symptoms of MA-ARDS are present and before start of antimalarial treatment; d8) or at 12 dpi (when mice are recovering from MA-ARDS after parasite killing; d12). Uninfected mice were used as controls (CON). Cells were isolated from the lungs and single cell RNA sequencing (scRNAseq) was performed. (A) UMAP plot of all scRNAseq data showing 17 distinct cell types. (B) UMAP plots visualizing expression levels of canonical markers of leukocytes (*Ptprc*), endothelial cells (*Pecam1*), mesothelial cells (*Msln*) and fibroblasts (*Col1a1*). (C) Heatmap displaying the top 5 markers of each cell type and its expression across all individual cells clustered per cell type. (D) Frequency plot showing the relative abundance of each cell type per condition within the lymphoid cells. (E) Absolute number of each cell type per sample was calculated. Each symbol represents an individual mouse. Horizontal lines represent the median. (A-E) n = 4 for CON, d8 and d12 (4 mice per condition were pooled using Hashtag oligos). gdT/ILC, γδ T cells/innate lymphoid cells; NK, natural killer; Teff, effector T cells; Tnaive, naïve T cells; Expanding_T, dividing or expanding T cells; Neutros, neutrophils; DC, dendritic cells; Monos/Macros, monocytes/macrophages; AM, alveolar macrophages; ECs, endothelial cells; Aeros, aerocytes; EpC_AT1, type 1 alveolar epithelial cells; EpC_AT2, type 2 alveolar epithelial cells; Fibro, fibroblasts; Meso, mesothelial cells; LECs, lymphatic endothelial cells.

### Pulmonary lymphocytes during the development and resolution of MA-ARDS

To further analyze the impact of MA-ARDS and its resolution, lymphoid cells, comprising of T cells, B cells, NK cells and innate lymphoid cells (ILCs), were subclustered and analyzed in more detail. This revealed 10 different T cell clusters, one cluster of type 2 ILCs, one cluster of NK cells and three clusters of B cells, including one small cluster of plasma cells, based on their expression profile (Fig 3A–3C and S3 Table). 

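Re-clustering of the lymphoid cells gave 20 clusters at a Leiden resolution of 1.0, of which 10 were of T cells. At the authors' resolution of 0.5 there were 16, with 7 of T cells. The T cell clusters were merged into effector, naive, regulatory and γδ T cells. B cells (clusters 0, 9 and 10), NK cells (2, 15 and 17), type 2 innate lymphoid cells and plasma cells made up the other named classes. A further 2 clusters were left unnamed, 1 with genes of T cells and endothelial cells and 1 with genes of T cells and macrophages. They held 3.07% ± 1.08 (SD, n = 4 mice) in CON, 2.30% ± 0.951 (SD, n = 4) at d8 and 2.23% ± 1.34 (SD, n = 4) at d12 of the lymphoid cells.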

CD8^+^ T cells are pathogenic in the development of MA-ARDS by killing parasite antigen-presenting ECs [4,6,15], and indeed an expansion in Teff and cytotoxic Teff cells was observed in the lungs at d8 (Fig 3D and 3E). 

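Among lymphoid cells, effector T cells made up 5.27% ± 4.79 (SD, n = 4 mice) in CON, 36.5% ± 8.60 (SD, n = 4) at d8 and 58.1% ± 5.29 (SD, n = 4) at d12. The share was higher at d8 than in CON (exact permutation p = 0.0286, adjusted p = 0.0527 over 24 comparisons of lymphoid classes). Without alignment of the mice the difference shrank most of all settings, from 31.2 to 7.64 percentage points. In CON, mouse 4 held 12.4% effector T cells, and the others 2.45% to 3.48%. The clusters within the class changed their shares. Cluster 3, with high Ccl5, Cx3cr1 and Ly6c2, held 30.9% of the class in CON, 18.6% at d8 and 39.6% at d12. Cluster 4, with high Gzmk, Havcr2 and Gzmb, held 8.13% of the class in CON, 31.9% at d8 and 34.1% at d12. The dividing cluster 5 held 21.1% of the class in CON, 28.3% at d8 and 15.8% at d12, and cluster 6, low in Gzma and Gzmb, held 36.6% of the class in CON, 18.4% at d8 and 9.55% at d12. No cluster corresponded to cytotoxic effector T cells alone, and the share of that subset is not given.

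**Figure D2:**
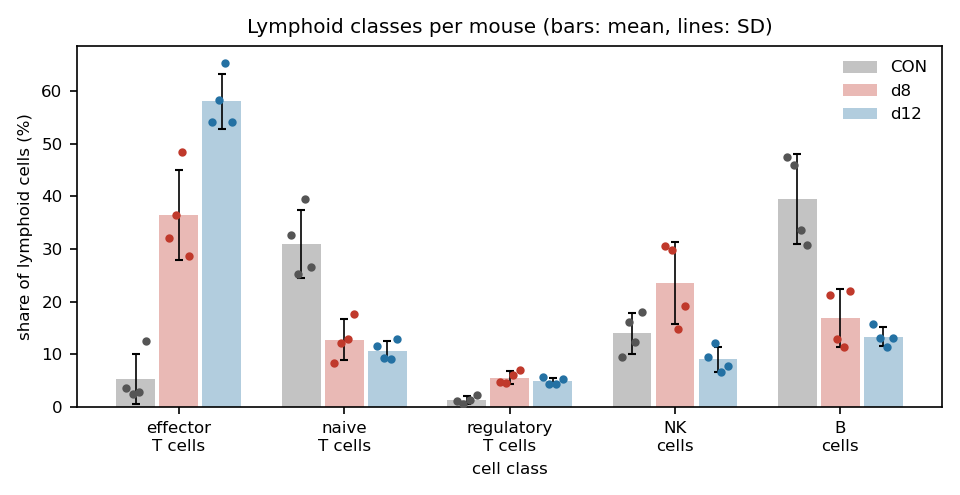
Shares of lymphoid classes among lymphoid cells, in percent on the vertical axis, for CON, d8 and d12. Points are single mice (n = 4 per condition), and effector T cells rise from CON to d8 and from d8 to d12.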

Their number further increased during resolution. 

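From d8 to d12 the share of effector T cells among lymphoid cells rose by 21.6 percentage points (exact permutation p = 0.0286, adjusted p = 0.0527). As a share of all cells, the same class was 1.76% ± 1.60 (SD, n = 4 mice) in CON, 12.6% ± 3.32 (SD, n = 4) at d8 and 21.4% ± 3.24 (SD, n = 4) at d12, and this rise from d8 to d12 was past the threshold (exact permutation p = 0.0286). The clustering of all cells drew the class otherwise, with means of 6.01%, 15.1% and 20.1%, and there the rise from d8 to d12 was not past the threshold (exact permutation p = 0.171), so the call depends on the clustering.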

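No cluster of T cells was set apart by interferon genes alone at the resolution used. The level of 8 interferon-stimulated genes was therefore summed in each class. In all T cells the sum was 72.2 ± 17.5 (SD, n = 4) in CON, 451 ± 209.9 (SD, n = 4) at d8 and 183 ± 15.7 (SD, n = 4) at d12, in CPM. It was higher at d8 than in CON (exact permutation p = 0.0286, adjusted p = 0.0504) and at d12 than in CON (exact permutation p = 0.0286, adjusted p = 0.0504), and lower at d12 than at d8 (exact permutation p = 0.0286, adjusted p = 0.0504). In naive T cells it was 59.8 ± 10.6 (SD, n = 4) in CON, 542 ± 195 (SD, n = 4) at d8 and 141 ± 38.1 (SD, n = 4) at d12. In effector T cells it was 94.9 ± 26.4 (SD, n = 4) in CON, 398 ± 184 (SD, n = 4) at d8 and 156 ± 14.5 (SD, n = 4) at d12, again separating all mice of the 3 conditions. B cells showed the same order at a lower level, with 36.8 ± 11.8 (SD, n = 4) in CON, 198 ± 61.4 (SD, n = 4) at d8 and 88.2 ± 10.1 (SD, n = 4) at d12, so the response was not limited to T cells.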

A population of type I IFN-responding T cells was also found at d8 and d12, while this population was almost absent in control mice. In addition, the number of dividing or expanding T cells and regulatory T cells were also increased after infection. In contrast, the number of naïve T cells and γδ T cells decreased upon infection. 

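Regulatory T cells were 1.27% ± 0.694 (SD, n = 4 mice) in CON, 5.54% ± 1.17 (SD, n = 4) at d8 and 4.86% ± 0.635 (SD, n = 4) at d12. They were higher at d8 (exact permutation p = 0.0286, adjusted p = 0.0527) and at d12 (exact permutation p = 0.0286, adjusted p = 0.0527) than in CON, and the 2 infected groups did not differ (exact permutation p = 0.343, adjusted p = 0.433). Dividing T cells were followed by the share of cells with at least 1 UMI of Mki67 (ENSMUSG00000031004, protein-coding, chromosome 7 of GRCm38, 135689784 to 135716361), after all cells had been thinned to 3076 UMIs so that depth could not make the difference. In all T cells this share was 3.16% ± 1.97 (SD, n = 4) in CON, 22.6% ± 5.70 (SD, n = 4) at d8 and 21.6% ± 10.4 (SD, n = 4) at d12. It rose at d8 (exact permutation p = 0.0286, adjusted p = 0.0643, 36 comparisons of Mki67 shares) and at d12 (exact permutation p = 0.0286, adjusted p = 0.0643), and d12 did not differ from d8 (exact permutation p = 0.886, adjusted p = 0.966). Left out as too shallow were 65 cells in CON, 76 at d8 and 187 at d12. Without thinning the shares were 4.01%, 32.7% and 24.9% in CON, at d8 and at d12. In B cells, set beside these, the thinned share was 1.02%, 1.61% and 6.18% (in neutrophils 0%, 4.00% and 3.85%), from a median of 3097.5, 3441 and 3080 UMIs per cell, against 4751, 6563.5 and 4664 in T cells. In pooled cells of d12, Mki67 was 39.68, 89.41 and 0 CPM in B-cell clusters 0, 9 and 10, and 8.141 in cluster 1 of naive T cells. B cells may thus divide themselves at d12, so their share is not background alone. Within effector T cells alone, the thinned share was 23.0% ± 4.59 (SD, n = 4) in CON, 31.2% ± 6.94 (SD, n = 4) at d8 and 26.1% ± 12.5 (SD, n = 4) at d12, and the groups did not differ at d8 (exact permutation p = 0.114, adjusted p = 0.217) or at d12 (exact permutation p = 0.686, adjusted p = 0.796). Left unthinned, effector T cells at d8 did differ from CON, with shares of 24.4%, 44.4% and 29.5% in the 3 groups (exact permutation p = 0.0286, adjusted p = 0.0514).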

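Naive T cells fell to a smaller part of the lymphoid cells, with 31.0% ± 6.51 (SD, n = 4 mice) in CON, 12.7% ± 3.88 (SD, n = 4) at d8 and 10.7% ± 1.84 (SD, n = 4) at d12. The difference from CON separated all mice at d8 (exact permutation p = 0.0286, adjusted p = 0.0527) and at d12 (exact permutation p = 0.0286, adjusted p = 0.0527). The class was held mostly by cluster 1 in each condition (77.4% of the class in CON, 58.8% at d8 and 51.3% at d12), with a growing part in cluster 7 (14.0% of the class in CON, 25.0% at d8 and 36.8% at d12). γδ T cells were 3.42% ± 0.656 (SD, n = 4 mice) in CON, 1.09% ± 0.338 (SD, n = 4) at d8 and 0.819% ± 0.409 (SD, n = 4) at d12, from 72 cells in CON, 17 at d8 and 19 at d12. They were lower than in CON at d8 (exact permutation p = 0.0286, adjusted p = 0.0527) and at d12 (exact permutation p = 0.0286, adjusted p = 0.0527). In CON, mouse 1 held 2.44% against 3.66% to 3.80% in the others, and at d12 mouse 1 held 1.43% against 0.558% to 0.690%. A share among lymphoid cells falls as effector T cells are added. Of all cells, γδ T cells were 1.12% ± 0.135 (SD, n = 4 mice) in CON, 0.377% ± 0.113 (SD, n = 4) at d8 and 0.294% ± 0.128 (SD, n = 4) at d12 (d8 against CON exact permutation p = 0.0286).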

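NK cells were 13.9% ± 3.87 (SD, n = 4 mice) in CON, 23.6% ± 7.86 (SD, n = 4) at d8 and 9.03% ± 2.38 (SD, n = 4) at d12 of the lymphoid cells. The rise at d8 was not past the threshold (exact permutation p = 0.114, adjusted p = 0.171), nor was the fall at d12 against CON (exact permutation p = 0.0857, adjusted p = 0.137), while d12 lay below d8 in all mice (exact permutation p = 0.0286, adjusted p = 0.0527). Of all cells, this class was 4.56% ± 1.16 (SD, n = 4 mice) in CON, 8.27% ± 3.44 (SD, n = 4) at d8 and 3.27% ± 0.635 (SD, n = 4) at d12 (exact permutation p = 0.0857 for d8 against CON and 0.114 for d12 against CON). In the clustering of all cells, NK cells were 4.38% ± 1.25 (SD, n = 4 mice) in CON, 8.19% ± 3.45 (SD, n = 4) at d8 and 6.89% ± 1.44 (SD, n = 4) at d12, with a mean at d12 above that in CON in place of below it, and the rise at d8 was not past the threshold (exact permutation p = 0.0571, adjusted p = 0.139). B cells were 39.5% ± 8.49 (SD, n = 4 mice) in CON, 16.9% ± 5.53 (SD, n = 4) at d8 and 13.3% ± 1.80 (SD, n = 4) at d12 of the lymphoid cells, lower at d8 (exact permutation p = 0.0286, adjusted p = 0.0527) and at d12 (exact permutation p = 0.0286, adjusted p = 0.0527) than in CON. In the clustering of all cells they were 13.7% ± 3.91 (SD, n = 4 mice) in CON, 5.85% ± 1.66 (SD, n = 4) at d8 and 5.07% ± 0.431 (SD, n = 4) at d12 of all cells, with the same order at d8 (exact permutation p = 0.0286, adjusted p = 0.0857) and d12 (exact permutation p = 0.0286, adjusted p = 0.0857).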

NK cells also expanded upon infection, while B cells seemed to decrease upon infection. 

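Clusters with high Hspa1a, Hspa1b and Dnajb1 were found among B cells (cluster 10) and naive T cells (cluster 11). Cluster 10 held 7.18% of B cells in CON, 20.7% at d8 and 6.49% at d12, from 59, 52 and 19 cells. Cluster 11 held 8.57% of naive T cells in CON, 16.2% at d8 and 12.0% at d12, from 57, 33 and 28 cells. Summed over 8 stress genes, the level in B cells was 2906 ± 1752 (SD, n = 4) in CON, 4903 ± 1756 (SD, n = 4) at d8 and 2684 ± 1183 (SD, n = 4) at d12, in CPM, and d8 did not differ from CON (exact permutation p = 0.200, adjusted p = 0.300). In all T cells the sum was 2370 ± 1806 (SD, n = 4) in CON, 1571 ± 186 (SD, n = 4) at d8 and 1593 ± 260.4 (SD, n = 4) at d12, with no difference at d8 (exact permutation p = 0.83, adjusted p = 0.921) or d12 (exact permutation p = 0.80, adjusted p = 0.921). In naive T cells it was 2547 ± 2058 (SD, n = 4) in CON, 2982 ± 537 (SD, n = 4) at d8 and 2643 ± 726 (SD, n = 4) at d12 (d8 against CON exact permutation p = 0.771, adjusted p = 0.921).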

Stressed B and T cells were identified based on marker genes related to the stress response, such as heat shock proteins, and these populations increased in number upon infection. Three different Teff populations were found (Fig 3A). Therefore, the markers distinguishing these populations were investigated in more detail (Fig 3C and 3F). 

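Gzma (ENSMUSG00000023132, protein-coding, chromosome 13 of GRCm38, 113093825 to 113100981), Gzmb (ENSMUSG00000015437, protein-coding, chromosome 14 of GRCm38, 56258838 to 56262260) and Prf1 (ENSMUSG00000037202, protein-coding, chromosome 10 of GRCm38, 61297833 to 61304680) were compared over the clusters of effector T cells within each condition, as levels of pooled cells without replicates. Gzma was highest in the dividing cluster 5 in CON (4719 CPM) and at d8 (8488) and in cluster 3 at d12 (5911, with 5638 in cluster 4 and 5062 in cluster 5). Gzmb was highest in cluster 3 in CON (873.8), in cluster 4 at d8 (6874) and in cluster 5 at d12 (2239, with 2190 in cluster 4). Prf1 was highest in cluster 3 in CON (326.8), in cluster 5 at d8 (363.3) and in cluster 3 at d12 (260.4). No cluster was highest in the 3 genes in any of the conditions. Over the whole class, Gzma rose at d8 (log2 fold change 1.24, standard error 0.36, adjusted p = 0.0379, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Prf1 also rose (log2 fold change 1.11, standard error 0.31, adjusted p = 0.0298). At d12 neither differed from CON (adjusted p = 0.284 for Gzma and 0.550 for Prf1, edgeR).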

One cluster (Teff_cytotox) clearly expressed the highest levels of cytotoxic markers, such as granzyme A, granzyme B (*GzmB*) and perforin across all conditions (Figs 3C, 3F, and S4A). *GzmB* appeared to be upregulated at d8 compared to CON in different lymphoid cell populations, such as plasma cells, NK cells, all T effector populations, expanding T cells and IFN-responding T cells (S4A Fig). 

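In effector T cells, Gzmb was counted at 455 ± 289 (SD, n = 4) CPM in CON, 5267 ± 1245 (SD, n = 4) at d8 and 1829 ± 555 (SD, n = 4) at d12. The rise at d8 against CON was a log2 fold change of 3.55 (standard error 0.35, adjusted p = 3.36e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between 3.24 and 4.06 with each mouse left out in turn. Gzmb is also 1 of the markers that name effector T cells. In NK cells, Gzmb was 1230 ± 350 (SD, n = 4) CPM in CON, 5395 ± 2085 (SD, n = 4) at d8 and 2204 ± 370.1 (SD, n = 4) at d12 and rose at d8 (log2 fold change 2.24, standard error 0.21, adjusted p = 1.19e-08). Regulatory T cells had 286 CPM in CON, 3905 at d8 and 1521 at d12, also a rise (log2 fold change 4.04, standard error 0.45, adjusted p = 2.12e-07). Naive T cells went from 6.22 ± 3.50 (SD, n = 4) CPM in CON to 568 ± 148 (SD, n = 4) at d8 (log2 fold change 6.4, standard error 0.50, adjusted p = 1.01e-09), a low level against that in effector T cells. This class includes cluster 7, which was 14.0% of it in CON and 25.0% at d8. Mki67 in cluster 7 was 0 CPM in CON and 166.9 at d8, in pooled cells. A rise in naive T cells and activated cells or effector RNA in the class cannot be told apart. Plasma cells were too few per mouse for a test. The paper proposes that Gzmb is raised at d8 in several lymphoid populations.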

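At d12, Gzmb in effector T cells lay above CON (log2 fold change 2.02, standard error 0.34, adjusted p = 0.00298, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and below d8 (log2 fold change -1.53, standard error 0.31, adjusted p = 0.00298). In NK cells it also stayed above CON (log2 fold change 0.85, standard error 0.21, adjusted p = 0.0139) and fell from d8 (log2 fold change -1.39, standard error 0.20, adjusted p = 2.26e-05). Regulatory T cells showed the same order against CON (log2 fold change 2.73, standard error 0.47, adjusted p = 0.000412) and against d8 (log2 fold change -1.30, standard error 0.27, adjusted p = 0.00220). In naive T cells Gzmb was 294 ± 233 (SD, n = 4) CPM at d12, above CON (log2 fold change 5.43, standard error 0.52, adjusted p = 5.56e-08), and the fall from d8 was not past the threshold (log2 fold change -0.97, standard error 0.35, adjusted p = 0.100). Cluster 7 was 36.8% of this class at d12, so the limit given for d8 holds here too.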

Expression of *GzmB* was still high on most populations at 12 dpi. 

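Mgp (ENSMUSG00000030218, protein-coding, chromosome 6 of GRCm38, 136872435 to 136875823), Gsn (ENSMUSG00000026879, protein-coding, chromosome 2 of GRCm38, 35256380 to 35307892), Sparc (ENSMUSG00000018593, protein-coding, chromosome 11 of GRCm38, 55394500 to 55423183) and Zfp36l2 (ENSMUSG00000045817, protein-coding, chromosome 17 of GRCm38, 84183931 to 84187947) were looked up in the clusters of effector T cells, as levels of pooled cells without replicates. Zfp36l2 was highest in cluster 3 in CON (1478 CPM, next cluster 971.9), at d8 (803.5, next cluster 510.7) and at d12 (1389, next cluster 1108). Mgp was 42.62 in cluster 3 and 63.66 in cluster 6 in CON, 33.81 and 24.17 at d8, and 73.92 and 75.32 at d12. Sparc was highest in cluster 3 at d12 (29.95, next cluster 18.37), and at d8 it lay between 1.979 and 4.907 in the clusters. With all conditions pooled, Gsn was 30.59 in cluster 3 and between 17.08 and 34.68 in the other clusters. Over the whole class, Sparc was higher at d12 than at d8 (log2 fold change 2.72, standard error 0.36, adjusted p = 6.75e-05, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as were Mgp (log2 fold change 1.62, standard error 0.25, adjusted p = 0.000317) and Zfp36l2 (log2 fold change 1.53, standard error 0.20, adjusted p = 5.98e-05). Gsn was lower (log2 fold change -0.68, standard error 0.19, adjusted p = 0.0253). Cluster 5 held the dividing cells and had Mgp at 21.60, Sparc at 5.759 and Zfp36l2 at 604.3 CPM.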

A small cluster of Teff cells (Teff_2) was found to express markers, such as *Mgp*, *Gsn*, *Sparc* and *Zfp36l2*, suggesting that this population is undergoing clonal expansion (Fig 3C and 3F). 

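Ccl5 (ENSMUSG00000035042, protein-coding, chromosome 11 of GRCm38, 83525778 to 83530518) was found in every cluster of effector T cells, at 38260 CPM in cluster 3, 11800 in cluster 4, 10050 in cluster 6, 6366 in cluster 5 and 2048 in cluster 18. Ccl4 (ENSMUSG00000018930, protein-coding, chromosome 11 of GRCm38, 83662584 to 83664683) was highest in cluster 3 (479.5 CPM with all conditions pooled), the cluster with the highest Zfp36l2, and was 217.1 in cluster 4, 190.2 in cluster 5, 121.4 in cluster 6 and 21.73 in cluster 18. It was also highest in cluster 3 within CON (234.4), d8 (427.6) and d12 (508.7). Both genes were therefore present outside cluster 3, Ccl4 at no more than 217.1 CPM over all conditions. These levels are of pooled cells and have no replicates.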

While *Ccl5* was produced by all effector T cell populations, *Ccl4* expression appeared specific for the Teff_2 population (Fig 3C–3F). Other T cell populations and NK cells were also found to express both *Ccl4* and *Ccl5* upon infection (S4B and S4C Fig). 

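In NK cells, Ccl4 was 1522 ± 371 (SD, n = 4) CPM in CON, 1621 ± 702 (SD, n = 4) at d8 and 2618 ± 553 (SD, n = 4) at d12, and Ccl5 was 17650 ± 3718 (SD, n = 4) CPM in CON, 25770 ± 7820 (SD, n = 4) at d8 and 29550 ± 1968 (SD, n = 4) at d12. Regulatory T cells held Ccl4 at 6.33 CPM in CON, 105 at d8 and 261 at d12 and Ccl5 at 463 CPM in CON, 4890 at d8 and 9102 at d12. In naive T cells Ccl4 was 13.1 CPM in CON, 40.2 at d8 and 173 at d12 and Ccl5 485 CPM in CON, 2104 at d8 and 4292 at d12. B cells were low in both, with Ccl4 at 11.9 CPM in CON, 63.5 at d8 and 78.0 at d12 and Ccl5 at 90.4 CPM in CON, 72.9 at d8 and 276 at d12.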

*Ccl4* and *Ccl5* play a role in the recruitment of pro-inflammatory cells to the site of inflammation.[21] In general, both *Ccl4* and *Ccl5* expression was increased on most populations after infection and even further during resolution (S4B and S4C Fig).

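In effector T cells, the log2 fold change of Ccl4 was 1.49 at d8 against CON (adjusted p = 0.0898), 1.87 at d12 against CON (adjusted p = 0.0883) and 0.38 at d12 against d8 (adjusted p = 0.544), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For Ccl5 in the same cells it was 0.30 at d8 against CON (adjusted p = 0.651), 1.29 at d12 against CON (adjusted p = 0.0607) and 0.99 at d12 against d8 (adjusted p = 0.0570), so neither gene changed past the threshold there. Ccl5 levels in effector T cells were 8752 ± 4784 (SD, n = 4) CPM in CON, 10230 ± 3620 (SD, n = 4) at d8 and 20410 ± 8970 (SD, n = 4) at d12. In NK cells Ccl4 changed by 0.21 at d8 against CON (adjusted p = 0.462), 0.81 at d12 against CON (adjusted p = 0.0236) and 0.59 at d12 against d8 (adjusted p = 0.0451) in edgeR. Ccl5 in NK cells changed by 0.67 at d8 against CON (adjusted p = 0.00205), 0.77 at d12 against CON (adjusted p = 0.00326) and 0.10 at d12 against d8 (adjusted p = 0.705). Regulatory T cells gave 3.16 at d8 against CON (adjusted p = 3.71e-08), 4.11 at d12 against CON (adjusted p = 3.54e-10) and 0.95 at d12 against d8 (adjusted p = 0.00419) for Ccl5, and only the d12 rise against CON for Ccl4 (log2 fold change 4.58, standard error 1.25, adjusted p = 0.0281). In naive T cells both genes rose in all 3 comparisons, and Ccl5 changed by 1.97 at d8 against CON (adjusted p = 9.85e-06), 2.98 at d12 against CON (adjusted p = 2.41e-08) and 1.01 at d12 against d8 (adjusted p = 0.0153). For Ccl5 in B cells at d8 the log2 fold change was -0.08, and leaving out CON mouse 2 turned it to 1.28 (adjusted p = 0.0186, edgeR). The paper concludes that both chemokines increase after infection and further during resolution in most populations.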

**Fig 3:**
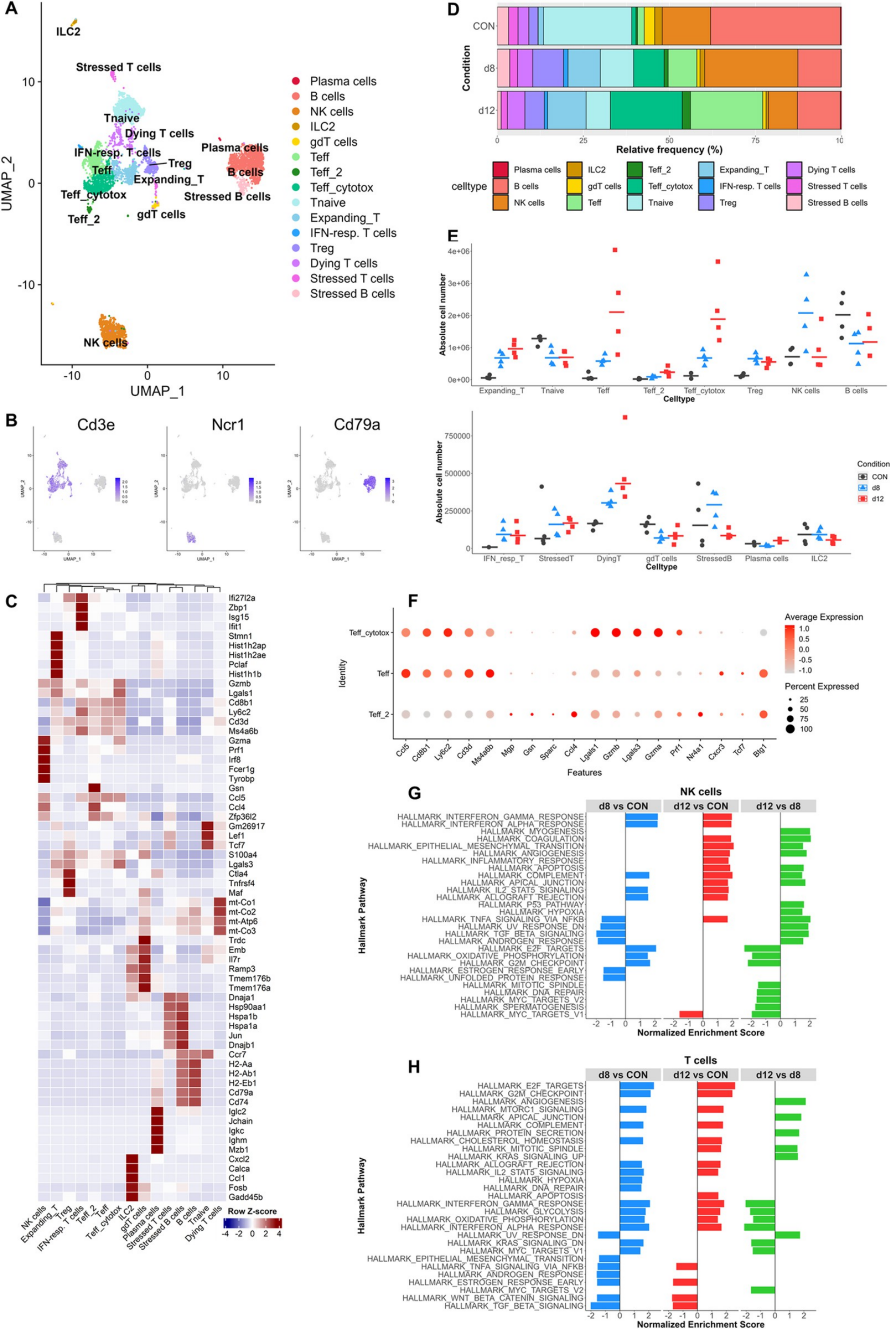
Dynamics of lymphocyte populations in the lung during development and resolution of MA-ARDS. Lymphoid cell clusters (B cells, gdT/ILC, NK cells, Teff, Tnaive and Expanding_T) from the original lung scRNAseq analysis of control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice (Fig 2) were extracted and subclustering was performed. (A) UMAP plot of lymphoid cell data showing 15 distinct cell types. (B) UMAP plots visualizing expression levels of canonical markers of T cells (*Cd3e*), NK cells (*Ncr1*) and B cells (*Cd79a*). (C) Heatmap displaying the top 5 markers of each cell type and its expression across all cell types. (D) Frequency plot showing the relative abundance of each cell type per condition within the total scRNAseq data. (E) Absolute number of each cell type per sample was calculated. Each symbol represents an individual mouse. Horizontal lines represent the median. (F) Dotplots showing the average and percent expression of effector T cell genes in the Teff, Teff_2 and Teff_cytotox cluster. (G) Gene set enrichment analysis was performed on the differentially expressed genes obtained through pseudobulk analysis of NK cells and significant Hallmark pathways are shown. Positive/negative normalized enrichment scores represent an upregulation/downregulation of the pathway in the condition of interest (first in comparison) versus control condition (second in comparison). (H) Gene set enrichment analysis was performed on the differentially expressed genes obtained through pseudobulk analysis of all T cells combined (Tnaive, Teff, Teff_2, Teff_cytotox, Treg, Expanding_T, IFN-resp. T cells) and significant Hallmark pathways are shown. Positive normalized enrichment scores represent an upregulation of the pathway in the condition of interest (first in comparison) versus control condition (second in comparison). (A-H) n = 4 for CON, d8 and d12 (4 mice per condition were pooled using Hashtag oligos). NK, natural killer; ILC2, innate lymphoid cells type 2; Teff, effector T cells; Teff_cytotox, cytotoxic effector T cells; Tnaive, naïve T cells; Expanding_T; dividing or expanding T cells; IFN-resp., type I interferon-responding; Treg, regulatory T cells.

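NK cells were tested on 3689 genes, of which 591 were higher and 521 lower at d8 than in CON (edgeR, adjusted p under 0.05). Pathways were followed with gene lists fixed before the values were seen, since the Hallmark sets are not among the files. The interferon list had a median log2 fold change of 1.20 over 17 genes (limma camera adjusted p = 1.35e-08, limma fry adjusted p = 0.000116) at d8. Camera sets the correlation between genes to 0.01, while fry estimates it from the mice. Of 65 list results followed under both tests, 53 kept their call under fry, 10 lost it and 2 gained it. The list of genes for MHC class I presentation rose by 0.82 over 18 genes (limma camera adjusted p = 2.78e-10, limma fry adjusted p = 7.79e-05). For the paper's IFN-γ set (the paper's NES 2.20) its supplementary table names 58 leading-edge genes, of which 36 were tested here, 36 changed in the paper's direction and 33 did so past the threshold. Its complement set (the paper's NES 1.62) had 19 leading-edge genes, of which 16 were tested here, 16 changed in the paper's direction and 15 did so past the threshold. These genes were picked by the study on the same mice, so this is not independent evidence. By a rule on size and separation of the mice, the largest rises were in Ctla4 (ENSMUSG00000026011, protein-coding, chromosome 1 of GRCm38, 60887000 to 60915832), Ly6a (ENSMUSG00000075602, protein-coding, chromosome 15 of GRCm38, 74994877 to 74998031) and Plac8 (ENSMUSG00000029322, protein-coding, chromosome 5 of GRCm38, 100553725 to 100572245). Ctla4 was 113 ± 41.0 (SD, n = 4) at d8 against 2.35 ± 2.72 (SD, n = 4) in CON in CPM (log2 fold change 5.64, standard error 0.65, adjusted p = 4.76e-07, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ly6a, 1 of a family of similar genes between which reads can be split, was 651 ± 292 (SD, n = 4) at d8 against 16.1 ± 13.2 (SD, n = 4) in CON (log2 fold change 5.53, standard error 0.38, adjusted p = 6.49e-11). Plac8 rose by 4.25 in log2 fold change, and the largest falls were in S1pr1 (ENSMUSG00000045092, protein-coding, chromosome 3 of GRCm38, 115710433 to 115715072, log2 fold change -2.44), Scd2 (ENSMUSG00000025203, protein-coding, chromosome 19 of GRCm38, 44293674 to 44306864, log2 fold change -2.39) and Chd3 (ENSMUSG00000018474, protein-coding, chromosome 11 of GRCm38, 69343273 to 69369406, log2 fold change -2.27).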

GSEA analysis revealed that NK cells are activated upon infection as an increase in interferon-γ (IFN-γ) response, interferon-α (IFN-α) response and complement were found (Fig 3G and S4 Table). Moreover, this population was found to be proliferating, which correspond with an increased number at 8 dpi. 

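After thinning to 2308 UMIs per cell, the share of NK cells with a UMI of Mki67 was 0.960% ± 1.27 (SD, n = 4) in CON, 8.09% ± 3.58 (SD, n = 4) at d8 and 3.28% ± 0.739 (SD, n = 4) at d12. It was higher at d8 than in CON (exact permutation p = 0.0286, adjusted p = 0.0643). Unthinned shares were 1.29%, 15.1% and 4.06% in the 3 conditions, and the thinning left out 41 cells in CON, 22 at d8 and 23 at d12 as too shallow. At the same depth B cells held 0.625%, 0.725% and 3.37%, and neutrophils 0%, 3.68% and 2.45%. NK cells had a median of 3155, 5760.5 and 3295.5 UMIs. The lists of cell-cycle genes were past the threshold of neither test, with 9 of 43 S-phase genes and 13 of 54 G2/M genes tested. The median log2 fold change at d8 was 0.01 over 9 genes (limma camera adjusted p = 0.815, limma fry adjusted p = 0.505) for S-phase genes, and 0.04 over 13 genes (limma camera adjusted p = 0.560, limma fry adjusted p = 0.190) for G2/M genes. The mean of the G2/M genes was 0.44. Of the paper's E2F set (the paper's NES 2.08), the leading edge had 61 leading-edge genes, of which 19 were tested here, 19 changed in the paper's direction and 15 did so past the threshold, with a median log2 fold change of 0.89. The paper reports that NK cells proliferated upon infection and relates this to their higher number at 8 dpi.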

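At d12 against d8, 309 genes were higher and 398 lower in NK cells, and against CON 82 and 60 (edgeR, adjusted p under 0.05). In the comparison with d8, the TGF-β list had a median log2 fold change of 0.54 over 9 genes (limma camera adjusted p = 0.348, limma fry adjusted p = 0.168), and the apoptosis list -0.22 over 12 genes (limma camera adjusted p = 0.781, limma fry adjusted p = 0.523). No other split of the 8 mice gave the TGF-β list as large a median (exact permutation p = 0.0286). For the apoptosis list, 7 of the 35 splits did (exact permutation p = 0.200). The TNF list rose by 0.52 over 22 genes (limma camera adjusted p = 9.15e-05, limma fry adjusted p = 0.132), a call under camera only. G2/M genes moved by -0.25 over 13 genes (limma camera adjusted p = 0.450, limma fry adjusted p = 0.154). The share of NK cells with Mki67 fell by 4.81 percentage points from d8 to d12 (exact permutation p = 0.0286, adjusted p = 0.0643), and with Top2a in place of Mki67 the fall of 4.80 points was within the spread of the mice (exact permutation p = 0.171). Mki67 was also among the genes that fell most by the rule on size (log2 fold change -2.85, standard error 0.48, adjusted p = 0.000141, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), beside Ly6a (-3.04) and Ifi27l2a (ENSMUSG00000079017, protein-coding, chromosome 12 of GRCm38, 103442167 to 103443680, log2 fold change -2.90), the latter of a family of similar genes. The genes that rose most were Lyz2 (ENSMUSG00000069516, protein-coding, chromosome 10 of GRCm38, 117277331 to 117282321, log2 fold change 2.56), Kcnj8 (ENSMUSG00000030247, protein-coding, chromosome 6 of GRCm38, 142564837 to 142571614, log2 fold change 2.33) and Apoe (ENSMUSG00000002985, protein-coding, chromosome 7 of GRCm38, 19696109 to 19699188, log2 fold change 2.33). Lyz2 rose as much in B cells (2.57 as a log2 ratio of CPM), so its rise was not particular to NK cells. In the paper's table the TGF-β set (the paper's NES 1.93) had 17 leading-edge genes, of which 14 were tested here, 14 changed in the paper's direction and 5 did so past the threshold. The paper's apoptosis set (the paper's NES 1.58) had 41 leading-edge genes, of which 32 were tested here, 31 changed in the paper's direction and 9 did so past the threshold, and its E2F set (the paper's NES -2.46) had 53 leading-edge genes, of which 22 were tested here, 22 changed in the paper's direction and 13 did so past the threshold.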

During resolution, anti-inflammatory and pro-resolving pathways, such as transforming growth factor β (TGF-β) signaling, apoptosis and angiogenesis, seemed to be restored or upregulated in NK cells, while pathways related to cell cycle and proliferation were decreased.

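In all T cells together, 2110 of 8436 genes were higher and 2042 lower at d8 than in CON (edgeR, adjusted p under 0.05). S-phase genes rose by a median log2 fold change of 1.17 over 41 genes (limma camera adjusted p = 1.37e-06, limma fry adjusted p = 0.00728), and G2/M genes by 1.60 over 50 genes (limma camera adjusted p = 1.43e-08, limma fry adjusted p = 0.00882). The paper's E2F set (the paper's NES 2.36) had 68 leading-edge genes, of which 67 were tested here, 67 changed in the paper's direction and 67 did so past the threshold. As the class joins naive and effector T cells, a rise of effector T cells among T cells also raises genes that effector T cells hold more of. The largest rises by the rule on size were in Lag3 (ENSMUSG00000030124, protein-coding, chromosome 6 of GRCm38, 124904361 to 124911705), Gzmb and Havcr2 (ENSMUSG00000020399, protein-coding, chromosome 11 of GRCm38, 46454935 to 46481255). Lag3 was 134 ± 62.1 (SD, n = 4) at d8 against 2.65 ± 2.15 (SD, n = 4) in CON in CPM (log2 fold change 5.52, standard error 0.47, adjusted p = 1.22e-07, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Havcr2 was 77.5 ± 18.2 (SD, n = 4) at d8 against 1.97 ± 2.80 (SD, n = 4) in CON (log2 fold change 4.74, standard error 0.42, adjusted p = 1.85e-07). The largest falls were in Rflnb (ENSMUSG00000020846, protein-coding, chromosome 11 of GRCm38, 76019194 to 76027782) (-4.62 in log2 fold change), Igfbp4 (ENSMUSG00000017493, protein-coding, chromosome 11 of GRCm38, 99041244 to 99054392, log2 fold change -4.22) and Dapl1 (ENSMUSG00000026989, protein-coding, chromosome 2 of GRCm38, 59484653 to 59505020, log2 fold change -3.63).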

In concordance with NK cells, increased proliferation was observed at d8 in the global T cell population (Fig 3H and S5 Table). In addition, different pro-inflammatory pathways are upregulated at d8, which corresponds with T cells being a crucial mediator in the immunopathology of MA-ARDS. 

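Interferon genes rose in T cells at d8 by a median log2 fold change of 1.24 over 36 genes (limma camera adjusted p = 3.05e-11, limma fry adjusted p = 0.000373), and those for MHC class I presentation by 0.69 over 20 genes (limma camera adjusted p = 6.19e-06, limma fry adjusted p = 0.000191). Genes of the hypoxia and glycolysis list rose by 1.20 over 20 genes (limma camera adjusted p = 3.93e-07, limma fry adjusted p = 0.000191). The TNF list fell (-0.69 over 31 genes, limma camera adjusted p = 0.000487, limma fry adjusted p = 0.000885), as did the TGF-β list (-1.22 over 16 genes, limma camera adjusted p = 0.000309, limma fry adjusted p = 0.000126). The paper's IFN-γ set (the paper's NES 2.08) had 67 leading-edge genes, of which 58 were tested here, 58 changed in the paper's direction and 58 did so past the threshold, and its TNF set fell (the paper's NES -1.54). The paper relates the raised pro-inflammatory pathways to the role of T cells in the pathology.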

At d12, some of these inflammatory pathways were down compared to d8, but still up compared to CON. These results confirm the highly inflammatory state of the lungs upon infection, but homeostasis is not yet fully achieved at d12.

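At d12 the interferon list in T cells lay below d8 by a median log2 fold change of -0.64 over 36 genes (limma camera adjusted p = 1.90e-11, limma fry adjusted p = 0.00517) and above CON by 0.53 over 36 genes (limma camera adjusted p = 0.000162, limma fry adjusted p = 0.0122). The hypoxia and glycolysis list also fell from d8 (-0.56 over 20 genes, limma camera adjusted p = 3.05e-08, limma fry adjusted p = 0.00102) and stayed above CON (0.67 over 20 genes, limma camera adjusted p = 0.0108, limma fry adjusted p = 0.0148), not past the threshold of camera without CON mouse 4 (0.69). S-phase genes (1.16 over 41 genes, limma camera adjusted p = 3.93e-07, limma fry adjusted p = 0.0148) and G2/M genes (1.60 over 50 genes, limma camera adjusted p = 3.35e-11, limma fry adjusted p = 0.0123) remained above CON, and did not change from d8, with -0.12 over 41 genes (limma camera adjusted p = 0.300, limma fry adjusted p = 0.596) and 0.04 over 50 genes (limma camera adjusted p = 0.844, limma fry adjusted p = 0.895). Without d12 mouse 2 the G2/M median against d8 was 0.19 and past the camera threshold, and without d12 mouse 4 the S-phase median was -0.30 and past it. In all, 540 genes were higher and 674 lower at d12 than at d8, and 1566 and 1478 against CON (edgeR, adjusted p under 0.05). Genes that fell most from d8 were Ifi27l2a (log2 fold change -2.58, standard error 0.26, adjusted p = 9.61e-06, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), Chchd10 (ENSMUSG00000049422, protein-coding, chromosome 10 of GRCm38, 75933130 to 75937747, log2 fold change -2.56) and Fcer1g (ENSMUSG00000058715, protein-coding, chromosome 1 of GRCm38, 171229572 to 171234365, log2 fold change -2.44). Lyz2, which rose as much in B cells, rose most (2.53), before Cx3cr1 (ENSMUSG00000052336, protein-coding, chromosome 9 of GRCm38, 119901616 to 120069879, log2 fold change 2.36) and Lars2 (ENSMUSG00000035202, protein-coding, chromosome 9 of GRCm38, 123366927 to 123462666, log2 fold change 1.84). The paper's IFN-γ set at d12 against d8 (the paper's NES -2.04) had 67 leading-edge genes, of which 61 were tested here, 61 changed in the paper's direction and 28 did so past the threshold.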

### Dynamics of myeloid cells in the lung during MA-ARDS and its resolution

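The myeloid cells formed 18 clusters at a Leiden resolution of 1.0 and 14 at the authors' resolution of 0.5. They were named as neutrophils (clusters 2, 3 and 4), inflammatory monocytes (0 and 5), non-classical monocytes, alveolar macrophages (1, 9 and 13), macrophages (7), macrophages with Prg4 (17), dendritic cells and plasmacytoid dendritic cells. Inflammatory monocytes were held by different clusters in the conditions, as cluster 0 held 86.4% of the class in CON, 42.9% at d8 and 78.2% at d12, and cluster 5 held 13.6% of the class in CON, 57.1% at d8 and 21.8% at d12. Alveolar macrophages lay mostly in cluster 1, with 73.0% of the class in CON, 65.6% at d8 and 79.0% at d12. Their dividing cells, in cluster 13, were 3.34% of the class in CON, 11.8% at d8 and 9.67% at d12.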

The myeloid cell populations, including neutrophils, monocytes/macrophages, dendritic cells and AM, after re-clustering resulted in 13 different clusters (Fig 4A–4C and S6 Table). 

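In the new clustering, cluster 10 held genes of myeloid cells and T cells, in 139 cells, and cluster 11 held genes of B cells and dendritic cells, in 130 cells. A further cluster 12 of 66 cells held genes of endothelial cells and platelets, among them Ppbp at 384.6 CPM. All 3 were left unnamed, and together held 10.0% ± 1.67 (SD, n = 4 mice) in CON, 7.58% ± 1.88 (SD, n = 4) at d8 and 8.18% ± 1.40 (SD, n = 4) at d12 of the myeloid cells. No cell was removed for lying in them.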

Two clusters, named Doublet1 and Doublet2, expressed myeloid markers together with typical T and B cell markers, respectively (Fig 4C). Addition of these clusters to the lymphoid cell analysis, resulted again in separate clusters with monocyte and macrophage markers as marker genes (S5 Fig). These findings suggest that these populations are probably doublets that either escaped prior filtering or that these are physiologically relevant doublets of monocytes adhering to T cells and B cells, respectively. An increase in numbers of neutrophils and macrophages was observed upon infection, while the AM, CD103^+^ and CD11b^+^ dendritic cells and non-classical monocytes (ncMOs) decreased (Fig 4D and 4E). 

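Neutrophils were 17.9% ± 5.45 (SD, n = 4 mice) in CON, 54.0% ± 16.6 (SD, n = 4) at d8 and 16.1% ± 5.52 (SD, n = 4) at d12 of the myeloid cells, higher at d8 than in CON (exact permutation p = 0.0286, adjusted p = 0.060 over 21 comparisons of myeloid classes). In CON, mouse 2 held 26.1%, and the others 14.7% to 15.8%. Alveolar macrophages were 27.0% ± 4.44 (SD, n = 4 mice) in CON, 8.21% ± 4.83 (SD, n = 4) at d8 and 25.7% ± 10.1 (SD, n = 4) at d12. This was lower at d8 (exact permutation p = 0.0286, adjusted p = 0.060). Dendritic cells, not split further, were 9.52% ± 2.00 (SD, n = 4 mice) in CON, 2.33% ± 1.56 (SD, n = 4) at d8 and 6.04% ± 3.79 (SD, n = 4) at d12. This value was lower at d8 (exact permutation p = 0.0286, adjusted p = 0.060). Non-classical monocytes were 10.3% ± 1.57 (SD, n = 4 mice) in CON, 4.29% ± 2.64 (SD, n = 4) at d8 and 6.78% ± 2.35 (SD, n = 4) at d12 and fell at d8 (exact permutation p = 0.0286, adjusted p = 0.060). Macrophages outside the alveoli were 5.27% ± 0.711 (SD, n = 4 mice) in CON, 4.34% ± 1.34 (SD, n = 4) at d8 and 9.25% ± 2.07 (SD, n = 4) at d12, and the difference between d8 and CON was not past the threshold as reported (exact permutation p = 0.229, adjusted p = 0.300). As neutrophils filled a larger part of the myeloid cells at d8, each other class was also compared as a share of all cells. Macrophages were then 1.02% ± 0.152 (SD, n = 4 mice) in CON, 1.13% ± 0.154 (SD, n = 4) at d8 and 2.28% ± 0.426 (SD, n = 4) at d12 (d8 against CON exact permutation p = 0.314). Non-classical monocytes were 1.99% ± 0.340 (SD, n = 4 mice) in CON, 1.11% ± 0.553 (SD, n = 4) at d8 and 1.71% ± 0.712 (SD, n = 4) at d12 of all cells (d8 against CON exact permutation p = 0.0286). The difference of macrophages at d8, -0.930 percentage points of myeloid cells as reported, was -3.06 without alignment of the mice, -6.15 with log-normalized counts and -9.39 at the paper's resolution (exact permutation p = 0.0286 in each), a fall past the threshold. From its counts of cells, the paper concludes that neutrophils and macrophages increase while alveolar macrophages, dendritic cells and non-classical monocytes decrease upon infection.

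**Figure D3:**
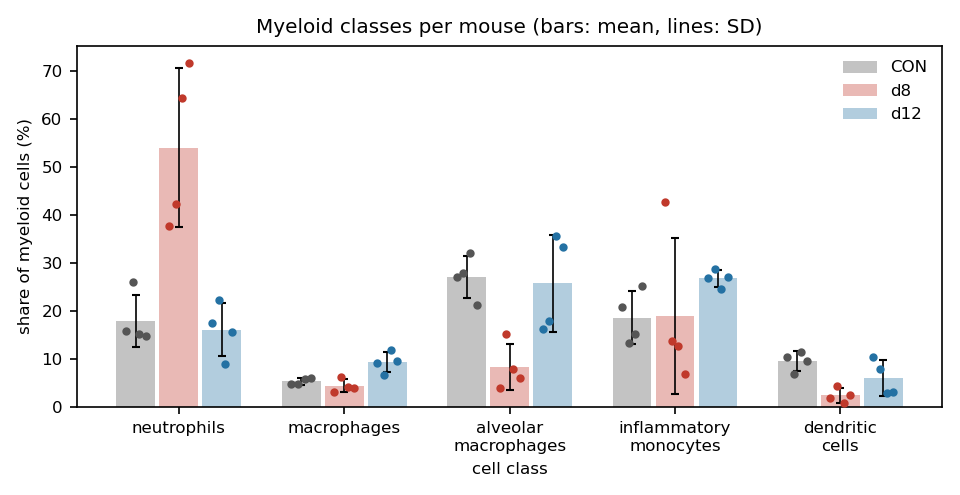
Shares of myeloid classes among myeloid cells, in percent on the vertical axis, for CON, d8 and d12. Points are single mice (n = 4 per condition), and neutrophils of all d8 mice lie above those of all CON and d12 mice.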

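Alveolar macrophages rose from d8 to d12 by 17.5 percentage points of myeloid cells (exact permutation p = 0.0286, adjusted p = 0.060), and macrophages by 4.92 (exact permutation p = 0.0286, adjusted p = 0.060). Macrophages at d12 also lay above CON (exact permutation p = 0.0286, adjusted p = 0.060), a call whose direction turned with log-normalized counts and at the authors' resolution. The rises of dendritic cells (3.71 points, exact permutation p = 0.143, adjusted p = 0.231) and of non-classical monocytes (2.49 points, exact permutation p = 0.229, adjusted p = 0.300) were within the spread of the mice. Inflammatory monocytes were 18.6% ± 5.44 (SD, n = 4 mice) in CON, 18.9% ± 16.2 (SD, n = 4) at d8 and 26.7% ± 1.72 (SD, n = 4) at d12. Their spread at d8 was wide, and d12 did not differ from d8 (exact permutation p = 0.429, adjusted p = 0.529) or, past the threshold, from CON (exact permutation p = 0.0571, adjusted p = 0.109).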

During the resolution phase, AM, CD103^+^ and CD11b^+^ dendritic cells and ncMOs increased again in the lungs, and the number of macrophages and inflammatory monocytes (iMOs) further increased. 

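The share of neutrophils among myeloid cells was lower at d12 than at d8 by 37.9 percentage points (exact permutation p = 0.0286, adjusted p = 0.060), and did not differ from that in CON (exact permutation p = 0.686, adjusted p = 0.758). Cluster 2 held 32.1% of neutrophils in CON, 36.5% at d8 and 42.5% at d12, cluster 3 25.2% in CON, 40.9% at d8 and 32.8% at d12 and cluster 4 42.7% in CON, 22.6% at d8 and 24.7% at d12, so the make-up of the class also changed.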

A decrease in neutrophils compared to d8 was observed.

**Fig 4:**
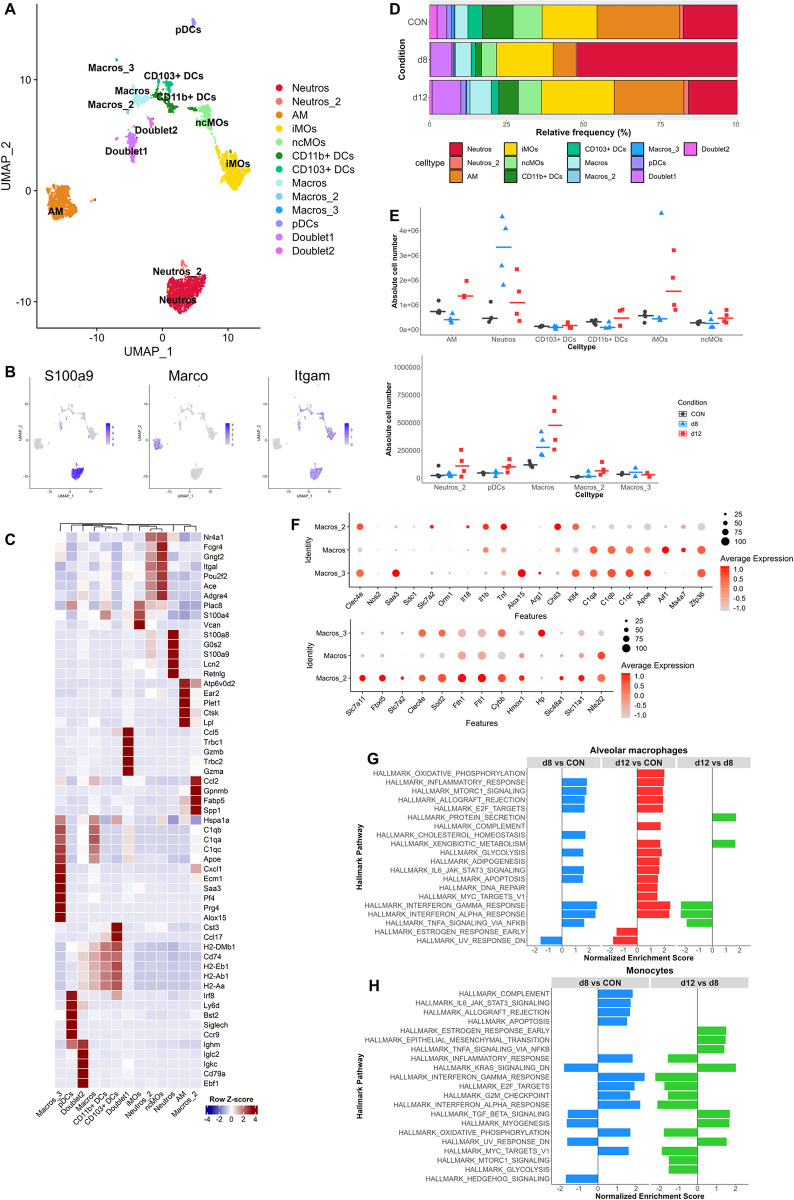
Changes in pulmonary myeloid cell populations in MA-ARDS and its resolution. Myeloid cell clusters (Neutros, DC, Monos/Macros, AM) from the original lung scRNAseq analysis of control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice (Fig 2) were extracted and subclustering was performed. (A) UMAP plot of myeloid cell data showing 13 distinct cell types. (B) UMAP plots visualizing expression levels of canonical markers of neutrophils (*S100a9*), alveolar macrophages (*Marco*) and general myeloid cells (*Itgam*). (C) Heatmap displaying the top 5 markers of each cell type and its expression across all cell types. (D) Frequency plot showing the relative abundance of each cell type per condition within the myeloid cells. (E) Absolute number of each cell type per sample was calculated. Each symbol represents an individual mouse. Horizontal lines represent the median. (F) Dotplots showing the average and percent expression of M1-M2 marker genes (upper panel) and genes related to heme and iron metabolism (lower panel) in the Macros, Macros_2 and Macros_3 cluster. (G) Gene set enrichment analysis was performed on the differentially expressed genes obtained through pseudobulk analysis of alveolar macrophages and significant Hallmark pathways are shown. Positive/negative normalized enrichment scores represent an upregulation/downregulation of the pathway in the condition of interest (first in comparison) versus control condition (second in comparison). (H) Gene set enrichment was performed on the differentially expressed genes obtained through pseudobulk analysis of all monocytes combined (iMOs, ncMOs) and significant Hallmark pathways are shown. Positive normalized enrichment scores represent an upregulation of the pathway in the condition of interest (first in comparison) versus control condition (second in comparison). (A-H) n = 4 for CON, d8 and d12 (4 mice per condition were pooled using Hashtag oligos). Neutros, neutrophils; AM, alveolar macrophages; iMOs, inflammatory monocytes; ncMOs, non-classical monocytes; DCs, dendritic cells; Macros, macrophages; Monos, monocytes; pDCs, plasmacytoid dendritic cells.

In addition to the main macrophage cluster (Macros), two small extra clusters of macrophages (Macros_2 and Macros_3) were found (Fig 4A). 

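Beside the main macrophage cluster 7, with 56 cells in CON, 46 at d8 and 134 at d12, the new clustering set apart 1 small cluster of macrophages, cluster 17, with 10, 4 and 4 cells. Cluster 17 was named by Prg4 and was the one with the highest Alox15. No separate cluster was found for macrophages with high Hmox1. In cells pooled within a condition, Hmox1 in the macrophages of cluster 7 was 301.8 CPM in CON, 1383 at d8 and 530.7 at d12. In cluster 5 of inflammatory monocytes the values were 98.83, 1393 and 509.9, and in cluster 17 they were 195.4, 255.3 and 304.4. With so few cells per mouse, cluster 17 could not be tested between conditions.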

All three macrophage populations appeared to express both M1 (*Clec4e*, *Saa3*, *Il1b*, *Tnf*) and M2 marker genes (*Arg1*, *Chil3*, *Klf4*, *C1qa-c*, *Apoe*, *Aif1*, *Ms4a7*, *Zfp36*. 

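In the main macrophage cluster, with all conditions pooled and no replicates, the M1 genes Clec4e (ENSMUSG00000030142, protein-coding, chromosome 6 of GRCm38, 123281789 to 123289870), Saa3 (ENSMUSG00000040026, protein-coding, chromosome 7 of GRCm38, 46711998 to 46715700), Il1b (ENSMUSG00000027398, protein-coding, chromosome 2 of GRCm38, 129364570 to 129371139) and Tnf (ENSMUSG00000024401, protein-coding, chromosome 17 of GRCm38, 35199381 to 35202007) were counted at 277.4, 155.5, 1200 and 729.3 CPM. Among the M2 genes, Arg1 (ENSMUSG00000019987, protein-coding, chromosome 10 of GRCm38, 24915221 to 24927484) was 31.99, Chil3 (ENSMUSG00000040809, protein-coding, chromosome 3 of GRCm38, 106147554 to 106167564) 1113, Klf4 (ENSMUSG00000003032, protein-coding, chromosome 4 of GRCm38, 55527143 to 55532466) 241.6 and Apoe 10370 CPM. In cluster 17 the same M1 genes were 662.1, 11410, 727.4 and 906.0 CPM, and Arg1, Chil3, Klf4 and Apoe 500.9, 296.2, 479.1 and 10060. Between conditions, macrophages of clusters 7 and 17 together were tested per mouse. Klf4 fell at d8 (log2 fold change -1.29, standard error 0.31, adjusted p = 0.0111, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), as did Apoe (log2 fold change -2.16, standard error 0.37, adjusted p = 0.00200). Arg1 rose at d8 (log2 fold change 5.63, standard error 1.84, adjusted p = 0.0499), just past the threshold. Of the other genes named, Zfp36 (ENSMUSG00000044786, protein-coding, chromosome 7 of GRCm38, 28376784 to 28380253) fell at d12 against CON (log2 fold change -0.83, standard error 0.21, adjusted p = 0.0381) and Ms4a7 (ENSMUSG00000024672, protein-coding, chromosome 19 of GRCm38, 11321039 to 11336146) rose from d8 to d12 (log2 fold change 2.18, standard error 0.42, adjusted p = 0.0111). For Clec4e (log2 fold change 1.58, standard error 0.58, adjusted p = 0.0757), Saa3 (log2 fold change 2.56, standard error 1.48, adjusted p = 0.263), Il1b (log2 fold change -0.29, standard error 0.78, adjusted p = 0.850) and Tnf (log2 fold change 1.67, standard error 0.95, adjusted p = 0.256) no change at d8 was past the threshold.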

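C1qa (ENSMUSG00000036887, protein-coding, chromosome 4 of GRCm38, 136895917 to 136898803), C1qb (ENSMUSG00000036905, protein-coding, chromosome 4 of GRCm38, 136880129 to 136886187) and C1qc (ENSMUSG00000036896, protein-coding, chromosome 4 of GRCm38, 136889804 to 136893065) were at 3363, 3457 and 1770 CPM in the main macrophage cluster, and at 2888, 3855 and 2078 in cluster 17, both as pooled cells. Inflammatory monocytes of cluster 0 held 22.65, 115.0 and 24.55 CPM, and those of cluster 5 125.0, 486.2 and 121.4. None of the 3 genes changed between conditions in macrophages, with the largest log2 fold change at -0.47 for C1qc at d12 against CON (adjusted p = 0.242, edgeR).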

M2 markers related to complement and clearance of apoptotic cells were expressed by Macros and Macros_3 (Fig 4C and 4F, upper panel). Macros_3 population was found to express 15-lipoxygenase (*Alox15*), an enzyme involved in the production of specialized pro-resolving lipid mediators, especially during the resolution phase (Fig 4C and 4F, upper panel; S6A Fig) [22,23]. 

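Alox15 (ENSMUSG00000018924, protein-coding, chromosome 11 of GRCm38, 70344152 to 70352031) was 1472 CPM in cluster 17 with all conditions pooled, and 5.785 CPM or less in every other named cluster of macrophages and monocytes. Within cluster 17 it was 1457 CPM in CON (10 cells), 2102 at d8 (4 cells) and 931.1 at d12 (4 cells). These are levels of a few pooled cells with no replicates. In macrophages of all clusters, Alox15 was 349 ± 273 (SD, n = 4) CPM in CON, 202 ± 399 (SD, n = 4) at d8 and 26.6 ± 51.9 (SD, n = 4) at d12, a level that also depends on the share of cluster 17. No comparison was past the threshold (d12 against d8 log2 fold change -2.67, standard error 1.51, adjusted p = 0.359, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The paper states that 15-lipoxygenase takes part in making pro-resolving lipid mediators.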

*Alox15* expression was found to be potentiated by efferocytosis in human M2 macrophages [22]. In addition, Macros_3 also expressed proteoglycan 4 (*Prg4)*, which is known to inhibit the recruitment of M1 macrophages and apolipoprotein E (*Apoe)*, which was found to suppress T cell activation and proliferation (Fig 4C and 4F, upper panel) [24–26]. 

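In cluster 17, Prg4 (ENSMUSG00000006014, protein-coding, chromosome 1 of GRCm38, 150449412 to 150466165) was 4064 CPM and Apoe 10060 CPM over all conditions. Prg4 was at most 5.785 CPM in the other named clusters of macrophages and monocytes, while Apoe was as high in the main macrophage cluster. In the main cluster, Apoe was 7023 CPM in CON, 1948 at d8 and 13610 at d12. Over all macrophages of a mouse, Apoe rose from d8 to d12 (log2 fold change 2.60, standard error 0.38, adjusted p = 0.00241, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), staying between 2.36 and 2.87 with each mouse left out in turn. Prg4 did not change past the threshold at d12 against d8 (log2 fold change -1.93, standard error 1.62, adjusted p = 0.561).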

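Pf4 (ENSMUSG00000029373, protein-coding, chromosome 5 of GRCm38, 90772435 to 90773383), Cxcl1 (ENSMUSG00000029380, protein-coding, chromosome 5 of GRCm38, 90891241 to 90893115) and Saa3 were at 4757, 1986 and 11410 CPM in the 18 cells of cluster 17, against 640.5, 215.1 and 155.5 in the main macrophage cluster. Pf4 is also a gene of platelets. No UMI of the platelet genes Ppbp, Itga2b or Gp9 was found in cluster 17, which allows a share of cells with such a UMI of up to 16.7%. Saa3 in cluster 17 was 2369 CPM in CON, 35750 at d8 and 9096 at d12, from pooled cells.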

On the contrary, also pro-inflammatory genes, such as platelet factor 4 (*Pf4)*, *Cxcl1* and serum amyloid A3 (*Saa3)* were found in the Macros_3 population. 

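As no cluster here matches Macros_2, genes of hemoglobin degradation and iron metabolism were tested in all macrophages per mouse. Hmox1 (ENSMUSG00000005413, protein-coding, chromosome 8 of GRCm38, 75093621 to 75100589), the heme oxygenase, was 266 ± 133 (SD, n = 4) CPM in CON, 1374 ± 748 (SD, n = 4) at d8 and 509 ± 669 (SD, n = 4) at d12. Fbxl5 (ENSMUSG00000039753, protein-coding, chromosome 5 of GRCm38, 43744615 to 43821638) rose at d8 (log2 fold change 2.88, standard error 0.65, adjusted p = 0.00828, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Nfe2l2 (ENSMUSG00000015839, protein-coding, chromosome 2 of GRCm38, 75675513 to 75704641) fell (log2 fold change -1.08, standard error 0.26, adjusted p = 0.0117). Close to the threshold at d8 were Hp (ENSMUSG00000031722, protein-coding, chromosome 8 of GRCm38, 109575128 to 109579172) (log2 fold change 1.97, standard error 0.65, adjusted p = 0.0512), Sod2 (ENSMUSG00000006818, protein-coding, chromosome 17 of GRCm38, 13006846 to 13040063) (log2 fold change 1.67, standard error 0.56, adjusted p = 0.0526) and Hmox1 (log2 fold change 2.14, standard error 0.72, adjusted p = 0.0540). So were Ftl1 (ENSMUSG00000050708, protein-coding, chromosome 7 of GRCm38, 45457944 to 45459884) (log2 fold change 0.60, standard error 0.21, adjusted p = 0.0715) and Slc11a1 (ENSMUSG00000026177, protein-coding, chromosome 1 of GRCm38, 74375195 to 74386062) (log2 fold change 1.05, standard error 0.38, adjusted p = 0.0749). Slc48a1 (ENSMUSG00000081534, protein-coding, chromosome 15 of GRCm38, 97778520 to 97792692) and Slc7a11 (ENSMUSG00000027737, protein-coding, chromosome 3 of GRCm38, 49892526 to 50443614) did not change (adjusted p = 0.998 and 0.783, edgeR). Slc7a2 (ENSMUSG00000031596, protein-coding, chromosome 8 of GRCm38, 40862396 to 40922308) had too few counts in macrophages for the test, at 10.4 CPM in CON, 17.2 at d8 and 35.6 at d12.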

The Macros_2 population showed increased expression of genes related to hemoglobin degradation (*Hp*, *Slc48a1*, *Slc11a1*, *Hmox1*) and heme-iron metabolism (*Nfe2l2*, *Fth1*, *Ftl1*, *Sod2*, *Slc7a11*, *Fbxl5*, *Slc7a2*), indicative of an iron excess in these macrophages (Fig 4F, lower panel, S6B and S6C Fig) [27]. The highest expression of *Hmox1* expression was found at d8 in this Macros_2 population, while *Fth1* expression was found to be increased at d8 in different myeloid cell populations and appeared to be even higher at d12 in some populations, such as the Macros_2 (S6B and S6C Fig). These observations, in combination with the increased number of Macros_2 during resolution (Fig 4E), suggest that these cells are phagocytosing (infected) red blood cells and debris after parasite killing.

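At d8, Hmox1 was 1374 ± 748 (SD, n = 4) CPM in macrophages and 1107 ± 537 (SD, n = 4) in inflammatory monocytes, a difference within the spread of the mice. Alveolar macrophages held 444 ± 217 (SD, n = 4), non-classical monocytes 352 ± 214 (SD, n = 4), neutrophils 182 ± 54.3 (SD, n = 4) and dendritic cells 39.5 ± 36.5 (SD, n = 3). The rise at d8 was past the threshold in inflammatory monocytes (log2 fold change 2.70, standard error 0.58, adjusted p = 0.00421, edgeR's quasi-likelihood test) and neutrophils (log2 fold change 1.15, standard error 0.38, adjusted p = 0.0399). In alveolar macrophages Hmox1 was above CON at d12 (log2 fold change 1.39, standard error 0.31, adjusted p = 0.00795). Fth1 (ENSMUSG00000024661, protein-coding, chromosome 19 of GRCm38, 9980598 to 9985098), the ferritin heavy chain, was 14430 ± 1348 (SD, n = 4) CPM in CON, 25020 ± 3104 (SD, n = 4) at d8 and 35320 ± 10880 (SD, n = 4) at d12 in alveolar macrophages. It rose there at d8 (log2 fold change 0.91, standard error 0.18, adjusted p = 0.00373) and at d12 (log2 fold change 1.44, standard error 0.18, adjusted p = 0.000228). In macrophages it was 7543 ± 352 (SD, n = 4) CPM in CON, 13350 ± 5179 (SD, n = 4) at d8 and 19340 ± 8363 (SD, n = 4) at d12 and past the threshold at d12 against CON only (log2 fold change 1.17, standard error 0.28, adjusted p = 0.0327). Non-classical monocytes also had more Fth1 at d8 than in CON (log2 fold change 0.75, standard error 0.20, adjusted p = 0.0136). In inflammatory monocytes (log2 fold change 0.55, standard error 0.31, adjusted p = 0.226), neutrophils (log2 fold change 0.04, standard error 0.27, adjusted p = 0.932) and dendritic cells (log2 fold change 0.04, standard error 0.22, adjusted p = 0.930) it did not differ. The paper takes the raised heme and iron genes as a sign of iron excess in these macrophages.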

GSEA analysis revealed the self-renewing capacity (mtorc1 signaling, E2F targets and DNA repair) of the remaining AM in an attempt to replace the AM that underwent apoptosis upon infection (Fig 4G and S7 Table). Also an increased pro-inflammatory state was observed upon infection, while this was decreased during resolution. 

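In alveolar macrophages, 547 of 7985 genes were higher and 376 lower at d8 than in CON (edgeR, adjusted p under 0.05). S-phase genes rose by a median log2 fold change of 0.85 over 33 genes (limma camera adjusted p = 3.44e-05, limma fry adjusted p = 0.112), and G2/M genes by 0.68 over 44 genes (limma camera adjusted p = 7.09e-06, limma fry adjusted p = 0.0671), calls made by camera and not by fry. Without d8 mouse 2 the S-phase median was 0.52 and not past the threshold of camera. At d12, G2/M genes were above CON under both (0.94 over 44 genes, limma camera adjusted p = 2.28e-12, limma fry adjusted p = 0.00979). The share of alveolar macrophages with a UMI of Mki67, after thinning to 6758 UMIs, was 9.35% ± 2.18 (SD, n = 4) in CON, 25.3% ± 3.66 (SD, n = 4) at d8 and 23.1% ± 9.49 (SD, n = 4) at d12. It rose at d8 (exact permutation p = 0.0286, adjusted p = 0.0643) and at d12 (exact permutation p = 0.0286, adjusted p = 0.0643) against CON, and the shares without thinning were 12.9%, 28.6% and 30.3% in CON, at d8 and at d12. Too shallow to be thinned were 21 cells in CON, 18 at d8 and 40 at d12. At that depth the share in B cells was 6.54% in CON, 9.99% at d8 and 22.1% at d12. The last value is a mean of 2 mice (SD 31.2), with 16 such B cells at d12. It was close to the share in alveolar macrophages, but B cells may divide themselves at d12, so it gives no sure background. The median depth of alveolar macrophages was 13175, 12730 and 14229 UMIs in the 3 conditions. The list of apoptosis and p53 genes rose at d8 by 0.47 over 21 genes (limma camera adjusted p = 0.000409, limma fry adjusted p = 0.00598), and without d8 mouse 4 the median was 0.18. The paper's mTORC1 set (the paper's NES 1.80) had 62 leading-edge genes, of which 61 were tested here, 61 changed in the paper's direction and 34 did so past the threshold. The E2F set (the paper's NES 1.66) had 73 leading-edge genes, of which 71 were tested here, 71 changed in the paper's direction and 22 did so past the threshold. The paper's apoptosis set (the paper's NES 1.54) had 35 leading-edge genes, of which 34 were tested here, 33 changed in the paper's direction and 15 did so past the threshold. The paper reads its enriched sets as self-renewal of the remaining alveolar macrophages to replace those lost by apoptosis.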

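Interferon genes in alveolar macrophages rose at d8 by a median log2 fold change of 3.44 over 36 genes (limma camera adjusted p = 5.07e-68, limma fry adjusted p = 0.000554), and fell from d8 to d12 by 1.17 over 36 genes (limma camera adjusted p = 9.94e-16, limma fry adjusted p = 0.0295), while staying above CON (2.19 over 36 genes, limma camera adjusted p = 1.20e-32, limma fry adjusted p = 0.00431). Without d8 mouse 4 the median of the fall was -0.73. The TNF list was not past the threshold at d8 (0.03 over 35 genes, limma camera adjusted p = 0.676, limma fry adjusted p = 0.877), except without d8 mouse 4 (-0.29). It fell from d8 to d12 under camera only (-0.29 over 35 genes, limma camera adjusted p = 0.0343, limma fry adjusted p = 0.276), a call lost without d8 mouse 4 (0.001), d12 mouse 1 (-0.22) or d12 mouse 2 (-0.28). At d12, 579 genes were higher and 444 lower than in CON, and 198 higher and 218 lower than at d8 (edgeR, adjusted p under 0.05). By the rule on size, Retnlg (ENSMUSG00000022651, protein-coding, chromosome 16 of GRCm38, 48872621 to 48874496), Lcn2 (ENSMUSG00000026822, protein-coding, chromosome 2 of GRCm38, 32384633 to 32388252) and Saa3 rose most at d8. Retnlg was 339 ± 381 (SD, n = 4) at d8 against 0.234 ± 0.467 (SD, n = 4) in CON in CPM (log2 fold change 9.90, standard error 1.64, adjusted p = 0.000895, edgeR's quasi-likelihood test), and ranged from 3.87 to 860 over the d8 mice. Admixture of neutrophil RNA, estimated from 7 other neutrophil genes at 1.63% of the RNA, would bring 464 CPM of Retnlg and 157 CPM of Lcn2, more than the level of the first and part of that of the second. Lcn2 was 277 ± 276 (SD, n = 4) at d8 against 0.215 ± 0.431 (SD, n = 4) in CON (log2 fold change 9.64, standard error 1.21, adjusted p = 7.93e-05). Saa3 was 356 ± 378 (SD, n = 4) at d8 against 0.700 ± 0.470 (SD, n = 4) in CON (log2 fold change 8.86, standard error 1.21, adjusted p = 0.000156), and the same admixture would bring 3.85 CPM of it. Between d8 and d12, Mmp12 (ENSMUSG00000049723, protein-coding, chromosome 9 of GRCm38, 7344381 to 7369499), Mfge8 (ENSMUSG00000030605, protein-coding, chromosome 7 of GRCm38, 79133768 to 79149060) and Igf1 (ENSMUSG00000020053, protein-coding, chromosome 10 of GRCm38, 87858265 to 87937042) rose most, by log2 fold changes of 6.19, 4.25 and 3.36. Mmp12 was no longer past the threshold without d8 mouse 2, 3 or 4 (5.47, 5.97 and 5.89), and Mfge8 without these mice (4.73, 4.72 and 3.91) or d12 mouse 3 (4.10). Lcn2, Saa3 and Irf7 (ENSMUSG00000025498, protein-coding, chromosome 7 of GRCm38, 141262706 to 141266481) fell most, with log2 fold changes of -5.61, -5.02 and -3.42. The paper's TNF set at d8 (the paper's NES 1.63) had 36 leading-edge genes, of which 36 were tested here, 36 changed in the paper's direction and 20 did so past the threshold.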

In the monocytes (iMOs and ncMOs combined), increased inflammation and increased proliferation was also observed at d8, and these were both decreased during resolution (Fig 4H and S8 Table). 

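Inflammatory and non-classical monocytes were joined, as the paper did, and the clusters that hold the inflammatory ones differ between CON and d8. Of 6518 genes, 866 were higher and 839 lower at d8 than in CON (edgeR, adjusted p under 0.05). Interferon genes rose by a median log2 fold change of 1.73 over 39 genes (limma camera adjusted p = 9.65e-22, limma fry adjusted p = 0.000620) at d8 and fell from d8 to d12 by 1.45 over 39 genes (limma camera adjusted p = 2.24e-20, limma fry adjusted p = 0.00173). S-phase genes did not move at d8 (0.00 over 12 genes, limma camera adjusted p = 0.909, limma fry adjusted p = 0.817), and G2/M genes moved under fry only (0.07 over 17 genes, limma camera adjusted p = 0.338, limma fry adjusted p = 0.0448), with a mean of 0.48. Without CON mouse 3 the G2/M median was 0.33 and past the threshold of camera. The share of monocytes with a UMI of Mki67, thinned to 4298 UMIs, was 1.30% ± 1.04 (SD, n = 4) in CON, 6.80% ± 2.01 (SD, n = 4) at d8 and 4.88% ± 2.84 (SD, n = 4) at d12. It was higher at d8 than in CON (exact permutation p = 0.0286, adjusted p = 0.0643), while the difference of 4.44 points with Top2a in place of Mki67 was within the spread (exact permutation p = 0.257). Unthinned, the shares were 1.59%, 14.2% and 8.10%. Thinning left out 53 cells in CON, 16 at d8 and 48 at d12. Neutrophils, taken as a background, held 6.44% at d8 at this depth, nearly the share in monocytes. B cells held 1.74%, 1.22% and 10.4% in CON, at d8 and at d12. The monocytes themselves had a median depth of 7014, 13212 and 6803.5 UMIs, and neutrophils of 2443, 3229 and 2500. By the rule on size, Saa3, Serpina3g (ENSMUSG00000041481, protein-coding, chromosome 12 of GRCm38, 104236245 to 104241939) and C1qa rose most at d8. Saa3 was 3422 ± 2510 (SD, n = 4) at d8 against 4.20 ± 4.38 (SD, n = 4) in CON in CPM (log2 fold change 9.82, standard error 1.17, adjusted p = 4.95e-05, edgeR's quasi-likelihood test). Serpina3g, 1 of a cluster of similar genes, was 433 ± 226 (SD, n = 4) at d8 against 0.942 ± 1.10 (SD, n = 4) in CON (log2 fold change 8.87, standard error 0.85, adjusted p = 1.04e-05). Cx3cr1 (-4.87 in log2 fold change), Hpgd (ENSMUSG00000031613, protein-coding, chromosome 8 of GRCm38, 56294585 to 56321043, log2 fold change -4.69) and Amz1 (ENSMUSG00000050022, protein-coding, chromosome 5 of GRCm38, 140724127 to 140761439, log2 fold change -4.19) fell most. The paper's E2F set (the paper's NES 1.92) had 48 leading-edge genes, of which 23 were tested here, 23 changed in the paper's direction and 12 did so past the threshold.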

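Between d12 and CON, 12 of 6518 genes were higher and 9 lower in monocytes (edgeR, adjusted p under 0.05). DESeq2 called 56 genes in place of 21. With each mouse left out in turn, edgeR called between 6 and 25. The interferon list was above CON by a median log2 fold change of 0.45 over 39 genes (limma camera adjusted p = 0.000194, limma fry adjusted p = 0.285), past the threshold of camera but not of fry. Without d12 mouse 4 its median was 0.095. The apoptosis and p53 list was also above CON under camera alone (0.24 over 19 genes, limma camera adjusted p = 0.0362, limma fry adjusted p = 0.145). The MHC class I list was above CON under both (0.45 over 20 genes, limma camera adjusted p = 3.36e-08, limma fry adjusted p = 0.0349), and the TGF-β list below CON (-0.28 over 16 genes, limma camera adjusted p = 0.0471, limma fry adjusted p = 0.00736), a call of camera that was lost without CON mouse 1 (-0.30) or 3 (-0.28) or d12 mouse 1 (-0.27) or 2 (-0.29). Over the splits of the 8 mice, exact permutation p was 0.229 for the interferon list, 0.0571 for MHC class I and 0.0286 for TGF-β. In simulated data of monocytes at d8 against CON, with only 191 changed genes, the test found 49.5% of the 2-fold and 95.8% of the 4-fold changes. A change at d12 was not simulated.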

No significant pathways were obtained for the monocytes when comparing d12 to CON, suggesting that the expression profile of the monocytes at d12 has returned back to baseline. 

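In monocytes, the TNF list rose from d8 to d12 by a median log2 fold change of 0.31 over 35 genes (limma camera adjusted p = 0.00194, limma fry adjusted p = 0.100), past the threshold of camera but not of fry. Without d8 mouse 1 the median was 0.55, and without d12 mouse 4 it was 0.17. The TGF-β list fell at d8 against CON (-0.92 over 16 genes, limma camera adjusted p = 3.13e-05, limma fry adjusted p = 3.93e-06) and rose from d8 to d12 (0.66 over 16 genes, limma camera adjusted p = 0.000169, limma fry adjusted p = 9.69e-06), under both tests. In the same comparison, 579 genes were higher and 551 lower (edgeR, adjusted p under 0.05). The genes that fell at d8 rose again, with Hpgd at 73.7 ± 43.9 (SD, n = 4) at d12 against 3.98 ± 0.811 (SD, n = 4) at d8 in CPM (log2 fold change 4.00, standard error 0.51, adjusted p = 0.000163, edgeR's quasi-likelihood test), Amz1 (3.88 in log2 fold change) and Cx3cr1 (3.76). Saa3 (-5.35), C1qb (-4.19) and Serpina3g (-4.03) fell most. The paper's TNF set (the paper's NES 1.41) had 45 leading-edge genes, of which 42 were tested here, 42 changed in the paper's direction and 27 did so past the threshold, and its TGF-β set (the paper's NES 1.70) 20 leading-edge genes, of which 19 were tested here, 18 changed in the paper's direction and 9 did so past the threshold.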

A mixed inflammatory state (increased tumor necrosis factor-α (TNF-α) signaling and restored TGF-β signaling) was observed during resolution.

### Changes in non-immune cells in the lungs during the development and resolution of MA-ARDS

Also, all non-immune cells were selected and clustered again. This revealed different clusters of blood endothelial cells (BECs) and one cluster of lymphatic ECs, three epithelial cell clusters and multiple clusters of fibroblasts, mesothelial cells and pericytes (Fig 5A and 5B). 

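The non-immune cells formed 19 clusters at a Leiden resolution of 1.0 and 12 at the authors' resolution of 0.2. Blood endothelial cells (BECs) held 10 of them, and lymphatic endothelial cells 1. Epithelial cells fell into 3, fibroblasts into 2, and mesothelial cells and pericytes into 1 each. Cluster 14 mixed endothelial genes with genes of leukocytes and was left unnamed, with 1.92% ± 0.644 (SD, n = 4 mice) in CON, 1.68% ± 0.381 (SD, n = 4) at d8 and 3.78% ± 1.77 (SD, n = 4) at d12 of the non-immune cells. Most BECs carried markers of arterial cells or of general capillaries such as Gpihbp1, which the paper's list of arterial markers does not tell apart, so all 8 of their clusters were named arterial BECs here. Cluster 0 held 11.2% of the class in CON, 61.1% at d8 and 10.6% at d12. In cluster 2 were 26.0% of the class in CON, 0.255% at d8 and 13.4% at d12, and in cluster 6 8.87% of the class in CON, 1.15% at d8 and 19.2% at d12. The dividing cluster 8 held 0.848% of the class in CON, 1.53% at d8 and 26.6% at d12. Stress genes marked cluster 10, with 13.1% of the class in CON, 6.63% at d8 and 1.79% at d12. Clusters 3, 4 and 9 held the rest.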

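Cluster 7, with 303 cells in CON, 19 at d8 and 24 at d12, stood apart from the other BECs. In it Car4 (ENSMUSG00000000805, protein-coding, chromosome 11 of GRCm38, 84957786 to 84966044) was 1727 CPM and Ednrb (ENSMUSG00000022122, protein-coding, chromosome 14 of GRCm38, 103814625 to 103844402) 1110 CPM over all conditions, against 121.4 and 6.472 in arterial cluster 0 and 31.08 and 71.16 in venous cluster 5. These are pooled cells.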

Aerocytes, clustered separately from the other BECs, indicating a unique expression pattern (Fig 5A). 

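Emp2 (ENSMUSG00000022505, protein-coding, chromosome 16 of GRCm38, 10281749 to 10313968), Kdr (ENSMUSG00000062960, protein-coding, chromosome 5 of GRCm38, 75932827 to 75978458), Ednrb, Fibin (ENSMUSG00000074971, protein-coding, chromosome 2 of GRCm38, 110360917 to 110363183) and Car4 were followed from CON to d8 within the cells named as aerocytes, with n = 2 mice at d8. Car4 was 1825 ± 188 (SD, n = 4) CPM in CON and 707 ± 726 (SD, n = 2) at d8 (log2 fold change -1.98, standard error 0.26, adjusted p = 2.22e-10, edgeR's quasi-likelihood test). Emp2 was 3836 ± 725 (SD, n = 4) and 394 ± 141 (SD, n = 2) CPM (log2 fold change -3.48, standard error 0.26, adjusted p = 1.92e-25). The log2 fold changes of Kdr, Ednrb and Fibin were -2.60, -2.94 and -3.60 (adjusted p = 7.03e-18, 1.64e-14 and 6.18e-16, edgeR). In all BECs of a mouse, which do not rest on naming aerocytes, Car4 was 486 ± 46.9 (SD, n = 4) CPM in CON, 98.6 ± 76.6 (SD, n = 4) at d8 and 227 ± 112 (SD, n = 4) at d12, with log2 fold changes of -2.01 at d8 and -1.02 at d12 against CON (adjusted p = 0.00115 and 0.0518, edgeR).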

Marker genes for this population are *Emp2*, *Kdr*, *Ednrb*, *Fibin* and *Car4* (Fig 5C and S9 Table) [20]. 

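Venous BECs, held by cluster 5 in all conditions, had Vwf (ENSMUSG00000001930, protein-coding, chromosome 6 of GRCm38, 125546774 to 125686679) at 3288 ± 164 (SD, n = 4) CPM in CON, 635 ± 270.2 (SD, n = 3) at d8 and 1399 ± 486 (SD, n = 4) at d12, and at d8 it was lower than in CON (log2 fold change -2.36, standard error 0.28, adjusted p = 1.42e-05, edgeR's quasi-likelihood test). Slc6a2 (ENSMUSG00000055368, protein-coding, chromosome 8 of GRCm38, 92960079 to 93001667) fell as well (log2 fold change -1.87, standard error 0.51, adjusted p = 0.0267), while Fabp4 (ENSMUSG00000062515, protein-coding, chromosome 3 of GRCm38, 10204088 to 10208576) (log2 fold change 4.24, standard error 0.45, adjusted p = 3.73e-06) and Emcn (ENSMUSG00000054690, protein-coding, chromosome 3 of GRCm38, 137341067 to 137432185) (log2 fold change 1.08, standard error 0.23, adjusted p = 0.00545) rose. In pooled cells of cluster 5, Gpihbp1 was 316.3 CPM in CON and 1446 at d8, from 37 cells, and Car4 was 32.08 and 117.2. A change within venous BECs and other cells in the cluster at d8 cannot be told apart from these values. In arterial BECs, Epas1 (ENSMUSG00000024140, protein-coding, chromosome 17 of GRCm38, 86753700 to 86833410) was 3541 ± 281 (SD, n = 4) CPM in CON, 475 ± 149 (SD, n = 4) at d8 and 1212 ± 499 (SD, n = 4) at d12 with a fall at d8 (log2 fold change -2.60, standard error 0.27, adjusted p = 3.92e-06). The fall lay between -2.77 and -2.44 in log2 with each mouse left out. Nrp1 (ENSMUSG00000025810, protein-coding, chromosome 8 of GRCm38, 128358604 to 128503363) (log2 fold change -3.08, standard error 0.28, adjusted p = 1.37e-06), Efnb2 (ENSMUSG00000001300, protein-coding, chromosome 8 of GRCm38, 8617434 to 8661242) (log2 fold change -2.19, standard error 0.22, adjusted p = 2.84e-06) and Acvrl1 (ENSMUSG00000000530, protein-coding, chromosome 15 of GRCm38, 101128522 to 101145336) (log2 fold change -0.83, standard error 0.17, adjusted p = 0.000902) fell too. Cxcl12 (ENSMUSG00000061353, protein-coding, chromosome 6 of GRCm38, 117168535 to 117181367) was at log2 fold change -0.18, Notch1 (ENSMUSG00000026923, protein-coding, chromosome 2 of GRCm38, 26457903 to 26516663) at -0.11 and Notch4 (ENSMUSG00000015468, protein-coding, chromosome 17 of GRCm38, 34564268 to 34588503) at -0.44 (adjusted p = 0.478, 0.591 and 0.0542, edgeR).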

In concordance with Hurskainen *et al*. and dela Paz *et al*., a BEC population expressing markers such as *Fbln5*, *Eln*, *Vwf*, *Slc6a2*, *Fabp4*, *Ephb4*, *Nrp2* and *Emcn*, was identified as venous BECs while the largest BEC population expressed *Cxcl12*, *Efnb2*, *Nrp1*, *Notch1*, *Notch4*, *Acvrl1*, *Epas1* and *Vegfa* and are thus identified as arterial BECs (Fig 5D) [20,28]. Vascular endothelial growth factor α (*Vegfa*) plays an important role in vascular development and proliferation of endothelial cells [29]. *Vegfa* was also expressed by other cell types, such as epithelial cells, fibroblasts and pericytes (S7A Fig). 

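In CON, Vegfa (ENSMUSG00000023951, protein-coding, chromosome 17 of GRCm38, 46016993 to 46032369) was 712 ± 343 (SD, n = 4) CPM in epithelial cells, 631 ± 60.8 (SD, n = 4) in arterial BECs, 369.6 ± 81.0 (SD, n = 4) in fibroblasts and 254 ± 98.0 (SD, n = 4) in pericytes. At d8, epithelial cells held 156 CPM (log2 fold change -1.69, standard error 0.38, adjusted p = 0.00946, edgeR's quasi-likelihood test), fibroblasts 318 (log2 fold change 0.11, standard error 0.26, adjusted p = 0.788) and pericytes 33.5 (log2 fold change -3.12, standard error 0.70, adjusted p = 0.0369). The make-up of the epithelial cells also changed, with 36 AT1 and 70 AT2 cells in CON and 18 and 85 at d8, so their level may follow it in part.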

Levels of *Vegfa* mRNA were decreased upon infection and restored during resolution in the nonimmune cells. However, it is known that mRNA levels of VEGF diverge from protein levels in this model [15].

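Over all non-immune cells, Vegfa was 441 ± 93.0 (SD, n = 4) CPM in CON, 149.9 ± 60.3 (SD, n = 4) at d8 and 203 ± 70.4 (SD, n = 4) at d12. It was lower than in CON at d8 (log2 fold change -1.20, standard error 0.29, adjusted p = 0.00523, edgeR's quasi-likelihood test) and at d12 (log2 fold change -1.03, standard error 0.29, adjusted p = 0.0152), and d12 did not differ from d8 (log2 fold change 0.16, standard error 0.29, adjusted p = 0.676). In arterial BECs it was 631 CPM in CON, 68.9 at d8 and 218 at d12. That was a fall at d8 (log2 fold change -2.89, standard error 0.23, adjusted p = 4.75e-07) and a partial return from d8 to d12 (log2 fold change 1.41, standard error 0.22, adjusted p = 0.000120), still below CON at d12 (log2 fold change -1.48, standard error 0.20, adjusted p = 7.38e-05). As the classes differ in Vegfa, the level over all non-immune cells also depends on their shares.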

**Fig 5:**
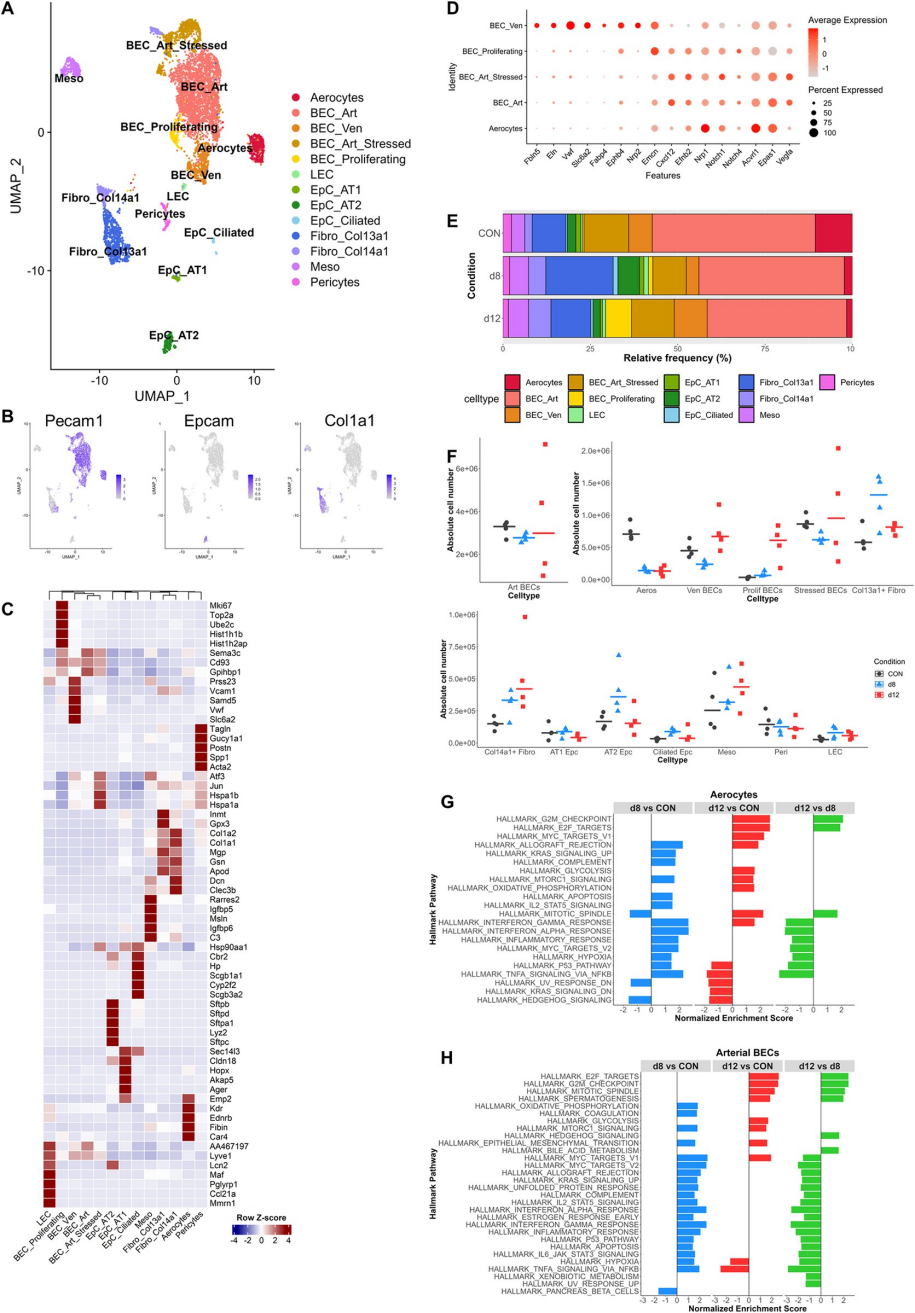
Changes in pulmonary nonimmune cell populations in MA-ARDS and its resolution. Nonimmune cell clusters (ECs, Aeros, Epc_AT1, Epc_AT2, Fibro, Meso, LECs) from the original lung scRNAseq analysis of control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice (Fig 2) were extracted and subclustering was performed. (A) UMAP plot of nonimmune cell data showing 13 distinct cell types. (B) UMAP plots visualizing expression levels of canonical markers of endothelial cells (*Pecam1*), epithelial cells (*Epcam*) and fibroblasts (*Col1a1*). (C) Heatmap displaying the top 5 markers of each cell type and its expression across all cell types. (D) Dotplot showing the average and percent expression of genes distinguishing between arterial and venous endothelial cells, according to Hurskainen *et al*.[20] and dela Paz *et al*.[28] in the BECs (BEC_Art, BEC_Art_Stressed, BEC_Ven, BEC_proliferating, Aerocytes). (E) Frequency plot showing the relative abundance of each cell type per condition within the nonimmune cells. (F) Absolute number of each cell type per sample was calculated. Each symbol represents an individual mouse. Horizontal lines represent the median. (G) Gene set enrichment analysis was performed on the differentially expressed genes obtained through pseudobulk analysis of aerocytes and significant Hallmark pathways are shown. Positive/negative normalized enrichment scores represent an upregulation/downregulation of the pathway in the condition of interest (first in comparison) versus control condition (second in comparison). (H) Gene set enrichment was performed on the differentially expressed genes obtained through pseudobulk analysis of arterial BECs and significant Hallmark pathways are shown. Positive normalized enrichment scores represent an upregulation of the pathway in the condition of interest (first in comparison) versus control condition (second in comparison). (A-H) n = 4 for CON, d8 and d12 (4 mice per condition were pooled using Hashtag oligos). BEC_Art, arterial blood endothelial cells; BEC_Ven, venous blood endothelial cells; BEC_Proliferating, proliferating blood endothelial cells; LEC, lymphatic endothelial cells; EpC_AT1, type 1 alveolar epithelial cells; EpC_AT2, type 2 alveolar epithelial cells; EpC_Ciliated, ciliated epithelial cells; Fibro_Col13a1, Col13a1^+^ fibroblasts; Fibro_Col14a1, Col14a1^+^ fibroblasts; Meso, mesothelial cells.

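Of the non-immune cells, all BECs together were 77.0% ± 2.05 (SD, n = 4 mice) in CON, 60.1% ± 8.91 (SD, n = 4) at d8 and 69.8% ± 16.9 (SD, n = 4) at d12. That was lower at d8 than in CON (exact permutation p = 0.0286, adjusted p = 0.0935 over 36 comparisons of non-immune classes). Aerocytes were 10.5% ± 1.25 (SD, n = 4 mice) in CON, 1.38% ± 0.240 (SD, n = 4) at d8 and 1.20% ± 1.12 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.0935 for d8 against CON). Venous BECs were 6.17% ± 1.19 (SD, n = 4 mice) in CON, 2.53% ± 0.396 (SD, n = 4) at d8 and 9.55% ± 1.48 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.0935). Arterial BECs were 60.3% ± 2.81 (SD, n = 4 mice) in CON, 56.2% ± 9.05 (SD, n = 4) at d8 and 59.0% ± 16.4 (SD, n = 4) at d12 of the non-immune cells, without a difference at d8 (exact permutation p = 0.429, adjusted p = 0.701). Of all cells they were 27.1% ± 3.76 (SD, n = 4 mice) in CON, 17.1% ± 3.40 (SD, n = 4) at d8 and 17.3% ± 6.41 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.114). The difference of arterial BECs at d8, -10.04 percentage points of all cells as reported, was -6.74 at resolution 2.0 (exact permutation p = 0.0571), and as a centred log-ratio it was not past the threshold (exact permutation p = 0.200). In CON, mouse 3 had 41.6% of all its cells in BECs, and the others 32.4% to 33.3%. Whether aerocytes were lost or had lost their markers was examined with the 100 genes highest in aerocytes of CON mice, counted over all BECs. Loss of the cells alone would lower their median by 0.52 in log2, and the median fell by 1.74, with 85 of the 100 genes lower. Genes chosen in the same way for arterial BECs fell by 0.91, with 82 lower, and those of venous BECs by 0.64 where loss of the cells would give 0.25. Of the BECs thinned to 1783 UMIs, those with at least 3 of the 5 aerocyte markers were 32.3% ± 3.41 (SD, n = 4) in CON and 14.7% ± 4.25 (SD, n = 4) at d8 (exact permutation p = 0.0286). Among BECs outside the aerocyte class such cells were 20.2% in CON and 13.0% at d8 (exact permutation p = 0.0571). From the counts, the paper concludes that the infection depletes BECs, mainly aerocytes and venous BECs.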

Upon infection (d8), a decrease in BECs, mainly in aerocytes and venous BECs, was observed (Fig 5F). This may be responsible for the edema development and altered lung ventilation, as observed with micro-CT and plethysmography, respectively (Fig 1). During resolution (d12), a population of proliferating BECs appeared in the lungs and this was accompanied by an increased number of venous BECs, while the number of aerocytes did not increase yet. 

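A dividing cluster of arterial BECs, cluster 8, grew from 15 cells in CON and 12 at d8 to 283 at d12. The share of all BECs with a UMI of Mki67, thinned to 1783 UMIs, was 0.371% ± 0.384 (SD, n = 4) in CON, 0.502% ± 0.442 (SD, n = 4) at d8 and 24.9% ± 5.55 (SD, n = 4) at d12. It was higher at d12 than in CON (exact permutation p = 0.0286, adjusted p = 0.0643) and than at d8 (exact permutation p = 0.0286, adjusted p = 0.0643). Unthinned it was 0.606%, 1.12% and 45.1% in CON, at d8 and at d12. With Top2a it was 0.497%, 0.678% and 22.6%. Too shallow were 236 cells in CON, 145 at d8 and 52 at d12. In B cells at this depth Mki67 was found in 0.463% of cells in CON, 1.10% at d8 and 3.58% at d12, and the median depth of all BECs was 3294, 4125 and 9977.5 UMIs, with B cells at 3097.5, 3441 and 3080. BECs with Mki67 at d12 held 17.1 CPM of T-cell genes, against 15.4 in those without, so dividing T cells caught in the same droplet do not account for them. Venous BECs rose from d8 to d12 by 7.02 percentage points of non-immune cells (exact permutation p = 0.0286, adjusted p = 0.0935). As a share of all cells they were 2.76% ± 0.535 (SD, n = 4 mice) in CON, 0.808% ± 0.332 (SD, n = 4) at d8 and 2.74% ± 0.478 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.114 for d12 against d8). Aerocytes did not rise from d8 to d12 (exact permutation p = 0.80, adjusted p = 0.929). The paper reports dividing BECs at d12 while aerocytes had not yet increased, and proposes that this division is a major part of lung repair.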

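Aerocytes of 5 or more cells were found in 2 mice at d8, so the test against CON has n = 2 against n = 4. Of 7954 genes, 232 were higher and 532 lower at d8 (edgeR, adjusted p under 0.05). In simulated data of this class, with only 182 changed genes, the test found 19.2% of these and made 0 false calls. Interferon genes rose by a median log2 fold change of 0.98 over 35 genes (limma camera adjusted p = 1.03e-14, limma fry adjusted p = 0.118), past the threshold of camera alone. The medians of 2 lists were below 0, although camera and fry gave both the direction up. Genes of apoptosis and p53 changed by -0.54 over 19 genes (limma camera adjusted p = 0.178, limma fry adjusted p = 0.706), a median that was 0.07, 0.06, -0.13 and 0.08 without CON mouse 1, 2, 3 or 4, and those of hypoxia and glycolysis by -0.04 over 20 genes (limma camera adjusted p = 0.114, limma fry adjusted p = 0.621). For the TNF list the change was -0.34 over 29 genes (limma camera adjusted p = 0.681, limma fry adjusted p = 0.706). By the rule on size, AA467197 (ENSMUSG00000033213, protein-coding, chromosome 2 of GRCm38, 122636986 to 122641191), Col18a1 (ENSMUSG00000001435, protein-coding, chromosome 10 of GRCm38, 77052178 to 77166548) and Plat (ENSMUSG00000031538, protein-coding, chromosome 8 of GRCm38, 22757727 to 22782844) rose most. AA467197 was 722 ± 10.2 (SD, n = 2) at d8 against 0.587 ± 1.17 (SD, n = 4) in CON in CPM (log2 fold change 9.45, standard error 0.58, adjusted p = 5.70e-33, edgeR's quasi-likelihood test). Col18a1 was 498 ± 128 (SD, n = 2) at d8 against 3.56 ± 4.15 (SD, n = 4) in CON (log2 fold change 6.41, standard error 0.55, adjusted p = 8.36e-21). Plat was 1936 ± 358 (SD, n = 2) at d8 against 24.5 ± 8.76 (SD, n = 4) in CON (log2 fold change 6.08, standard error 0.26, adjusted p = 9.02e-52). Abi3bp (ENSMUSG00000035258, protein-coding, chromosome 16 of GRCm38, 56477878 to 56690135), Cxcl12 and Cyp26b1 (ENSMUSG00000063415, protein-coding, chromosome 6 of GRCm38, 84571414 to 84593908) had no count in aerocytes at d8, where CON had 294, 282 and 230.5 CPM (SD 93.4, 106 and 378, n = 4), and no fold change is given for them. Without CON mouse 3, Cyp26b1 was not past the threshold (adjusted p = 0.119). The paper's apoptosis set (the paper's NES 1.51) had 36 leading-edge genes, of which 32 were tested here, 29 changed in the paper's direction and 13 did so past the threshold, and its hypoxia set (the paper's NES 1.44) 31 leading-edge genes, of which 30 were tested here, 26 changed in the paper's direction and 12 did so past the threshold.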

GSEA analysis on aerocytes revealed increased apoptosis, hypoxia and pro-inflammatory pathways at d8 (Fig 5G and S10 Table). 

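At d12, only 1 mouse had 5 or more cells named as aerocytes, and 24 such cells were found in all 4 mice, so genes of aerocytes at d12 were not tested. The genes highest in aerocytes of CON mice, counted over all BECs, were lower at d12 than in CON by 1.51 in the median of log2 (0.56 is what the loss of cells named as aerocytes would give). Genes of arterial BECs were lower by 0.39, and those of venous BECs higher by 0.32, where their share would give 0.34. BECs with at least 3 of the 5 aerocyte markers were 8.70% ± 1.38 (SD, n = 4) at d12, below d8 (exact permutation p = 0.0286).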

At d12, a decrease in pro-inflammatory pathways and an increase in cell cycle-related pathways was observed in the aerocytes, suggesting that these cells are proliferating in an attempt to restore their cell number (Fig 5G). Increased hypoxia and pro-inflammatory pathways were also observed in arterial BECs at d8 and decreased again at d12 (Fig 5H and S11 Table). 

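In arterial BECs, 2521 of 9875 genes were higher and 2366 lower at d8 than in CON, and from d8 to d12 2201 were higher and 2051 lower (edgeR, adjusted p under 0.05). The clusters within the class changed their shares. Cluster 0 held 11.2% of the class in CON, 61.1% at d8 and 10.6% at d12, cluster 2 26.0% of the class in CON, 0.255% at d8 and 13.4% at d12 and the dividing cluster 8 0.848% of the class in CON, 1.53% at d8 and 26.6% at d12. Interferon genes rose at d8 by a median log2 fold change of 1.72 over 38 genes (limma camera adjusted p = 4.43e-09, limma fry adjusted p = 0.00378) and fell from d8 to d12 by 1.57 over 38 genes (limma camera adjusted p = 1.45e-10, limma fry adjusted p = 0.00406). Genes of MHC class I presentation rose at d8 by 1.11 over 20 genes (limma camera adjusted p = 1.33e-06, limma fry adjusted p = 0.00170). The TNF list was 0.58 over 32 genes (limma camera adjusted p = 0.549, limma fry adjusted p = 0.413) at d8 and fell from d8 to d12 by 0.97 over 32 genes (limma camera adjusted p = 2.56e-06, limma fry adjusted p = 0.00140). At d8, no other split of the 8 mice gave the TNF list as large a median (exact permutation p = 0.0286). The list of hypoxia and glycolysis genes was past neither test's threshold at d8 (0.42 over 22 genes, limma camera adjusted p = 0.409, limma fry adjusted p = 0.0841) or from d8 to d12 (-0.28 over 22 genes, limma camera adjusted p = 0.334, limma fry adjusted p = 0.0841). Its median at d8 stayed between 0.14 and 0.62 with each mouse left out in turn, and none of the other splits of the 8 mice gave one as large (exact permutation p = 0.0286). Its direction in the paper was up at d8 (the paper's NES 1.51), and that set had 34 leading-edge genes, of which 32 were tested here, 32 changed in the paper's direction and 32 did so past the threshold. By the rule on size, AA467197, Apod (ENSMUSG00000022548, protein-coding, chromosome 16 of GRCm38, 31296192 to 31314808) and Procr (ENSMUSG00000027611, protein-coding, chromosome 2 of GRCm38, 155751117 to 155755471) rose most at d8. AA467197 was 2225 ± 936 (SD, n = 4) at d8 against 0.250 ± 0.290 (SD, n = 4) in CON in CPM (log2 fold change 12.83, standard error 0.95, adjusted p = 2.98e-07, edgeR's quasi-likelihood test). Apod was 192 ± 81.5 (SD, n = 4) at d8 against 0.502 ± 0.413 (SD, n = 4) in CON (log2 fold change 8.77, standard error 0.99, adjusted p = 6.37e-06). Procr was 558 ± 164 (SD, n = 4) at d8 against 3.84 ± 2.63 (SD, n = 4) in CON (log2 fold change 7.46, standard error 0.97, adjusted p = 2.20e-05). Aplnr (ENSMUSG00000044338, protein-coding, chromosome 2 of GRCm38, 85136225 to 85139923, log2 fold change -7.81), Cyp26b1 (-5.79) and Scn7a (ENSMUSG00000034810, protein-coding, chromosome 2 of GRCm38, 66673425 to 66784914, log2 fold change -5.33) fell most. Without CON mouse 3 the value of Cyp26b1 was -3.58.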

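Of the paper's sets of higher genes at d8 in arterial BECs, the set of epithelial mesenchymal transition (the paper's NES 1.60) had 37 leading-edge genes, of which 35 were tested here, 35 changed in the paper's direction and 34 did so past the threshold. For the coagulation set (the paper's NES 1.74), the tally was 23 leading-edge genes, of which 18 were tested here, 18 changed in the paper's direction and 18 did so past the threshold. Leading-edge genes are chosen by the paper for moving in 1 direction on the same mice, so their direction here is no independent evidence. Gene sets of the Hallmark collection could not be tested as a whole, since only their leading edges are printed. The TGF-β list, fixed beforehand, had a median log2 fold change of -0.41 over 20 genes (limma camera adjusted p = 0.454, limma fry adjusted p = 0.247) at d8 but a mean of 0.05.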

*Kras* signaling pathway and epithelial mesenchymal transition were detected as increased on d8 in GSEA analysis, which may hint towards an altered morphogenesis and an upregulation of coagulation. 

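At d12, S-phase genes in arterial BECs were above CON by a median log2 fold change of 2.10 over 41 genes (limma camera adjusted p = 1.97e-16, limma fry adjusted p = 0.00140) and above d8 by 2.16 over 41 genes (limma camera adjusted p = 1.78e-12, limma fry adjusted p = 0.00170). G2/M genes were above CON by 4.20 over 53 genes (limma camera adjusted p = 8.64e-43, limma fry adjusted p = 2.13e-05) and above d8 by 5.26 over 53 genes (limma camera adjusted p = 8.84e-35, limma fry adjusted p = 0.000319). The list of apoptosis and p53 genes did not differ between d12 and CON (-0.11 over 23 genes, limma camera adjusted p = 0.306, limma fry adjusted p = 0.0770). It was raised at d8 under fry alone (0.27 over 23 genes, limma camera adjusted p = 0.117, limma fry adjusted p = 0.00201), with medians of 0.05 and 0.01 without CON mice 3 and 4, 0.49 and 0.45 without d8 mice 1 and 2, and 0.15 and -0.02 without d8 mice 3 and 4. As large a median was found in 2 of the 35 splits of the 8 mice (exact permutation p = 0.0571). The list fell from d8 to d12 by 0.61 over 23 genes (limma camera adjusted p = 0.00488, limma fry adjusted p = 0.000441). By the rule on size, Hmmr (ENSMUSG00000020330, protein-coding, chromosome 11 of GRCm38, 40701395 to 40733422), Pimreg (ENSMUSG00000020808, protein-coding, chromosome 11 of GRCm38, 72042032 to 72047370) and Cenpf (ENSMUSG00000026605, protein-coding, chromosome 1 of GRCm38, 189640606 to 189688086) rose most over the same interval. Cenpf was 319 ± 57.7 (SD, n = 4) at d12 against 0.595 ± 0.780 (SD, n = 4) at d8 in CPM (log2 fold change 8.37, standard error 0.98, adjusted p = 1.05e-05, edgeR's quasi-likelihood test), while Hmmr and Pimreg had no count at d8. Tagln (ENSMUSG00000032085, protein-coding, chromosome 9 of GRCm38, 45929619 to 45936058, log2 fold change -7.00), Mt2 (ENSMUSG00000031762, protein-coding, chromosome 8 of GRCm38, 94172664 to 94173568, log2 fold change -5.98) and Lcn2 (log2 fold change -5.22) fell most. The share of arterial BECs with a UMI of Mki67, thinned to 1672 UMIs, was 0.451% ± 0.461 (SD, n = 4) in CON, 0.459% ± 0.462 (SD, n = 4) at d8 and 28.2% ± 6.92 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.0643 for d12 against d8). Unthinned, the share was 0.765%, 1.12% and 49.7% in the 3 conditions. Thinning left out 195 cells in CON, 122 at d8 and 44 at d12. B cells at that depth had 0.435%, 1.04% and 3.40%. Arterial BECs had a median depth of 2922, 4063 and 9955 UMIs, and B cells 3097.5, 3441 and 3080. The paper's G2M set at d12 against CON (the paper's NES 2.56) had 71 leading-edge genes, of which 68 were tested here, 68 changed in the paper's direction and 68 did so past the threshold. The paper's apoptosis set at d12 against d8 (the paper's NES -1.72) had 41 leading-edge genes, of which 40 were tested here, 40 changed in the paper's direction and 38 did so past the threshold.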

In the arterial BECs, increased proliferation and decreased apoptosis were also observed at d12 (Fig 5H). 

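The share of all non-immune cells with a UMI of Mki67, thinned to 1905 UMIs, was 0.334% ± 0.322 (SD, n = 4) in CON, 0.360% ± 0.305 (SD, n = 4) at d8 and 19.5% ± 3.16 (SD, n = 4) at d12. This was higher at d12 than in CON (exact permutation p = 0.0286, adjusted p = 0.0643). Fibroblasts, thinned to 2896 UMIs, held 0.331% ± 0.310 (SD, n = 4) in CON, 0.556% ± 0.372 (SD, n = 4) at d8 and 4.84% ± 1.14 (SD, n = 4) at d12. This value was higher at d12 (exact permutation p = 0.0286, adjusted p = 0.0643). B cells at the depth of fibroblasts held 1.01% in CON, 1.25% at d8 and 5.11% at d12, and neutrophils 3.24% at d12. As B cells may divide themselves at d12, their share is not background alone. Without d12 mouse 3 the share in fibroblasts at d12 was 5.27%, above that of B cells in place of below it. Venous BECs, thinned to 3006 UMIs, held 0% ± 0 (SD, n = 4) in CON, 4.34% ± 6.14 (SD, n = 2) at d8 and 6.41% ± 4.84 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.0643 for d12 against CON), with 4.12% at d12 without d12 mouse 3. In mesothelial cells, at 5903 UMIs, the share was 0% ± 0 (SD, n = 4) in CON, 1.84% ± 2.78 (SD, n = 4) at d8 and 6.35% ± 5.08 (SD, n = 4) at d12 (exact permutation p = 0.143, adjusted p = 0.234). In epithelial cells, at 4011 UMIs, it was 0.308% ± 0.616 (SD, n = 4) in CON, 0.574% ± 1.15 (SD, n = 4) at d8 and 11.7% ± 17.2 (SD, n = 4) at d12 (exact permutation p = 0.143, adjusted p = 0.234). The last value rests on d12 mouse 2 (37.3% of 13 cells), without which it was 3.12%. Without thinning, d12 held 35.9% ± 5.79 (SD, n = 4) of all non-immune cells, 12.8% ± 4.17 (SD, n = 4) of fibroblasts, 22.0% ± 15.3 (SD, n = 4) of venous BECs, 11.7% ± 10.4 (SD, n = 4) of mesothelial and 15.8% ± 13.3 (SD, n = 4) of epithelial cells. The same shares in CON were 0.655% ± 0.561 (SD, n = 4), 1.14% ± 0.928 (SD, n = 4), 0% ± 0 (SD, n = 4), 0% ± 0 (SD, n = 4) and 1.00% ± 2.00 (SD, n = 4). Thinning left out 310 cells in CON, 193 at d8 and 89 at d12 for all non-immune cells and 21 cells in CON, 40 at d8 and 24 at d12 for fibroblasts. For venous BECs these were 18 cells in CON, 15 at d8 and 5 at d12. Mesothelial cells lost 4 cells in CON, 14 at d8 and 9 at d12, and epithelial cells 3 cells in CON, 13 at d8 and 15 at d12. The median depths in CON, at d8 and at d12 were 3907, 5325 and 10318 UMIs for all non-immune cells, 8540.5, 7240 and 10545 for fibroblasts and 3097.5, 3441 and 3080 for B cells. B cells at the depths of all non-immune, venous, mesothelial and epithelial cells held 3.79%, 5.75%, 24.4% and 8.95% at d12, and neutrophils 1.99%, 3.50%, 6.51% and 4.14%. Pericytes had too few cells in a mouse for a share. The paper takes the spread of Mki67 over the non-immune classes as a sign that the endothelial and epithelial barriers are being rebuilt.

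**Figure D4:**
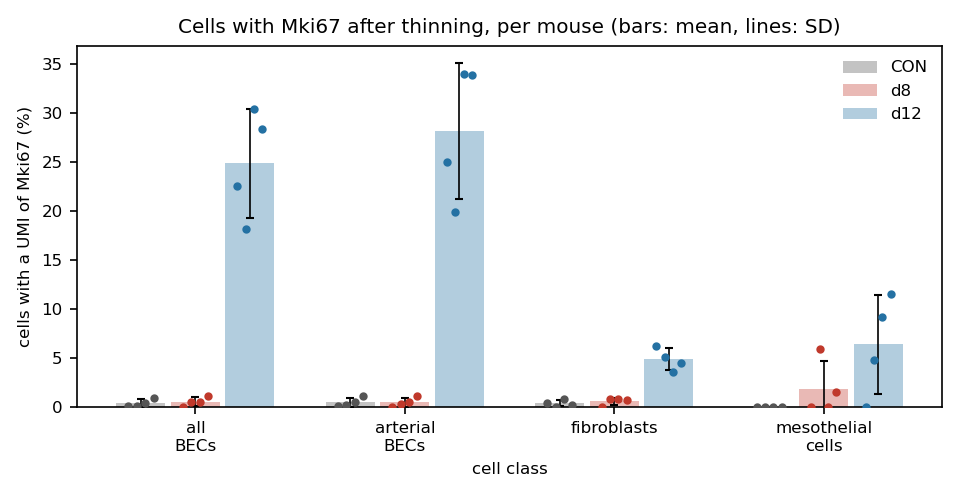
Share of cells with a UMI of Mki67 after thinning, in percent on the vertical axis, by class and condition. Points are single mice (n = 4 where enough cells), and BECs at d12 lie far above CON and d8.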

In general, proliferation, based on *Mki67* expression, was increased in almost all nonimmune populations during resolution, confirming that the endothelial and epithelial barrier are being restored (S7B Fig). Despite the limited proportion of other structural cells that could be isolated with the used digestion protocol, we were able to identify different clusters of epithelial cells, fibroblast, mesothelial cells and pericytes. 

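Alveolar type 1 cells were cluster 16, with 36 cells in CON, 18 at d8 and 10 at d12. Alveolar type 2 cells were cluster 13, with 70, 85 and 35 cells. Ciliated and club markers were found together in cluster 18, led by Scgb1a1, Cyp2f2 and Scgb3a2, in 12, 22 and 15 cells. Type 1 cells were 1.10% ± 0.816 (SD, n = 4 mice) in CON, 1.16% ± 0.436 (SD, n = 4) at d8 and 0.637% ± 0.283 (SD, n = 4) at d12 of the non-immune cells.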

Epithelial cells split into three clusters, type 1 alveolar (AT1), type 2 alveolar (AT2) and ciliated and club epithelial cells (Fig 5A–5C). AT2 cells are mainly important for surfactant production as observed by expression of *Sftpb*, *Sftpd*, *Sftpa* and *Sftpc*, while AT1 express *Cldn18*, *Hopx*, *Akap5* and *Ager*, and are mainly involved in gas exchange (Fig 5C and S9 Table) [20,30]. 

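The genes highest in cluster 13 over the other lineages were Sftpc, Sftpa1, Sftpb and Sftpd, in that order, followed by Cxcl15, Slc34a2, Wfdc2 and Lamp3. In cluster 16 they were Ager, Akap5, Cldn18 and Col4a3. Hopx was not among the first 10 of cluster 16. The median depth was 13847.5 UMIs in cluster 13 and 10288.5 in cluster 16. These orders come from pooled cells and no test was made.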

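As shares of the non-immune cells, AT2 cells were 2.41% ± 0.685 (SD, n = 4 mice) in CON, 5.96% ± 2.15 (SD, n = 4) at d8 and 2.05% ± 0.502 (SD, n = 4) at d12. That was higher at d8 than in CON (exact permutation p = 0.0286, adjusted p = 0.0935). Ciliated or club cells were 0.424% ± 0.168 (SD, n = 4 mice) in CON, 1.51% ± 0.386 (SD, n = 4) at d8 and 0.912% ± 0.374 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.0935). Col13a1 fibroblasts were 8.49% ± 2.01 (SD, n = 4 mice) in CON, 16.6% ± 4.33 (SD, n = 4) at d8 and 9.59% ± 7.16 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.0935). The Col14a1 fibroblasts were 2.07% ± 0.632 (SD, n = 4 mice) in CON, 4.81% ± 1.29 (SD, n = 4) at d8 and 4.54% ± 3.65 (SD, n = 4) at d12 (exact permutation p = 0.0286, adjusted p = 0.0935). At d12, Col14a1 fibroblasts did not differ from d8 (exact permutation p = 0.886, adjusted p = 0.970), and against CON they stood at 2.47 percentage points more (exact permutation p = 0.286, adjusted p = 0.605). The share of BECs was lower at d8, and as the shares add up to 100% the other classes together were higher for that reason alone. Of all cells, AT2 cells were 1.10% ± 0.398 (SD, n = 4 mice) in CON, 1.90% ± 0.923 (SD, n = 4) at d8 and 0.592% ± 0.160 (SD, n = 4) at d12 (exact permutation p = 0.171, adjusted p = 0.343 for d8 against CON). Ciliated or club cells were 0.185% ± 0.0640 (SD, n = 4 mice) in CON, 0.475% ± 0.166 (SD, n = 4) at d8 and 0.268% ± 0.140 (SD, n = 4) at d12 of all cells (exact permutation p = 0.0571, adjusted p = 0.206). Col13a1 fibroblasts were then 3.81% ± 0.979 (SD, n = 4 mice) in CON, 5.38% ± 2.67 (SD, n = 4) at d8 and 2.59% ± 1.70 (SD, n = 4) at d12 (exact permutation p = 0.371, adjusted p = 0.637). Col14a1 fibroblasts made up 0.910% ± 0.208 (SD, n = 4 mice) in CON, 1.53% ± 0.612 (SD, n = 4) at d8 and 1.22% ± 0.869 (SD, n = 4) at d12 of all cells (exact permutation p = 0.143, adjusted p = 0.321). With log-normalized counts, the difference of ciliated or club cells at d8 was 0.196 percentage points of non-immune cells in place of 1.09, and without alignment of the mice that of Col14a1 fibroblasts was 1.29 in place of 2.74.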

Some changes were noted in the number of isolated cells from specific epithelial and fibroblast populations, with an apparent increase in AT2 epithelial cells, ciliated epithelial cells, Col13a1^+^ and Col14a1^+^ fibroblasts upon infection at d8, with the number of Col14a1^+^ fibroblasts appearing to remain high at d12 (Fig 5E and 5F). However, it should be noted that the used cell isolation procedure was optimal for leukocytes and endothelial cells, while epithelial cells and fibroblasts may not have been quantitatively isolated. Pericytes are described to surround the capillary endothelium, providing stability, maturation and maintenance of the endothelium [31]. Their number seems not to change upon infection or during resolution (Fig 5E and 5F).

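Pericytes were 1.97% ± 0.868 (SD, n = 4 mice) in CON, 1.71% ± 0.599 (SD, n = 4) at d8 and 1.77% ± 1.02 (SD, n = 4) at d12 of the non-immune cells, and neither d8 (exact permutation p = 0.629, adjusted p = 0.870) nor d12 (exact permutation p = 0.771, adjusted p = 0.929) differed from CON. They were 61 cells in CON, 26 at d8 and 27 at d12.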

The considerable decrease in BECs upon infection and their restoration during resolution due to proliferation, is a very interesting and novel finding. Therefore, flow cytometry on pulmonary ECs was performed in order to confirm this. In agreement with the scRNAseq data, we observed a drastic decrease in CD31^+^ ECs at 8 dpi (Fig 6A). While in some mice, the number of ECs seemed to be increased again after antimalarial treatment at 12 dpi, in other mice, numbers were still decreased. By 15 dpi, the number of ECs were restored to basal levels. The decrease in CD31^+^ ECs was not due to the downregulation of CD31, since no increase in number of CD45^-^ CD31^-^ cells was observed (S8 Fig). Using BrdU incorporation, a significant increase in BrdU^+^ ECs was observed at 12 dpi, suggesting that ECs are proliferating during the resolution phase in order to restore their absolute number by 15 dpi (Fig 6B). In addition, at 8 dpi, ECs were found to be activated, as observed with an increased CD40 expression (Fig 6C), and upregulated the expression of adhesion molecules, such as intercellular adhesion molecule-1 (ICAM-1; Fig 6D) and vascular cell adhesion molecule-1 (VCAM-1; Fig 6E), and of major histocompatibility complex I (MHCI-I; Fig 6F). At 12 dpi, CD40 and ICAM-1 expression on ECs was decreased already, while VCAM-1 and MHC-I only decreased at 15 dpi (Fig 6C–6F). But, even at 15 dpi, CD40 and MHC-I on ECs was still increased in comparison to baseline level, suggesting persistent EC activation (Fig 6C–6F).

**Fig 6:**
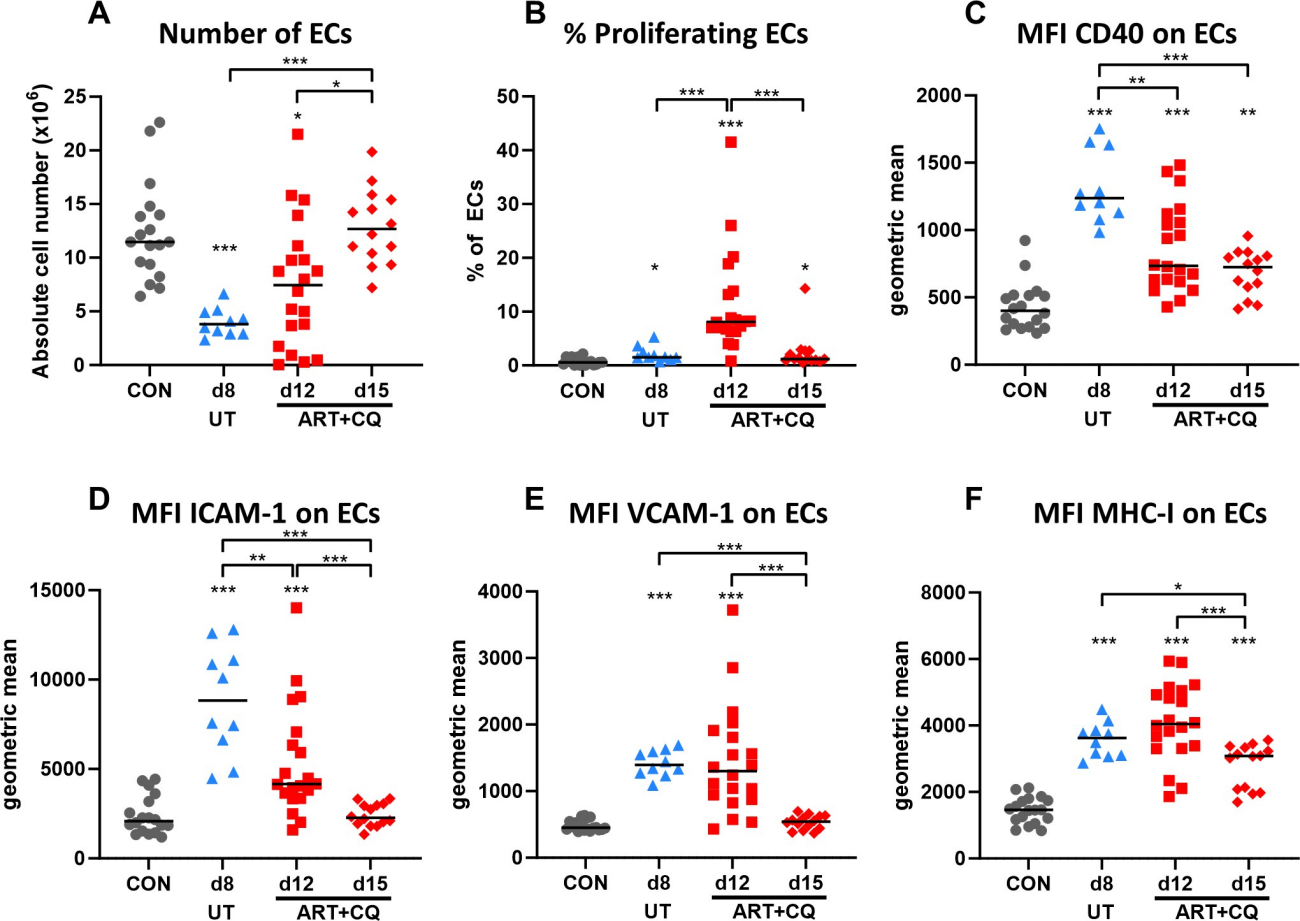
Number of pulmonary endothelial cells decreased upon infection and started to proliferate during resolution to restore their number by 15 dpi accompanied by decreased endothelial activation. *Pb*NK65-infected C57BL/6 mice were treated daily from 8 until 12 dpi with 10 mg/kg artesunate + 30 mg/kg chloroquine (ART+CQ). 2 days and 1 day before sacrifice, mice were injected i.p. with 1.5 mg of bromodeoxyuridine (BrdU). Mice were dissected at 8 dpi for the untreated (UT), *Pb*NK65-infected mice and at 12 or 15 dpi for the ART+CQ-treated, *Pb*NK65-infected C57BL/6 mice. Uninfected mice were used as controls (CON). Cells were isolated from the lungs and flow cytometry was performed. (A) The absolute number of endothelial cells (ECs; CD45^-^ CD31^+^) in the lungs was calculated. (B) Based on BrdU incorporation, the percentage of proliferating ECs was determined. (C-F) The mean fluorescent intensity (MFI) of activation markers, such as CD40 (C), ICAM-1 (D), VCAM-1 (E) and MHC-I (F), on the total ECs was determined. (A-F) Data from two to five experiments. Each symbol represents an individual mouse. Horizontal black lines indicate the median. n = 16–18 for CON, n = 10 for UT d8, n = 20 for ART+CQ d12, n = 14 for ART+CQ d15.

Overall, these data show a drastic decrease of microvascular EC numbers during infection. This is consistent with the notion of CD8^+^ cytotoxic T cells targeting the endothelium as major driver of the MA-ARDS pathology. Furthermore, the proliferation of the endothelial cells on day 12 suggest that this is a major event in the restauration of the pulmonary integrity.

### Cell-to-cell communication regulating the dynamics in the lung during MA-ARDS and its resolution

Information obtained during the subcluster analyses were integrated into the original analysis containing all cells (S9A Fig) and used to identify interesting ligand-receptor interactions and their potential targets between cells in order to establish a cell-cell communication network [32]. Some subclusters were combined to obtain larger clusters per sample for the MultiNicheNet analysis with the goal of obtaining more robust results and to avoid the exclusion of certain clusters due to low numbers (S9B Fig).

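The ligand scores of the paper were not computed anew, and the genes behind them were compared between mice. In all BECs, Tgfb1 (ENSMUSG00000002603, protein-coding, chromosome 7 of GRCm38, 25687002 to 25705077) was 119 ± 1.57 (SD, n = 4) CPM in CON, 67.5 ± 22.8 (SD, n = 4) at d8 and 97.1 ± 8.54 (SD, n = 4) at d12. It was lower at d8 than in CON (log2 fold change -0.54, standard error 0.19, adjusted p = 0.0304, edgeR's quasi-likelihood test). In effector T cells it was 137 ± 61.6 (SD, n = 4) CPM in CON, 96.8 ± 0.760 (SD, n = 4) at d8 and 98.9 ± 15.6 (SD, n = 4) at d12. Between d8 and CON, this gave a log2 fold change -0.22, a standard error 0.23 and an adjusted p = 0.644. Fgf1 (ENSMUSG00000036585, protein-coding, chromosome 18 of GRCm38, 38838673 to 38929472) in mesothelial cells had too few counts for the test, at 45.8 CPM in CON, 10.2 at d8 and 48.1 at d12. Fgf2 (ENSMUSG00000037225, protein-coding, chromosome 3 of GRCm38, 37348346 to 37410108) in fibroblasts was 67.5 CPM in CON, 39.8 at d8 and 71.6 at d12 (log2 fold change -0.42, standard error 0.21, adjusted p = 0.137 for d8 against CON), and in mesothelial and epithelial cells it was too low to be tested.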

In uninfected controls, the top 30 cell-cell interactions appeared to involve signaling via TGF-β (*Tgfb1*), an immunoregulatory and pro-fibrotic cytokine, and fibroblast growth factor 1 (*Fgf1*) and 2 (*Fgf2*), which are pro-angiogenic factors (Fig 7A) [33–35]. In addition, epithelial cells, fibroblasts and mesothelial cells expressed genes inducing collagen production (*Col4a3*, *Col5a3*, *Col6a3*, *Col3a1*). 

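In fibroblasts, Col3a1 (ENSMUSG00000026043, protein-coding, chromosome 1 of GRCm38, 45311538 to 45349706) was 2829 ± 813 (SD, n = 4) CPM in CON, 1614 ± 255 (SD, n = 4) at d8 and 3733 ± 1470 (SD, n = 4) at d12. Comparing d8 with CON gave a log2 fold change -0.53, a standard error 0.25 and an adjusted p = 0.126, edgeR's quasi-likelihood test. Col6a3 (ENSMUSG00000048126, protein-coding, chromosome 1 of GRCm38, 90765923 to 90843971) was 625 CPM in CON, 132 at d8 and 549 at d12 (log2 fold change -2.05, standard error 0.31, adjusted p = 7.62e-05). Col5a3 (ENSMUSG00000004098, protein-coding, chromosome 9 of GRCm38, 20770050 to 20815067) was 42.3 CPM in CON, 5.08 at d8 and 26.9 at d12 (log2 fold change -3.22, standard error 0.61, adjusted p = 0.000676). Col4a3 (ENSMUSG00000079465, protein-coding, chromosome 1 of GRCm38, 82586921 to 82722059), counted mainly in epithelial cells, was 292 ± 156 (SD, n = 4) CPM in CON, 80.4 ± 61.8 (SD, n = 4) at d8 and 52.7 ± 58.7 (SD, n = 4) at d12 there (log2 fold change -1.30, standard error 0.55, adjusted p = 0.136). Mesothelial cells held Col3a1 at 1742 CPM in CON, 333 at d8 and 886 at d12 (log2 fold change -2.35, standard error 0.27, adjusted p = 4.70e-06). Col4a3 in them was 68.0 CPM in CON, 36.6 at d8 and 47.3 at d12 (log2 fold change -0.90, standard error 0.34, adjusted p = 0.0731), and their Col5a3 and Col6a3 were too low for the test.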

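Hgf (ENSMUSG00000028864, protein-coding, chromosome 5 of GRCm38, 16553495 to 16620152) in fibroblasts was 63.7 ± 8.38 (SD, n = 4) CPM in CON, 22.5 ± 2.92 (SD, n = 4) at d8 and 43.5 ± 3.27 (SD, n = 4) at d12, and d8 against CON gave log2 fold change -1.16, standard error 0.20, adjusted p = 0.000285 (edgeR's quasi-likelihood test). Csf2 (ENSMUSG00000018916, protein-coding, chromosome 11 of GRCm38, 54247271 to 54249667) in γδ T cells and ILC2 together was 364 ± 460 (SD, n = 4) CPM in CON, 298 ± 338 (SD, n = 3) at d8 and 249 ± 264 (SD, n = 3) at d12. At d8, relative to CON, the test gave a log2 fold change -0.44, a standard error 1.17 and an adjusted p = 0.842.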

MultiNicheNet analysis revealed a potential interaction of hepatocyte growth factor (*Hgf)* and colony stimulating factor 2 (*Csf2)* from fibroblasts and γδ T cells/ILCs with neutrophils, which could be involved in the promotion of neutrophil survival [36,37]. In the literature, the lung has been described as a neutrophil reservoir during steady state [38]. AM appeared to communicate with other AM via SiglecF to fine-tune their activation and prevent unnecessary immune responses [39].

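Siglecf (ENSMUSG00000039013, protein-coding, chromosome 7 of GRCm38, 43351341 to 43359531) in alveolar macrophages was 174 ± 12.9 (SD, n = 4) CPM in CON, 107 ± 24.2 (SD, n = 4) at d8 and 85.0 ± 45.0 (SD, n = 4) at d12. It did not change past the threshold at d8 (log2 fold change -0.58, standard error 0.30, adjusted p = 0.226, edgeR's quasi-likelihood test) and was lower than in CON at d12 (log2 fold change -0.94, standard error 0.26, adjusted p = 0.0248), between -1.28 and -0.72 with each mouse left out in turn.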

**Fig 7:**
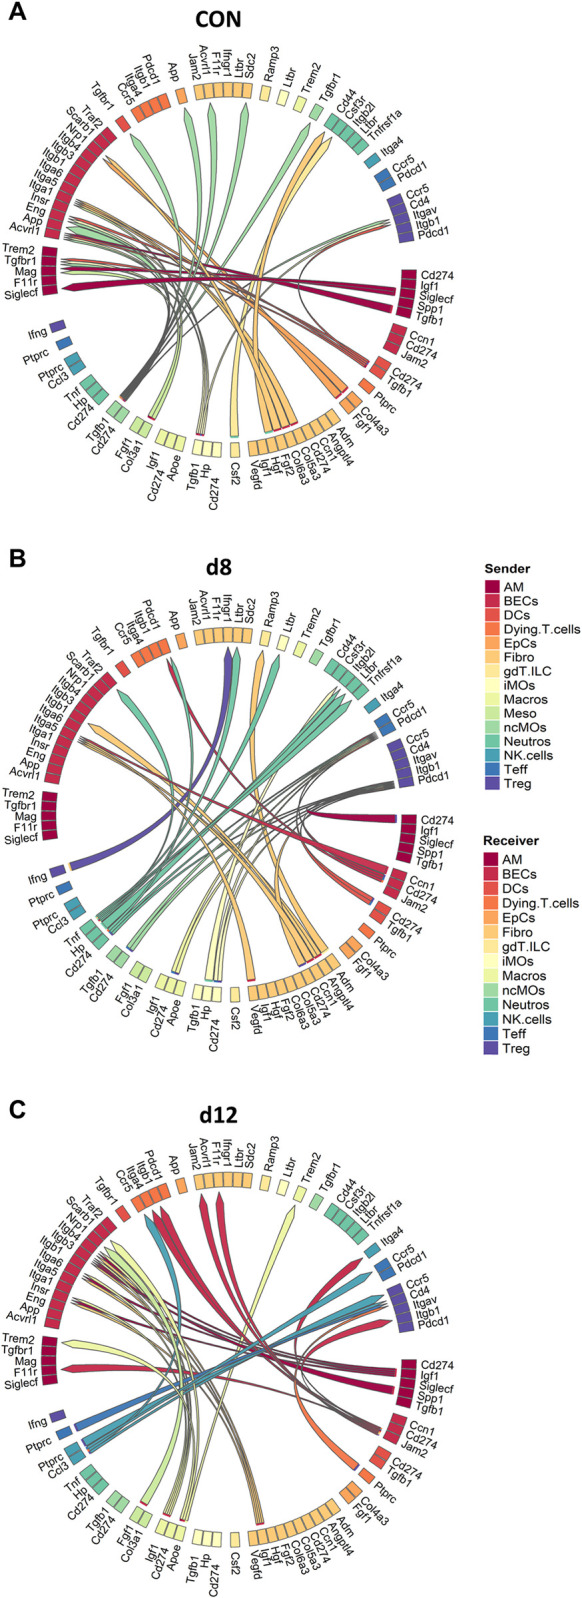
Overview of the pulmonary cell-cell communication in uninfected mice, mice with MA-ARDS and mice recovering from MA-ARDS. Interactome analysis was performed on the original lung scRNAseq analysis of control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice using the MultiNicheNet package. (A-C) Circos plots showing the top 30 ligand-receptor interactions per condition compared to the other two conditions for CON (A), d8 (B) and d12 (C), determined using MultiNicheNet. Subclusters were combined into bigger clusters to make the results more robust (S5 Fig). All clusters were selected as senders and all as receivers. (A-C) n = 4 for CON, d8 and d12 (4 mice per condition were pooled using Hashtag oligos). AM, alveolar macrophages; BECs, blood endothelial cells; DCs, dendritic cells; EpCs, epithelial cells; Fibro, fibroblasts; gdT.ILC, γδ T cells/innate lymphoid cells; iMOs, inflammatory monocytes; Macros, macrophages; Meso, mesothelial cells; ncMOs, non-classical monocytes; Neutros, neutrophils; NK.cells, natural killer cells; Teff, effector T cells; Treg, regulatory T cells.

Upon infection (d8), Programmed cell death ligand 1 (PD-L1; *Cd274*) on AM, BECs, DCs, Fibro, iMOs, Macros, ncMOS and Neutros appear to interact with Programmed cell death protein 1 (PD-1; *Pdcd1*) on Teff, Treg cells and dying T cells, in an attempt to inhibit T cell proliferation, cytokine production and cytotoxicity (Fig 7B) [40,41]. In addition, *Tnf* and *Ifng* signaling was found confirming the pro-inflammatory state of the lungs at d8. 

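Cd274 (ENSMUSG00000016496, protein-coding, chromosome 19 of GRCm38, 29367455 to 29388095) rose at d8 against CON in all 8 classes tested. In alveolar macrophages it was 154 ± 23.7 (SD, n = 4) CPM in CON, 239.5 ± 99.7 (SD, n = 4) at d8 and 126 ± 24.1 (SD, n = 4) at d12 (log2 fold change 0.74, standard error 0.23, adjusted p = 0.0495, edgeR's quasi-likelihood test). In all BECs it was 29.1 ± 6.43 (SD, n = 4) CPM in CON, 472 ± 270.3 (SD, n = 4) at d8 and 22.0 ± 3.95 (SD, n = 4) at d12 (log2 fold change 4.35, standard error 0.39, adjusted p = 1.19e-06). The log2 fold changes were 2.83 in dendritic cells, 4.42 in fibroblasts, 2.85 in inflammatory monocytes, 3.18 in macrophages, 1.69 in non-classical monocytes and 1.58 in neutrophils (adjusted p = 0.000358, 1.18e-05, 0.00511, 0.00207, 0.000444 and 0.00370, edgeR). Pdcd1 (ENSMUSG00000026285, protein-coding, chromosome 1 of GRCm38, 94038305 to 94052553) rose in effector T cells (log2 fold change 1.82, standard error 0.38, adjusted p = 0.00576) and in regulatory T cells (log2 fold change 2.71, standard error 0.51, adjusted p = 0.000559). In effector T cells it was 27.5 ± 20.5 (SD, n = 4) CPM in CON, 112 ± 31.3 (SD, n = 4) at d8 and 65.5 ± 15.4 (SD, n = 4) at d12. The paper proposes that PD-L1 on these cells restrains T cells through PD-1 at d8.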

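Tnf in neutrophils was 102 ± 18.8 (SD, n = 4) CPM in CON, 1000 ± 319 (SD, n = 4) at d8 and 611 ± 617 (SD, n = 4) at d12. This was higher at d8 than in CON (log2 fold change 3.42, standard error 0.66, adjusted p = 0.00183, edgeR's quasi-likelihood test). In inflammatory monocytes it was 93.4 ± 47.7 (SD, n = 4) CPM in CON, 386 ± 234 (SD, n = 4) at d8 and 329 ± 355 (SD, n = 4) at d12 (log2 fold change 2.04, standard error 0.87, adjusted p = 0.108). Ifng (ENSMUSG00000055170, protein-coding, chromosome 10 of GRCm38, 118441046 to 118445892) rose at d8 in effector T cells (log2 fold change 1.46, standard error 0.40, adjusted p = 0.0265) and in NK cells (log2 fold change 1.85, standard error 0.33, adjusted p = 0.000142). In NK cells it was 96.8 ± 18.4 (SD, n = 4) CPM in CON, 324 ± 158 (SD, n = 4) at d8 and 382 ± 198 (SD, n = 4) at d12.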

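Adm (ENSMUSG00000030790, protein-coding, chromosome 7 of GRCm38, 110627661 to 110629820) in fibroblasts was 193 ± 21.6 (SD, n = 4) CPM in CON, 769 ± 266 (SD, n = 4) at d8 and 213 ± 84.5 (SD, n = 4) at d12. This meant a rise at d8 (log2 fold change 2.30, standard error 0.27, adjusted p = 7.39e-06, edgeR's quasi-likelihood test). In all BECs, Adm was 16.0 ± 8.53 (SD, n = 4) CPM in CON, 55.4 ± 35.6 (SD, n = 4) at d8 and 4.57 ± 2.02 (SD, n = 4) at d12, and it fell from d8 to d12 (log2 fold change -3.90, standard error 0.52, adjusted p = 3.60e-05). Its counts were too low for the test in mesothelial cells and alveolar macrophages.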

Adrenomedullin (*Adm*) was found to induce ILC2 activation [42]. 

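At d8 fibroblasts had more Vegfd (ENSMUSG00000031380, protein-coding, chromosome X of GRCm38, 164373378 to 164402650) (log2 fold change 2.05, standard error 0.20, adjusted p = 6.61e-07, edgeR's quasi-likelihood test), Angptl4 (ENSMUSG00000002289, protein-coding, chromosome 17 of GRCm38, 33773750 to 33781830) (log2 fold change 2.33, standard error 0.31, adjusted p = 2.84e-05) and Ccn1, listed in the annotation as Cyr61 (ENSMUSG00000028195, protein-coding, chromosome 3 of GRCm38, 145646976 to 145649981) (log2 fold change 0.76, standard error 0.19, adjusted p = 0.00635), than in CON. Angptl4 was 144 ± 51.8 (SD, n = 4) CPM in CON, 581 ± 84.5 (SD, n = 4) at d8 and 87.1 ± 52.4 (SD, n = 4) at d12 there. In all BECs, Cyr61 was 347 ± 61.2 (SD, n = 4) CPM in CON, 708 ± 155 (SD, n = 4) at d8 and 127 ± 22.4 (SD, n = 4) at d12, with log2 fold change 1.35, standard error 0.21, adjusted p = 8.02e-05 at d8 against CON. From d8 to d12 it gave log2 fold change -2.73, standard error 0.21, adjusted p = 3.93e-07. Angptl4 in all BECs gave log2 fold change 4.40, standard error 0.52, adjusted p = 1.02e-05 at d8.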

*Vegfd*, *Angptl4* and *Ccn1* interact with integrins on the EC surface, thereby inducing angiogenesis in an attempt to correct for the decreased number of ECs [43–45].

At d12, insulin-like growth factor 1 (*Igf1*) was found in AM, Fibro and Macros and interacted with different integrins (*Itgb3*, *Itgb4* and *Itga6*) and the insulin receptor (*Insr*) (Fig 7C). 

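Igf1 rose from d8 to d12 in alveolar macrophages (log2 fold change 3.36, standard error 0.52, adjusted p = 0.00148, edgeR's quasi-likelihood test), fibroblasts (log2 fold change 2.33, standard error 0.38, adjusted p = 0.000349) and macrophages (log2 fold change 3.08, standard error 0.52, adjusted p = 0.00574). Against CON, it was higher at d12 in alveolar macrophages (log2 fold change 1.96, standard error 0.31, adjusted p = 0.000948). Its level there was 28.1 ± 5.80 (SD, n = 4) CPM in CON, 8.70 ± 10.2 (SD, n = 4) at d8 and 99.2 ± 38.6 (SD, n = 4) at d12. Igf1 did not differ from CON at d12 in fibroblasts (log2 fold change 0.61, standard error 0.34, adjusted p = 0.286) or macrophages (log2 fold change -0.42, standard error 0.35, adjusted p = 0.535). On all BECs, Itgb3 (ENSMUSG00000020689, protein-coding, chromosome 11 of GRCm38, 104608000 to 104670476) was above CON at d12 (log2 fold change 2.78, standard error 0.46, adjusted p = 0.000289), as was Itga6 (ENSMUSG00000027111, protein-coding, chromosome 2 of GRCm38, 71745616 to 71858416) (log2 fold change 1.06, standard error 0.16, adjusted p = 0.000123). Itgb4 (ENSMUSG00000020758, protein-coding, chromosome 11 of GRCm38, 115974709 to 116008412) stood at log2 fold change 0.68, standard error 0.32, adjusted p = 0.105 and Insr (ENSMUSG00000005534, protein-coding, chromosome 8 of GRCm38, 3122061 to 3279617) at log2 fold change -0.36, standard error 0.15, adjusted p = 0.0777. Insr fell at d8 (log2 fold change -1.26, standard error 0.19, adjusted p = 6.45e-05) and gave log2 fold change 0.91, standard error 0.19, adjusted p = 0.00116 from d8 to d12.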

In the literature, this interaction has been described to induce vasodilation, possibly via the production of nitric oxide, and to promote angiogenesis [46–48]. In addition, as in uninfected controls, interaction was found between *Fgf1* and *Nrp1*, which may also induce angiogenesis. 

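Nrp1 in all BECs was 972 ± 47.5 (SD, n = 4) CPM in CON, 68.9 ± 35.0 (SD, n = 4) at d8 and 363 ± 102 (SD, n = 4) at d12. It was lower than in CON at d8 (log2 fold change -3.50, standard error 0.30, adjusted p = 8.94e-07, edgeR's quasi-likelihood test) and at d12 (log2 fold change -1.35, standard error 0.27, adjusted p = 0.00126), and rose from d8 to d12 (log2 fold change 2.15, standard error 0.29, adjusted p = 3.90e-05), by between 1.93 and 2.38 with each mouse left out.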

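Jam2 (ENSMUSG00000053062, protein-coding, chromosome 16 of GRCm38, 84774123 to 84825928) in all BECs was 114 ± 20.4 (SD, n = 4) CPM in CON, 96.2 ± 29.9 (SD, n = 4) at d8 and 168 ± 28.9 (SD, n = 4) at d12, with log2 fold change 0.64, standard error 0.22, adjusted p = 0.0309 at d12 against CON and log2 fold change 0.59, standard error 0.23, adjusted p = 0.0505 against d8 (edgeR's quasi-likelihood test). F11r (ENSMUSG00000038235, protein-coding, chromosome 1 of GRCm38, 171437535 to 171464603) was 201 CPM in CON, 206 at d8 and 266 at d12. For d12 against d8, the estimate was a log2 fold change 0.13, a standard error 0.16 and an adjusted p = 0.530.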

*Jam2* on BECs may play an important role in leukocyte transmigration, via binding to integrins, or in endothelial junctions, via binding to *F11r* or itself.[49,50] Lymphoid cells, such as NK cells, Teff cells and dying T cells were found to play a role in the activation of Treg cells via interaction of CD45 (*Ptprc*) with CD4 [51–53]. Moreover, NK cells express *Ccl3*, which may promote CD8^+^ T cell activation via the CCR5 receptor [54]. 

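Ptprc (ENSMUSG00000026395, protein-coding, chromosome 1 of GRCm38, 138062861 to 138175708) at d12 against d8 gave log2 fold change 0.51, standard error 0.14, adjusted p = 0.0234 in effector T cells (edgeR's quasi-likelihood test) and log2 fold change 0.48, standard error 0.12, adjusted p = 0.00842 in NK cells. In NK cells it was 2453 ± 416 (SD, n = 4) CPM in CON, 1784 ± 235 (SD, n = 4) at d8 and 2657 ± 166 (SD, n = 4) at d12. Cd4 (ENSMUSG00000023274, protein-coding, chromosome 6 of GRCm38, 124864692 to 124888221) in regulatory T cells was 230.1 ± 82.5 (SD, n = 3) CPM in CON, 269 ± 33.0 (SD, n = 4) at d8 and 289.9 ± 40.5 (SD, n = 4) at d12. Between d12 and d8, this gave a log2 fold change 0.14, a standard error 0.21 and an adjusted p = 0.728.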

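Ccl3 (ENSMUSG00000000982, protein-coding, chromosome 11 of GRCm38, 83647844 to 83649355) in NK cells was 355 ± 63.2 (SD, n = 4) CPM in CON, 392.3 ± 118 (SD, n = 4) at d8 and 706 ± 134 (SD, n = 4) at d12. At d12 it gave log2 fold change 1.01, standard error 0.20, adjusted p = 0.00236 against CON and log2 fold change 0.75, standard error 0.19, adjusted p = 0.00676 against d8 (edgeR's quasi-likelihood test).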

*Apoe* promotes the M2 macrophage phenotype and may be involved in promoting survival of macrophages and regulate phagocytosis [55–58]. *Fgf1* was also found at d12 as in uninfected controls to bind to Neuropilin 1 (*Nrp1*) on BECs which may induce angiogenesis [34,35].

These results suggest an increased inflammatory state in the lungs at d8 and upregulation of anti-inflammatory pathways and promotion of proliferation of BECs at d12.

Because Claser *et al*. described the killing of ECs by CD8^+^ T cells in MA-ARDS, the top 30 cell-cell interactions between the BECs and Teff cells was studied (4). In uninfected controls, signaling via TGF-β (*Tgfb1*) was again found both when investigating interactions between BECs as sender and Teff as receiver (Fig 8A) and with Teff as sender and BECs as receiver (Fig 8B). However, in case of BECs as receiver, *Tgfb1* interacted with *Tgfbr3*, which does not have kinase activity. 

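Tgfb1 in all BECs had a log2 fold change of -0.22 at d12 against CON, with a standard error of 0.18 (adjusted p = 0.347, edgeR). In effector T cells that comparison gave -0.17 (adjusted p = 0.857, edgeR).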

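Tgfbr3 (ENSMUSG00000029287, protein-coding, chromosome 5 of GRCm38, 107106570 to 107289629) in all BECs was 104 ± 9.20 (SD, n = 4) CPM in CON, 40.8 ± 13.0 (SD, n = 4) at d8 and 28.8 ± 3.54 (SD, n = 4) at d12. It changed at d8 against CON by log2 fold change -0.99, standard error 0.18, adjusted p = 0.000324 (edgeR's quasi-likelihood test), and at d12 against CON by log2 fold change -1.77, standard error 0.17, adjusted p = 1.96e-06.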

Other interactions between BECs and Teff included Notch signaling, Killer-like lectin receptors, Cx3cr1 and multiple integrins (Fig 8A and 8B).

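Cx3cr1 in effector T cells was 56.3 ± 39.3 (SD, n = 4) CPM in CON, 21.3 ± 2.58 (SD, n = 4) at d8 and 111 ± 58.6 (SD, n = 4) at d12, with log2 fold change -1.63, standard error 0.49, adjusted p = 0.0445 at d8 against CON (edgeR's quasi-likelihood test) and log2 fold change 2.36, standard error 0.34, adjusted p = 0.000143 at d12 against d8.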

**Fig 8:**
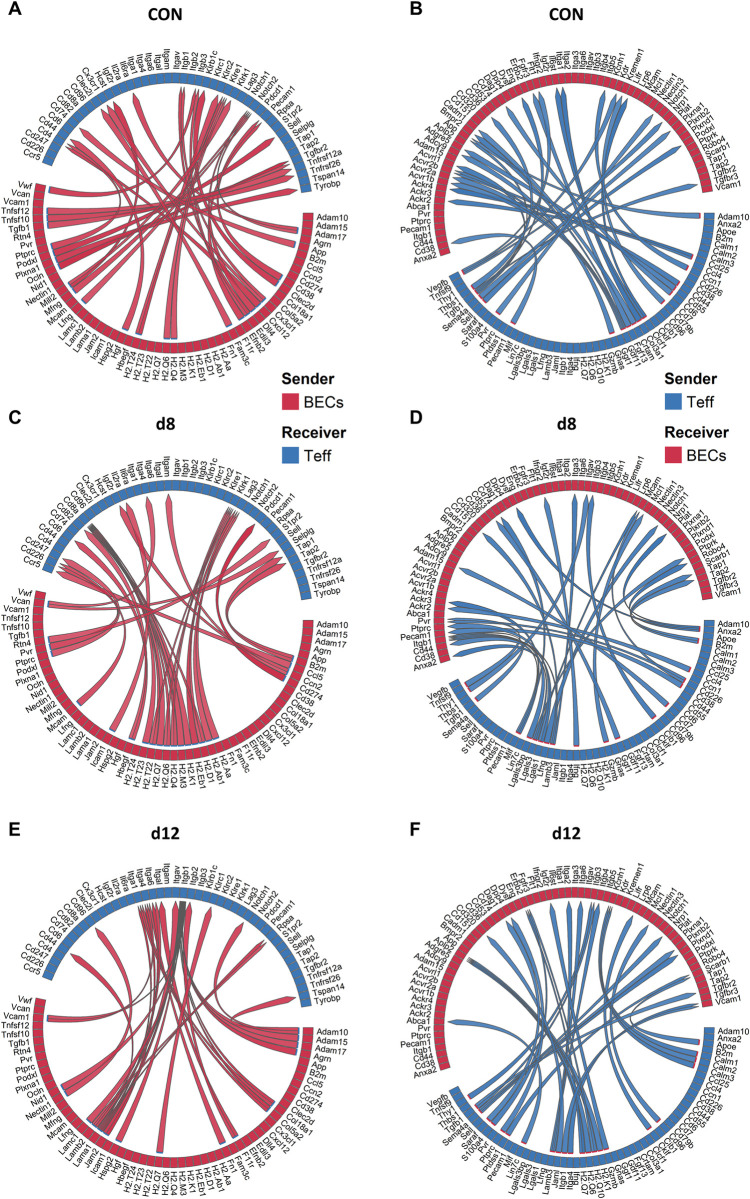
Pulmonary cell-cell communication between blood endothelial cells and effector T cells. Interactome analysis was performed on the original lung scRNAseq analysis of control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice using the MultiNicheNet package with blood endothelial cells (BECs) as sender and effector T cells (Teff) as receiver (A,C,E) or with Teff cells as sender and BECs as receivers (B, D, F). Circos plots showing the top 30 ligand-receptor interactions per condition compared to the other two conditions for CON (A,B), d8 (C,D) and d12 (E,F) determined using MultiNicheNet. Subclusters were combined into bigger clusters to make the results more robust (S5 Fig). n = 4 for CON, d8 and d12 (4 mice per condition were pooled using Hashtag oligos. BECs, blood endothelial cells; Teff, effector T cells.

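In all BECs, B2m (ENSMUSG00000060802, protein-coding, chromosome 2 of GRCm38, 122147686 to 122153083) was 2982 ± 684 (SD, n = 4) CPM in CON, 7232 ± 1234 (SD, n = 4) at d8 and 4316 ± 589.5 (SD, n = 4) at d12 with a rise at d8 (log2 fold change 1.61, standard error 0.18, adjusted p = 6.69e-06, edgeR's quasi-likelihood test). The rise lay between 1.41 and 1.77 with each mouse left out. H2-K1 (ENSMUSG00000061232, protein-coding, chromosome 17 of GRCm38, 33996017 to 34000347) (log2 fold change 1.33, standard error 0.18, adjusted p = 3.38e-05) and H2-D1 (ENSMUSG00000073411, protein-coding, chromosome 17 of GRCm38, 35262730 to 35267499) (log2 fold change 1.52, standard error 0.16, adjusted p = 4.77e-06) rose too. These 2 genes are similar enough in sequence for reads to be given to the wrong one. Cd8a (ENSMUSG00000053977, protein-coding, chromosome 6 of GRCm38, 71373427 to 71379173) in effector T cells was 142 ± 142 (SD, n = 4) CPM in CON, 244 ± 20.0 (SD, n = 4) at d8 and 411 ± 29.4 (SD, n = 4) at d12. Comparing d8 with CON gave a log2 fold change 0.41, a standard error 0.31 and an adjusted p = 0.470.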

Upon infection, signaling of BECs via MHC-related genes to *Cd8a* and Killer-like lectin receptors was found by MultiNicheNet analysis, indicative of antigen presentation by BECs in MHC-I to the Teff cells (Fig 8C). Moreover, *IFNg* and *Gzmb* were found on the Teff cells as ligands to the BECs, suggesting that Teff cells are indeed activated and may therefore kill the BECs (Fig 8D). 

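Ifng in effector T cells was 44.1 ± 36.1 (SD, n = 4) CPM in CON, 134 ± 52.3 (SD, n = 4) at d8 and 120.5 ± 20.3 (SD, n = 4) at d12, and its rise at d8 stayed between 1.25 and 2.21 in log2 with each mouse left out. Gzmb, used in naming these cells, was 455 ± 289 (SD, n = 4) CPM in CON, 5267 ± 1245 (SD, n = 4) at d8 and 1829 ± 555 (SD, n = 4) at d12. At d8, relative to CON, the test gave a log2 fold change 3.55, a standard error 0.35 and an adjusted p = 3.36e-06, edgeR's quasi-likelihood test. The paper reads these as effector T cells that are activated by BECs and may kill them.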

In an attempt to balance the pro-inflammatory response, PD-L1 (*Cd274*)–PD-1 (*Pdcd1*) interaction between the Teff and BECs was also found on d8 (Fig 8C and 8D). 

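In regulatory T cells Pdcd1 was 37.0 ± 1.62 (SD, n = 3) CPM in CON, 258 ± 62.0 (SD, n = 4) at d8 and 94.3 ± 14.8 (SD, n = 4) at d12. Its rise in effector T cells at d8 stayed between 1.63 and 2.10 in log2 with each mouse left out, and that of Cd274 in all BECs between 3.95 and 4.63. At d12 against d8, Cd274 in all BECs gave log2 fold change -4.67, standard error 0.39, adjusted p = 7.21e-07 (edgeR's quasi-likelihood test), and Pdcd1 in effector T cells log2 fold change -0.72, standard error 0.22, adjusted p = 0.0361.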

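Between d8 and d12, B2m (log2 fold change -1.0, standard error 0.18, adjusted p = 0.000388, edgeR's quasi-likelihood test), H2-K1 (log2 fold change -0.66, standard error 0.18, adjusted p = 0.00763) and H2-D1 (log2 fold change -1.04, standard error 0.16, adjusted p = 0.000128) fell in all BECs. They stayed above CON, by log2 fold changes of 0.61, 0.67 and 0.48 (adjusted p = 0.0142, 0.00893 and 0.0288, edgeR).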

At day 12, interaction of BECs with Teff via MHC-related genes decreased (Fig 8E). 

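Kcnh1 (ENSMUSG00000058248, protein-coding, chromosome 1 of GRCm38, 192190774 to 192510159) in all BECs was 30.2 ± 6.38 (SD, n = 4) CPM in CON, 3.98 ± 1.31 (SD, n = 4) at d8 and 34.5 ± 8.89 (SD, n = 4) at d12. It fell at d8 (log2 fold change -2.50, standard error 0.32, adjusted p = 1.66e-05, edgeR's quasi-likelihood test) and rose from d8 to d12 (log2 fold change 2.77, standard error 0.30, adjusted p = 6.81e-06), to a level that did not differ from CON (log2 fold change 0.28, standard error 0.19, adjusted p = 0.277).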

During resolution multiple Calmodulin genes (*Calm1*, *Calm2*, Calm3) were expressed by Teff cells which interact with *Kcnh1*, a gene coding for a potassium channel that may be important in proliferation, on the BECs (Fig 8F). Our scRNAseq data are thus in-line with the notion of an interaction between BECs and Teff cells upon infection, with BECs presenting antigens in a MHC context, resulting in activation of the Teff cells and subsequent expression of *Ifng* and *Gzmb*.

The increased proliferation of endothelial cells that was observed during the resolution phase (Fig 6B), was further investigated since promotion of this proliferation process may be beneficial during the resolution process. Therefore, cell-cell communication that may be involved in these processes was investigated by evaluating the top 30 cell-cell interaction with BECs as receiver. In addition, the ligand activities for a sender-receiver combination, the predicted ligand-target links and the expression of the predicted target genes were determined across samples with BECs as receiver. At d8, cell-cell communication with BECs as receiver mainly involves pro-inflammatory molecules, such as *Tnf*, *Icam1* and *B2m*, pro-angiogenic factors, such as *Vegfd*, *Ccn1* and *Angptl4*, and pro-fibrotic factors, such as *Col18a1*, *Col4a2*, *Col13a1* and *Col4a2* (Fig 9A, left panel). 

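Col18a1 in all BECs was 8.63 ± 4.78 (SD, n = 4) CPM in CON, 258 ± 72.9 (SD, n = 4) at d8 and 212 ± 143 (SD, n = 4) at d12, with log2 fold change 5.13, standard error 0.53, adjusted p = 3.56e-06 at d8 against CON (edgeR's quasi-likelihood test) and log2 fold change 4.61, standard error 0.52, adjusted p = 1.12e-05 at d12. Col4a2 (ENSMUSG00000031503, protein-coding, chromosome 8 of GRCm38, 11312805 to 11449287) was 449.9 CPM in CON, 1551 at d8 and 888 at d12. For d8 against CON, the estimate was a log2 fold change 2.10, a standard error 0.19 and an adjusted p = 1.22e-06. Col13a1 (ENSMUSG00000058806, protein-coding, chromosome 10 of GRCm38, 61838236 to 61979108) in fibroblasts was 248 CPM in CON, 73.5 at d8 and 215 at d12 (log2 fold change -1.59, standard error 0.23, adjusted p = 6.96e-05), and in mesothelial cells too low for the test. Icam1 (ENSMUSG00000037405, protein-coding, chromosome 9 of GRCm38, 21015985 to 21028817) in all BECs was 425 ± 79.4 (SD, n = 4) CPM in CON, 534 ± 245 (SD, n = 4) at d8 and 300.5 ± 120.5 (SD, n = 4) at d12, without a change past the threshold at d8 (log2 fold change 0.65, standard error 0.32, adjusted p = 0.102).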

As shown in Fig 9B, the ligand-receptor pairs with the highest prioritization score are Tnf, expressed by iMOs and neutrophils, interacting with BECs. This may be involved in inducing the expression of downstream targets involved in angiogenesis, both positive (*Irf7*, *Plau*) and negative (*Gbp2*, *Lif*) regulation, positive regulation of coagulation (*Plau*, *Plaur*) and in inflammation, with also both pro- (*Icam1*, *Irf7*, *Nfkb2*, *Nfkbia*, *Tap1*) and anti-inflammatory signals (*Bcl2a1b*, *Tnfaip2*, *Tnfaip3*, *Tnip1*) [29,59–69]. 

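Of the predicted targets, Irf7 in all BECs was 30.4 ± 1.27 (SD, n = 4) CPM in CON, 351 ± 181 (SD, n = 4) at d8 and 32.5 ± 2.37 (SD, n = 4) at d12. Between d8 and CON, this gave a log2 fold change 3.86, a standard error 0.30 and an adjusted p = 4.24e-07, edgeR's quasi-likelihood test. Gbp2 (ENSMUSG00000028270, protein-coding, chromosome 3 of GRCm38, 142620602 to 142638008) was 170.1 ± 26.2 (SD, n = 4) CPM in CON, 1016 ± 1107 (SD, n = 4) at d8 and 237 ± 72.3 (SD, n = 4) at d12 (log2 fold change 2.90, standard error 0.53, adjusted p = 0.000390). Lif (ENSMUSG00000034394, protein-coding, chromosome 11 of GRCm38, 4257557 to 4272514), Plaur (ENSMUSG00000046223, protein-coding, chromosome 7 of GRCm38, 24462484 to 24475968), Nfkb2 (ENSMUSG00000025225, protein-coding, chromosome 19 of GRCm38, 46304320 to 46312385), Nfkbia (ENSMUSG00000021025, protein-coding, chromosome 12 of GRCm38, 55489410 to 55492647), Tap1 (ENSMUSG00000037321, protein-coding, chromosome 17 of GRCm38, 34187553 to 34197225), Tnfaip2 (ENSMUSG00000021281, protein-coding, chromosome 12 of GRCm38, 111442469 to 111455018), Tnfaip3 (ENSMUSG00000019850, protein-coding, chromosome 10 of GRCm38, 19000910 to 19015657) and Tnip1 (ENSMUSG00000020400, protein-coding, chromosome 11 of GRCm38, 54910785 to 54962917) had log2 fold changes of 4.21, 2.56, 1.23, 1.48, 2.06, 1.51, 1.81 and 1.24 (adjusted p = 0.000231, 1.76e-05, 0.00168, 0.00229, 8.99e-06, 0.00335, 0.000717 and 0.000499, edgeR). Plau (ENSMUSG00000021822, protein-coding, chromosome 14 of GRCm38, 20836660 to 20843385) rose without passing the threshold (log2 fold change 1.60, standard error 0.65, adjusted p = 0.0509), and Bcl2a1b (ENSMUSG00000089929, protein-coding, chromosome 9 of GRCm38, 89199209 to 89207827), a member of a family of near-identical genes, was too low in BECs for the test. The paper proposes that Tnf from inflammatory monocytes and neutrophils induces these genes in BECs.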

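Igf1 in macrophages was 121 ± 40.6 (SD, n = 4) CPM in CON, 12.5 ± 14.4 (SD, n = 4) at d8 and 106 ± 39.5 (SD, n = 4) at d12. In fibroblasts it was 225 ± 64.2 (SD, n = 4) CPM in CON, 52.9 ± 36.7 (SD, n = 4) at d8 and 314 ± 83.4 (SD, n = 4) at d12. From d8 to d12 its rise in alveolar macrophages stayed between 3.01 and 4.09 in log2 with each mouse left out.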

At d12, AMs, Macros and fibroblasts express insulin-like growth factor (*Igf1)* and mesothelial cells express fibroblast growth factor 1 (*Fgf1)* which both promote angiogenesis (Fig 9A, right panel). This was confirmed by the downstream targets of *Igf1* interaction with integrins and the insulin receptor (Insr) (Fig 9C). Almost all target genes were related to cell cycle progression or proliferation (*Aspm*, *Depdc1a*, *Nusap1*, *Tipin*, *Cdkn1a*, *Ddit4*, *Egr3*) [70–76]. 

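Aspm (ENSMUSG00000033952, protein-coding, chromosome 1 of GRCm38, 139454772 to 139494091) in all BECs was 2.35 ± 1.08 (SD, n = 4) CPM in CON, 1.10 ± 1.43 (SD, n = 4) at d8 and 55.8 ± 11.4 (SD, n = 4) at d12. This value was above CON at d12 (log2 fold change 4.56, standard error 0.32, adjusted p = 1.97e-07, edgeR's quasi-likelihood test). Depdc1a (ENSMUSG00000028175, protein-coding, chromosome 3 of GRCm38, 159495433 to 159529955), Nusap1 (ENSMUSG00000027306, protein-coding, chromosome 2 of GRCm38, 119618298 to 119651244) and Tipin (ENSMUSG00000032397, protein-coding, chromosome 9 of GRCm38, 64281581 to 64305424) were above CON by log2 fold changes of 5.86, 4.78 and 1.34 (adjusted p = 1.77e-06, 2.03e-06 and 0.000817, edgeR). Cdkn1a (ENSMUSG00000023067, protein-coding, chromosome 17 of GRCm38, 29090976 to 29100727) (log2 fold change -1.04, standard error 0.17, adjusted p = 0.000253), Ddit4 (ENSMUSG00000020108, protein-coding, chromosome 10 of GRCm38, 59949669 to 59951834) (log2 fold change -0.89, standard error 0.28, adjusted p = 0.0198) and Egr3 (ENSMUSG00000033730, protein-coding, chromosome 14 of GRCm38, 70077203 to 70082614) (log2 fold change -2.90, standard error 0.25, adjusted p = 9.61e-07) were below CON at d12. Cdkn1a was 447 ± 46.0 (SD, n = 4) CPM in CON, 1153 ± 76.2 (SD, n = 4) at d8 and 205 ± 44.0 (SD, n = 4) at d12. Its change from d8 to d12 was log2 fold change -2.73, standard error 0.18, adjusted p = 1.02e-07. The paper takes these targets as a sign that Igf1 promotes division of BECs at d12.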

Interaction of *Apoe* with *Scarb1* on BECs induced *Abca1* expression, which is an anti-inflammatory gene (Fig 9A, right panel and 9C) [77]. 

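In all BECs, Abca1 (ENSMUSG00000015243, protein-coding, chromosome 4 of GRCm38, 53030787 to 53159895) was 29.5 ± 7.04 (SD, n = 4) CPM in CON, 5.67 ± 4.92 (SD, n = 4) at d8 and 45.0 ± 25.6 (SD, n = 4) at d12. It fell at d8 (log2 fold change -2.13, standard error 0.57, adjusted p = 0.00637, edgeR's quasi-likelihood test) and rose from d8 to d12 (log2 fold change 2.84, standard error 0.54, adjusted p = 0.000661), and d12 did not differ from CON (log2 fold change 0.71, standard error 0.36, adjusted p = 0.135). Scarb1 (ENSMUSG00000037936, protein-coding, chromosome 5 of GRCm38, 125277087 to 125341094) was 157 ± 15.3 (SD, n = 4) CPM in CON, 45.1 ± 2.75 (SD, n = 4) at d8 and 132 ± 40.8 (SD, n = 4) at d12. The difference was a fall at d8 (log2 fold change -1.49, standard error 0.20, adjusted p = 2.76e-05) and a rise from d8 to d12 (log2 fold change 1.32, standard error 0.20, adjusted p = 9.96e-05).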

Osteopontin (*Spp1*) was found to be expressed during resolution by macrophages and interacts with similar integrins as insulin-like growth factor 1 (Fig 9A, right panel and 9C). 

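Spp1 (ENSMUSG00000029304, protein-coding, chromosome 5 of GRCm38, 104435118 to 104441050) in macrophages was 35.0 ± 35.2 (SD, n = 4) CPM in CON, 72.8 ± 112 (SD, n = 4) at d8 and 908 ± 1019 (SD, n = 4) at d12. The rise at d12 against CON was not past the threshold in macrophages (log2 fold change 4.45, standard error 1.27, adjusted p = 0.0627, edgeR's quasi-likelihood test). In alveolar macrophages it was past the threshold (log2 fold change 2.02, standard error 0.38, adjusted p = 0.00282), and the level was 566 ± 69.8 (SD, n = 4) CPM in CON, 462 ± 390 (SD, n = 4) at d8 and 2076 ± 697 (SD, n = 4) at d12. Macrophages with Spp1 did not form a cluster of their own.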

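Trp53 (ENSMUSG00000059552, protein-coding, chromosome 11 of GRCm38, 69580359 to 69591873) in all BECs was 69.7 ± 8.82 (SD, n = 4) CPM in CON, 61.1 ± 10.8 (SD, n = 4) at d8 and 97.9 ± 19.4 (SD, n = 4) at d12. That was above CON at d12 (log2 fold change 0.57, standard error 0.17, adjusted p = 0.0155, edgeR's quasi-likelihood test), and between 0.42 and 0.66 with each mouse left out. Lama1 (ENSMUSG00000032796, protein-coding, chromosome 17 of GRCm38, 67697259 to 67822647) had too few counts for the test in fibroblasts (0.748 CPM in CON, 0 at d8 and 1.22 at d12) and in mesothelial cells (0 CPM in CON, 0 at d8 and 0 at d12).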

Osteopontin (*Spp1*) and laminin subunit alpha 1 (*Lama1*) had *Trp53* as potential target gene in the BECs, which is described to be involved in EC senescence (Fig 9C) [78].

**Fig 9:**
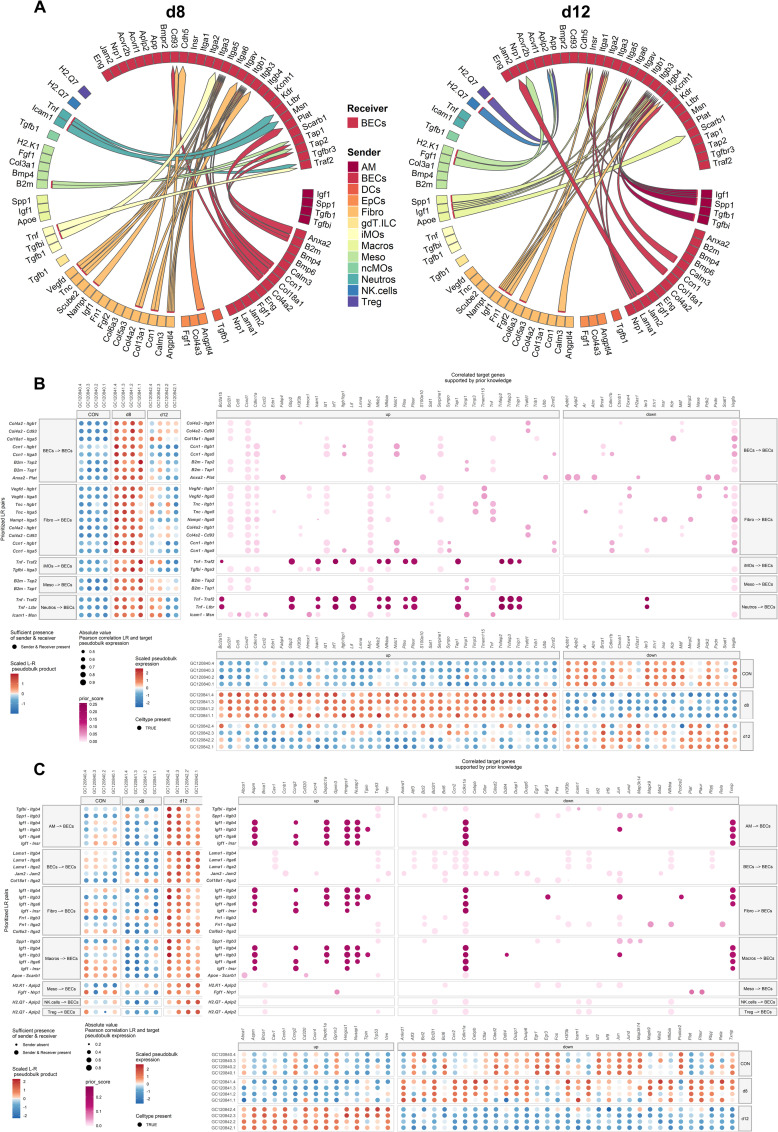
Pulmonary cell-cell communication with blood endothelial cells as receivers. Interactome analysis was performed on the original lung scRNAseq analysis of control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice using the MultiNicheNet package with only blood endothelial cells as receivers. (A) Circos plots showing the top 30 ligand-receptor interactions per condition compared to the other two conditions for d8 (left panel) and d12 (right panel), determined using MultiNicheNet. Subclusters were combined into bigger clusters to make the results more robust (S5 Fig). All clusters were selected as senders and blood endothelial cells as receivers. (B-C) Correlation plot showing both ligand-receptor pair and predicted target gene expression were visualized with the predicted target ligand-target links at d8 (B) and d12 (C). (A-C) n = 4 for CON, d8 and d12 (4 mice per condition were pooled using Hashtag oligos). AM, alveolar macrophages; BECs, blood endothelial cells; DCs, dendritic cells; EpCs, epithelial cells; Fibro, fibroblasts; gdT.ILC, γδ T cells/innate lymphoid cells; iMOs, inflammatory monocytes; Macros, macrophages; Meso, mesothelial cells; ncMOs, non-classical monocytes; Neutros, neutrophils; NK.cells, natural killer cells; Teff, effector T cells; Treg, regulatory T cells.

Investigating downstream signaling targets of the obtained ligand-receptor interaction with BECs as receiver, confirmed the highly inflammatory state upon infection and the promotion of proliferation of BECs and anti-inflammatory genes during resolution. Overall, this interactome analysis based on the single cell transcriptomes generates a broad and detailed overview of the major processes and pathways occurring during pathology and resolution in experimental MA-ARDS. Furthermore, it provides a highly useful roadmap for further investigation of possible targets to enhance disease resolution.

## Discussion

In this paper, we combined functional assessment of lung alterations and lung ventilation together with analysis of single cell transcriptomics to define mechanisms involved in the development and resolution of MA-ARDS. Micro-CT revealed an increase in total lung volume and non-aerated lung volume, which is caused by edema development and inflammation, resulting in a decreased breathing frequency and tidal volume and thus a drastic decrease in minute volume, which reflects the potential for gas exchange. In addition, an increase in end expiratory pause and enhanced pause was observed, also contributing to the decreased frequency. The increased total lung volume can be attributed to a compensatory mechanism of mice in an attempt to prevent loss of airspace due to increased disease [79,80]. This compensatory mechanism may explain the increased aerated lung volume at 6 dpi, since the total lung volume already displayed a trend towards an increased volume while no edema is present yet. From 8 dpi onwards, increased non-aerated lung volume was observed, corresponding with the presence of edema. This edema may be responsible for the decrease in tidal volume upon infection. The compensatory mechanism appears to avoid a decrease in aerated lung volume despite the presence of edema. This enlarged state of the lungs limits the capacity for further expansion of the lungs needed for inspiration, hence leading to a lower tidal volume and thus lower respiratory capacity. As shown in the literature, an increased elastance and decreased compliance has been described upon infection [5,81]. This may also cause a decrease in passive expiration thereby contributing to an increased end expiratory pause and therefore decreased breathing frequency and thus minute volume. During resolution upon antimalarial treatment, edema was found to be cleared resulting in restoration of lung ventilation parameters.

ScRNAseq analysis confirmed a highly inflammatory state of the lungs upon *Pb*NK65 infection, with activation of different leukocyte populations, such as T cells, NK cells and AM. In general, changes in the number of lymphoid and myeloid cell populations obtained with scRNAseq, confirmed our previously obtained data on pulmonary lymphoid and myeloid cell numbers using flow cytometry [13]. The procedure used to isolate cells from the lungs for flow cytometry or scRNAseq appeared to be optimal for the isolation of leukocytes and endothelial cells, while the retrieval of other non-immune cell populations, such as epithelial cells and fibroblasts, was limited, thereby making strong conclusions on these populations more difficult. Moreover, a decrease in endothelial cells, especially aerocytes and venous ECs, was observed in the scRNAseq analysis and this was confirmed using flow cytometry with a specific panel to detect ECs. The activation of cytotoxic CD8^+^ T cells and decreased number of ECs upon infection, corroborate the findings of Claser *et al*. that cytotoxic CD8^+^ T cells are responsible for pulmonary edema development by killing parasite antigen-presenting ECs [4]. Sercundes *et al*. also demonstrated increased apoptosis of ECs in a mouse model of MA-ARDS [82]. Also in mouse models of ECM, apoptosis of ECs was observed [83–86]. In a patient study, increased EC apoptosis was found to be associated with lethal CM [87]. Most interestingly, Dorovini-Zis *et al*. found hypertrophic ECs with prominent vesicular nuclei, endothelial necrosis and even vessels denuded of endothelium in CM [88]. Moreover, Punsawad *et al*. demonstrated that the Fas/FasL system induced activation of caspases which mediate apoptosis of ECs and may therefore contribute to pulmonary edema in patients [89]. Also in *in vitro* cultures of human ECs with infected red blood cells, an apoptotic effect on ECs was observed [90,91]. In contrast, in some studies, permeabilization of the ECs rather than apoptosis of the ECs was described to be involved in ECM pathogenesis [92,93]. In these studies, disassembly of tight and adherens junctions which affect fluid transport was found to be responsible for pathology. In addition, Shaw *et al*. found only limited apoptosis in ECM development [94]. Taken together, there is conflicting data on whether the disruption of the endothelial barrier is caused by death of the ECs or only a permeabilization of the ECs without death. Our results clearly corroborate the idea that death of the ECs is responsible for the development of edema. Aerocytes are the endothelial cells that align the alveolar epithelium and are important in gas exchange [19,20]. Their depletion upon infection and the development of edema may result in reduced gas exchange capacity. Indeed, we and others have described a decreased gas exchange and increased CO_2_ levels in the blood, consistent with MA-ARDS pathology [95,96].

GSEA analysis on multiple leukocyte populations revealed an increase in pro-resolving and anti-inflammatory pathways being active during the resolution phase of MA-ARDS. This was accompanied by an increased proliferation of ECs, as shown with both scRNAseq and flow cytometry, with the number of pulmonary ECs back at basal level by 15 dpi. Treatments that may prevent apoptosis or killing of the ECs upon infection or promote the proliferation of ECs may be interesting as adjunctive therapies in combination with antimalarial drugs to ameliorate the resolution of MA-ARDS. Moreover, persistent EC activation was observed with elevated levels of CD40 and MHC-I on the ECs until 15 dpi. This is in agreement with a clinical study of Moxon *et al*., who demonstrated persistent endothelial activation and inflammation in children with cerebral malaria until one week after admission to the hospital.

CD8^+^ T cells were found to be pathogenic in experimental MA-ARDS and ECM [4,6,15,97]. Also in pediatric patients, cerebral malaria was found to be associated with cerebrovascular engagement of CD3^+^ CD8^+^ T cells [98]. Therefore, these results suggest that both in ECM and experimental MA-ARDS, endothelial cells direct CD8^+^ T cell recruitment and activation in the brain or lung, respectively, causing pathology. Claser *et al*. and Howland *et al*. demonstrate cross-presentation of parasite antigens via MHC-I on endothelial cells causing activation of the CD8^+^ T cells and subsequently damage to the vascular wall in both experimental MA-ARDS and cerebral malaria (ECM) respectively [4,83]. In our scRNAseq analysis in MA-ARDS, this was confirmed by cell-cell interaction predictions between the BECs and Teff cells. This suggests that BECs present antigens to Teff cells via MHC, resulting in the activation of the Teff cells and the subsequent expression of *Ifng* and *Gzmb* (Fig 8). Moreover, we observed that these interactions were mainly specific for d8, since the interactions were no longer present at d12. This is in agreement as well with Claser *et al*., who demonstrated a decrease in cross-presentation by pulmonary endothelial cells upon antimalarial treatment [4]. Together with the finding that most cytokines are downregulated on d12 compared to d8 [13], these data provide insight in why disease symptoms are already broadly resolving on d12, despite the even higher number of pathogenic CD8^+^ T cells on d12 compared to d8.

Cell-cell communication analysis with the BECs as receiver (Fig 9) could suggest that anti-TNF therapy may prevent excessive inflammation and affect angiogenesis. However, a clinical trial using anti-TNF antibodies against cerebral malaria found no effect on mortality and even increased neurologic sequelae in children that received the antibody treatment [99,100]. Pentoxifylline treatment, which inhibits TNF-α production, was also tested in clinical studies, but no major improvements of clinical parameters or survival were observed, except for some studies showing a decreased coma duration [99]. Although these studies were performed with cerebral malaria and not MA-ARDS, they suggest that blocking TNF pathways may not be the best option to promote recovery from MA-ARDS.

Promoting resolution and recovery, for example by promoting proliferation of ECs, may be more beneficial. In general, pro-resolving therapies have been described to have less side-effects than anti-inflammatory therapies [101]. Based on the MultiNicheNet analysis at d12, insulin-like growth factor 1 (IGF-1) may be an interesting target to promote the resolution of MA-ARDS, since IGF-1 induced cell cycle- and proliferation-related target genes in the BECs. Moreover, IGF-1 production by AM has also been described to induce proliferation and differentiation of type 2 alveolar (AT2) epithelial cells and subsequently increase repair of airway epithelium and gas exchange [8,102,103]. Osteopontin (*Spp1*) was also found to be expressed during resolution by macrophages and interacts with similar integrins as IGF-1. Osteopontin is described to reduce inflammation and decrease tissue injury and may therefore be an interesting target as well.[104] Apolipoprotein E (*Apoe*) may have anti-inflammatory effects in BECs by inducing ATP binding Cassette Subfamily A Member 1 (*Abca1)* [77]. Moreover, *Apoe* was found to suppress T cell activation and promote the M2 macrophage phenotype [24–26,55–58]. Taken together all effects of *Apoe* on BECs, T cells and macrophages, induction of *Apoe* may promote resolution of inflammation. Further investigations to functionally validate these different resolution pathways are underway.

In conclusion, micro-CT revealed an increase in total lung volume and non-aerated lung volume upon infection with *Pb*NK65, which is caused by edema development. This resulted in a drastically altered lung ventilation pattern, which was restored during the resolution of MA-ARDS after parasite killing. Besides the highly inflammatory state in the lungs, scRNAseq revealed a considerable decrease in endothelial cell numbers. During the resolution phase, ECs started to proliferate in order to restore the endothelial barrier. An increase in anti-inflammatory pathways was also observed during resolution. These findings serve as an interesting starting point to investigate adjunctive treatments that promote pro-resolving pathways that limit inflammation and treatments that induce proliferation of ECs, since these may improve the recovery from the otherwise lethal MA-ARDS complication after parasite killing with antimalarial drugs.

## Supporting information

S1 Fig Flow cytometry gating strategy for endothelial cells. Lung cells were isolated and stained for flow cytometry. After exclusion of red blood cells, debris and doublets of cells, all live cells (LD^-^) were gated. The endothelial cells were identified as CD45^-^ CD31^+^. BrdU and activation markers were analyzed on the endothelial cells (both frequency of positive cells and mean fluorescent intensity). Representative gatings of an uninfected control and of an ART+CQ-treated, *Pb*NK65-infected C57BL/6 mouse at 12 dpi is shown. LD, live dead.
(TIF) Click here for additional data file.

S2 Fig Follow-up of ART+CQ-treated, *Pb*NK65-infected C57BL/6 mice. *Pb*NK65-infected C57BL/6 mice were treated daily from 8 until 12 dpi with 10 mg/kg artesunate + 30 mg/kg chloroquine (ART+CQ). (A) Parasitemia was determined daily starting at 6 dpi using Giemsa-stained blood smears. (B) Clinical score was monitored daily starting at 6 dpi. (C) Body weight loss was calculated compared to 0 dpi starting at 6 dpi. (A-C) Data from three experiments. Data are represented as means ± SEM. n = 10 for CON, n = 15–18 for ART+CQ.
(TIF) Click here for additional data file.

S3 Fig Level of alveolar edema in mice selected for scRNAseq analysis. *Pb*NK65-infected C57BL/6 mice were treated daily from 8 until 12 dpi with 10 mg/kg artesunate + 30 mg/kg chloroquine (ART+CQ). Level of alveolar edema was determined by measuring the protein concentration in the BALF. Four mice (full symbols) per condition were selected from the experiment to perform scRNAseq.
(TIF) Click here for additional data file.

S4 Fig Expression levels of *GzmB*, *Ccl5* and *Ccl4* in pulmonary lymphoid cell populations. Lymphoid cell clusters (Fig 3) from control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice were checked for the expression of different genes. Expression levels of *Granzyme B* (*GzmB*; A), *CC chemokine ligand 5* (*Ccl5*; B) and *CC chemokine ligand 4* (*Ccl4*; C) in the different lymphoid cell populations in all three conditions are shown.
(TIF) Click here for additional data file.

S5 Fig Doublet1 and Doublet2 cluster separately from other pulmonary lymphoid cells. Doublet1 and Doublet2 cluster were identified in the myeloid analysis (Fig 4) with T cell or B cell markers as marker genes respectively. Therefore, these clusters were added to the lymphoid cells (Fig 3) and clustered again. (A) UMAP plot showing where the Doublet1 and Doublet2 clusters are located. (B) UMAP plot according to the major cell types with Doublet1 and Doublet2 clustering together as a myeloid cell cluster. (C) Heatmap displaying the top 5 markers of each cell type and top 15 of the myeloid cluster (from B) and its expression across all cell types.
(TIF) Click here for additional data file.

S6 Fig Expression levels of *Alox15*, *Hmox1* and *Fth1* in pulmonary myeloid cell populations. Myeloid cell clusters (Fig 4) from control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice were checked for the expression of different genes. Expression levels of *15-lipoxygenase* (*Alox15*; A), *Heme oxygenase 1* (*Hmox1;* B) and *Ferritin heavy chain 1* (*Fth1;* C) in the different myeloid cell populations in all three conditions are shown.
(TIF) Click here for additional data file.

S7 Fig Expression levels of *Vegfa* and *Mki67* in pulmonary nonimmune cell populations. Non-immune cell clusters (Fig 5) from control (CON), *Pb*NK65-infected (d8) and ART+CQ-treated (d12) mice were checked for the expression of different genes. Expression levels of *vascular endothelial growth factor* (*Vegfa*; A) and *Marker of proliferation Ki-67* (*Mki67;* B) in the different nonimmune cell populations in all three conditions are shown.
(TIF) Click here for additional data file.

S8 Fig No increase in CD45^-^ CD31^-^ cells was observed upon *Pb*NK65 infection. *Pb*NK65-infected C57BL/6 mice were treated daily from 8 until 12 dpi with 10 mg/kg artesunate + 30 mg/kg chloroquine (ART+CQ). Mice were dissected at 8 dpi for the untreated (UT), *Pb*NK65-infected mice and at 12 or 15 dpi for the ART+CQ-treated, *Pb*NK65-infected C57BL/6 mice. Uninfected mice were used as controls (CON). Cells were isolated from the lungs and flow cytometry was performed. (A) Representative FACS plots showing CD45 and CD31 expression on all live single cells, with ECs (CD45^-^ CD31^+^) and leukocytes (CD45^+^ CD31^-^) gated in black and CD45^-^ CD31^-^ population in orange. (B) The absolute number of CD45^-^ CD31^+^ in the lungs was calculated. Data from two to five experiments. Each symbol represents an individual mouse. Horizontal black lines indicate the median. n = 16–18 for CON, n = 10 for UT d8, n = 20 for ART+CQ d12, n = 14 for ART+CQ d15.
(TIF) Click here for additional data file.

S9 Fig Information of subclustering is projected onto original UMAP plot. (A) Subcluster identification obtained during the subclustering of lymphoid, myeloid and nonimmune cells, was projected onto the UMAP plot of the original analysis (Fig 2A). (B) Some subclusters were combined into bigger populations for the MultiNicheNet analysis to make the results more robust. UMAP plot of the original analysis showing the clusters used in the MultiNicheNet analysis.
(TIF) Click here for additional data file.

S1 Table Antibodies used for flow cytometry. Table listing an overview of the antibodies used for flow cytometry including the antigen, fluorophore and the company. 200 000 live single cells were read for each sample.
(DOCX) Click here for additional data file.

S2 Table Marker genes for the main clusters. List of marker genes that were identified using the FindAllMarkers function for all main clusters as shown in Fig 2. Table contains the gene name (rowname and gene), the p-value (p_val), the average log2 fold change compared to all other clusters (avg_log2FC), percent of cells expressing the gene in cluster of interest (pct.1), percent of cells expressing the genes in all other clusters (pct. 2), adjusted p-value (p_val_adj) and the cluster to which the gene belongs (cluster).
(XLSX) Click here for additional data file.

S3 Table Marker genes for the lymphoid clusters. List of marker genes that were identified using the FindAllMarkers function for all lymphoid clusters as shown in Fig 3. Table contains the gene name (rowname and gene), the p-value (p_val), the average log2 fold change compared to all other clusters (avg_log2FC), percent of cells expressing the gene in cluster of interest (pct.1), percent of cells expressing the genes in all other clusters (pct. 2), adjusted p-value (p_val_adj) and the cluster to which the gene belongs (cluster)
(XLSX) Click here for additional data file.

S4 Table Output of the GSEA analysis for NK cells. Overview of the hallmark pathways, their p-value (pval), adjusted p-value (padj), enrichment score (ES), normalised enrichment score (NES), number of times a random gene set had a more extreme enrichment score value (nMoreExtreme), size of the pathway after removing genes not present in list of differentially expressed genes (size) and a vector with indexes of leading edge genes that drive the enrichment (leadingEdge) when comparing the different conditions (CONvsd8, CONvsd12 and d8vsd12) for the NK cells as shown in Fig 3G.
(XLSX) Click here for additional data file.

S5 Table Output of the GSEA analysis for T cells. Overview of the hallmark pathways, their p-value (pval), adjusted p-value (padj), enrichment score (ES), normalised enrichment score (NES), number of times a random gene set had a more extreme enrichment score value (nMoreExtreme), size of the pathway after removing genes not present in list of differentially expressed genes (size) and a vector with indexes of leading edge genes that drive the enrichment (leadingEdge) when comparing the different conditions (CONvsd8, CONvsd12 and d8vsd12) for all T cells combined as shown in Fig 3H.
(XLSX) Click here for additional data file.

S6 Table Marker genes for the myeloid clusters. List of marker genes that were identified using the FindAllMarkers function for all myeloid clusters as shown in Fig 4. Table contains the gene name (rowname and gene), the p-value (p_val), the average log2 fold change compared to all other clusters (avg_log2FC), percent of cells expressing the gene in cluster of interest (pct.1), percent of cells expressing the genes in all other clusters (pct. 2), adjusted p-value (p_val_adj) and the cluster to which the gene belongs (cluster).
(XLSX) Click here for additional data file.

S7 Table Output of the GSEA analysis for alveolar macrophages. Overview of the hallmark pathways, their p-value (pval), adjusted p-value (padj), enrichment score (ES), normalised enrichment score (NES), number of times a random gene set had a more extreme enrichment score value (nMoreExtreme), size of the pathway after removing genes not present in list of differentially expressed genes (size) and a vector with indexes of leading edge genes that drive the enrichment (leadingEdge) when comparing the different conditions (CONvsd8, CONvsd12 and d8vsd12) for the alveolar macrophages as shown in Fig 4G.
(XLSX) Click here for additional data file.

S8 Table Output of the GSEA analysis for monocytes. Overview of the hallmark pathways, their p-value (pval), adjusted p-value (padj), enrichment score (ES), normalised enrichment score (NES), number of times a random gene set had a more extreme enrichment score value (nMoreExtreme), size of the pathway after removing genes not present in list of differentially expressed genes (size) and a vector with indexes of leading edge genes that drive the enrichment (leadingEdge) when comparing the different conditions (CONvsd8, CONvsd12 and d8vsd12) for all monocytes as shown in Fig 4H.
(XLSX) Click here for additional data file.

S9 Table Marker genes for the non-immune clusters. List of marker genes that were identified using the FindAllMarkers function for all non-immune clusters as shown in Fig 5. Table contains the gene name (rowname and gene), the p-value (p_val), the average log2 fold change compared to all other clusters (avg_log2FC), percent of cells expressing the gene in cluster of interest (pct.1), percent of cells expressing the genes in all other clusters (pct. 2), adjusted p-value (p_val_adj) and the cluster to which the gene belongs (cluster).
(XLSX) Click here for additional data file.

S10 Table Output of the GSEA analysis for aerocytes. Overview of the hallmark pathways, their p-value (pval), adjusted p-value (padj), enrichment score (ES), normalised enrichment score (NES), number of times a random gene set had a more extreme enrichment score value (nMoreExtreme), size of the pathway after removing genes not present in list of differentially expressed genes (size) and a vector with indexes of leading edge genes that drive the enrichment (leadingEdge) when comparing the different conditions (CONvsd8, CONvsd12 and d8vsd12) for the aerocytes as shown in Fig 5G.
(XLSX) Click here for additional data file.

S11 Table Output of the GSEA analysis for arterial blood endothelial cells. Overview of the hallmark pathways, their p-value (pval), adjusted p-value (padj), enrichment score (ES), normalised enrichment score (NES), number of times a random gene set had a more extreme enrichment score value (nMoreExtreme), size of the pathway after removing genes not present in list of differentially expressed genes (size) and a vector with indexes of leading edge genes that drive the enrichment (leadingEdge) when comparing the different conditions (CONvsd8, CONvsd12 and d8vsd12) for all arterial blood endothelial cells as shown in Fig 5H.
(XLSX) Click here for additional data file.

# Supplementary material for: Single cell RNA sequencing reveals endothelial cell killing and resolution pathways in experimental malaria-associated acute respiratory distress syndrome
**Source:** PLoS Pathog. 2024 Jan 18;20(1):e1011929. doi: 10.1371/journal.ppat.1011929
**Supplement:** S1 Table — Table listing an overview of the antibodies used for flow cytometry including the antigen, fluorophore and the company. 200 000 live single cells were read for each sample.

**Supplementary Table 1. Antibodies used for flow cytometry**

| **Antigen** | **Fluorophore** | **Company** |
| --- | --- | --- |
| **Endothelial cell panel (200 000 cells read)** | | |
| CD45 | FITC | Biolegend |
| CD40 | PerCP-eFluor710 | eBioscience |
| BrdU | PE | BD Biosciences |
| CD36 | PE-Cy7 | Biolegend |
| ICAM-1 | APC | BD Biosciences |
| CD31 | APC-R700 | BD Biosciences |
| Rae-1 | BV421 | BD Biosciences |
| VCAM-1 | BV650 | BD Biosciences |
| MHCI | BUV395 | BD Biosciences |
| Live/dead | Zombie Aqua™ Fixable Viability Kit | Biolegend |

How the deposited data were processed for this re-analysis (not part of the article)

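The deposited data come from single-cell RNA sequencing of perfused mouse lungs in 3 conditions: uninfected controls (CON), infected mice at 8 days (d8), and infected mice at 12 days (d12) that were treated with artesunate and chloroquine from day 8. The authors pooled 4 mice per condition into 1 10x 3' capture, after tagging the cells of each mouse with its own hashtag. The mice are thus the replicates, with n = 4 per condition, but each condition is a single pool, so pool and condition are confounded throughout. The authors chose the mice for sequencing on their lung edema.

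The authors made the deposited counts with CellRanger 6.0.2 and the mm10 reference: each value is a raw UMI count per gene and cell, and the last 4 features of each matrix are hashtag counts. They split the barcodes called as cells by hashtag, which gave 1 matrix per mouse, 12 in all. The annotation release was not stated. The authors' own filters on cells had not yet been applied to these matrices, since barcodes with fewer than 200 genes are present. The deposited values carry no normalisation. In the paper, the authors went on with SCTransform and Harmony in Seurat 4.3.0, Louvain clustering, DESeq2 on counts summed per cluster, fgsea 1.26.0 with Hallmark sets, and MultiNicheNet 1.0.3.

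Here the cells were filtered as in the paper, to 200 to 7000 genes and at most 15% mitochondrial counts. This kept 16862 of 18808 barcodes: 6430 of 6799 in CON, 4466 of 4922 at d8 and 5966 of 7087 at d12. Each mouse gave between 857 and 2057 cells and between 6777339 and 15146520 UMIs. The median of UMIs per cell lay between 3912 and 4403 in the mice of CON, 4674 and 5698 at d8, and 4986.5 and 7038 at d12. The rise from CON to d12 was not found in all classes: the median within B cells was 3097.5 UMIs in CON and 3080 at d12, within monocytes 7014 and 6803.5, and within all BECs 3294 and 9977.5. The hashtags were less pure in CON: the median share of a cell's hashtag counts that came from its own mouse's tag was between 58.5% and 82.3% there, and between 84.8% and 91.7% at d8 and 84.1% and 88.3% at d12.

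Cells were clustered in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2 and igraph 0.11.9. Counts were turned into Pearson residuals (theta 100) over 3000 variable genes, and 40 principal components were taken for all cells, 25 for lymphoid, 23 for myeloid and 16 for non-immune cells, as in the paper. The 12 mice were aligned with an own implementation of Harmony (theta 2.0, sigma 0.1, lambda 1.0, 10 rounds). Leiden clustering at resolution 1.0 was run on a graph of 20 neighbours with seed 0. A cluster took the name of the cell type of which at least 3 markers (4 for regulatory T cells, gamma-delta T cells and macrophage subsets) were found in at least 10% of its cells and at least 2-fold above the other lineages. Marker lists were taken from the paper's own markers and general knowledge. Clusters of dividing, interferon-responding or stressed cells were counted with their lineage. Clusters with few UMIs and mixed markers were left unnamed. Figures were drawn with matplotlib 3.10.9.

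A class's share was its cells as a percent of all cells, or of the lymphoid, myeloid or non-immune cells, of the same mouse. Shares were compared between groups of 4 mice with a two-sided exact permutation test over all 70 arrangements, for which the smallest possible p is 0.029, with Benjamini-Hochberg adjustment over the classes and comparisons of a family. These are shares of the cells that survived dissociation and capture, and say nothing on absolute numbers per lung. The share of dividing cells was the percent of cells with at least 1 UMI of Mki67 after every cell of the class was thinned to 1 number of UMIs, the 10th percentile of the class, so that depth could not set it; cells with fewer UMIs were left out.

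For expression, counts were summed per mouse and class, where the mouse had at least 5 cells and a group at least 2 mice. In R 4.3.3, edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F test) was fitted to the 3 conditions together, with a false discovery rate of 0.05 over all genes tested. Adjusted p-values of single genes come from this edgeR test. The standard error printed with a gene is no output of that test. It was derived as the absolute log2 fold change divided by the square root of the F statistic. CPM values are means over mice of the summed counts, scaled to the library size of each mouse and class. Gene lists were tested with camera (inter-gene correlation 0.01) and fry of limma 3.58.1 on the same fit, where at least 3 genes of a list were present. The S and G2M lists were those of Seurat 5.3.0, and the lists for interferon, TNF and NF-kB, hypoxia and glycolysis, apoptosis and p53, TGF-beta, MHC class I presentation and heme and iron handling were written from general knowledge. The Hallmark sets were not at hand, so the paper's enrichment scores were not recomputed. Instead, the leading-edge genes that the paper's supplementary tables list for each set were looked up in the edgeR results. These genes were chosen by the study on these same samples, so their direction is no independent evidence. Gene positions came from GENCODE vM21 on GRCm38.

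The genes named in the text were set by a rule: every gene that the Results text names in a claim on the single-cell data, in the class of that claim, and for 6 classes (NK cells, all T cells, alveolar macrophages, monocytes, aerocytes and arterial BECs), at d8 against CON and at d12 against d8, the 3 genes with the largest rise and the 3 with the largest fall among those with an adjusted p under 0.05, a mean log2 CPM of at least 5 and no overlap between the mice of the 2 groups. The paper's Figs 2C, 3C, 4C and 5C, its marker tables and its enrichment tables had been seen when the rule was written. A gene named outside the rule is one whose values had been seen. Values of a few genes and of 1 gene set that the rule or the paper's text covers are not reported here. Of the genes the paper names, each in its class, 107 of 193 tested were past the threshold over all genes at d8 against CON, 72 of 188 at d12 against CON and 89 of 188 at d12 against d8. Adjusted over the list alone, these counts were 131, 97 and 113.

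The edgeR step was tested on simulated data for d8 against CON. Counts were drawn for the real genes at 1 mean per gene over all mice of the class and at the real library sizes, with 200 genes changed before the filter. The share of changed genes found was 89.7% in NK cells (3408 genes, 5.00% of the calls false), 85.1% in all T cells (8340 genes, 6.56% of the calls false), 66.2% in alveolar macrophages (7892 genes, 5.76% of the calls false), 72.8% in monocytes (6321 genes, 2.76% of the calls false), 75.6% in arterial BECs (9716 genes, 7.19% of the calls false) and 19.2% in aerocytes (7255 genes, 0% of the calls false). Far more genes were called in the data, as the 4887 in arterial BECs at d8, so these rates need not hold there. Aerocytes had 2 usable mice at d8 and 1 at d12, so changes in this class are often missed, and d12 was not tested.

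The following alternatives were chosen before the data were examined: a mitochondrial share of at most 10%, at least 500 genes per cell, removal of doublets called by Scrublet, no alignment of the mice, log-normalised counts (10000 per cell) in place of residuals, the paper's resolutions (0.2 for all cells and for non-immune cells, 0.5 for lymphoid and myeloid cells), resolution 2.0, clustering with cell-cycle, interferon and stress genes left out, shares as a centred log-ratio (0.5 added to each count), DESeq2 1.42.0, RLE size factors in edgeR, no filter on low counts, a fit to only the 2 groups compared, at least 10 cells per mouse, the hashtag number as a replicate block, fry in place of camera, no thinning, Top2a in place of Mki67, and leaving out each mouse in turn. Scrublet's automatic threshold called only 120 of the cells. The threshold was then set, after this had been seen, to the rate expected for the capture (0.8% per 1000 cells), which called 776 cells or 4.60%. Naming the clusters with few UMIs by their lineage was added after seeing the data. The closing section gives the effect of these choices.

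Flow cytometry, edema, parasitemia and the treatment experiments of the paper are not part of the deposited data and were left out. The ligand-receptor scores of MultiNicheNet were not recomputed; the ligands, receptors and target genes the paper names are given by their expression per class. Numbers of cells per lung cannot be had from the deposited files.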

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

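The tests of explanations in this part were all chosen after the results were seen. The first results below are shares in which 1 mouse lay far from the other 3 mice of its group, by Dixon's test at the 95% level. Of 103 groups tested, 9 held such a mouse, where chance gives about 1 in 20 groups, or 5.15. Nothing in the files gives a biological difference between mice of 1 condition, so no biological explanation was tested for these. The technical one that was looked at is the assignment of cells to the wrong mouse, read from the hashtag counts of the cells in question. Cells taken over from another mouse would carry less than 50% of their hashtag counts from the named mouse, and would have to make up at least the surplus over the next mouse. However, the files hold only cells already given to the named mouse by these counts, so a low value does not exclude a wrong assignment. Such a value was not fixed in advance in every mouse. Of the other cells of CON mice 1, 3 and 4, 10.4%, 18.1% and 19.6% had less than 50%. For the 8 shares of cell classes, a wrong assignment and a true difference cannot be told apart.

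Neutrophils made up 7.08% of all cells in CON mouse 2 and between 2.54% and 3.17% in the other CON mice, and 26.1% of its myeloid cells against 14.7% to 15.8%. The cells are largely the same in both measures, so these are not separate results. For the share of all cells 0% of these cells had less than 50% of their hashtag counts from the named mouse, where 55.2% were needed, and for the share of myeloid cells 0%, where 39.3% were needed. Of the other cells of this mouse 0% were that low too, so the values decide nothing. Hemoglobin genes were 0% of the UMIs in this mouse and 0.0002% to 0.0006% in the other CON mice. As red blood cells were lysed before sequencing, this does not decide on blood left in the lung after perfusion, which was not tested.

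At d8, monocytes, macrophages and dendritic cells were 23.0% of all cells in mouse 1 and 5.46% to 7.88% in the other mice. In this mouse 0.508% of these cells had less than 50% of their hashtag counts from the named mouse, where 65.7% were needed. Alveolar macrophages were 2.88% in d8 mouse 2 and 1.59% to 1.71% in the others. Among them, 0% of these cells had less than 50% of their hashtag counts from the named mouse, where 40.9% were needed. Of the other cells of these mice 1.67% and 0% were that low, so wrong assignment stays open for either surplus. A difference in dissociation or in disease stage between the mice of d8 stays open too, as nothing in the files measures it.

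All BECs were 41.6% of the cells of CON mouse 3 and 32.4% to 33.3% in the other CON mice. Of these cells, 49.4% had less than 50% of their hashtag counts from mouse 3, against 18.1% of the other cells of this mouse, and 20.0% were needed. A true excess and cells of other mice cannot be told apart here, because a low tag share alone does not show that a cell came from another mouse.

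Effector T cells were 12.4% of the lymphoid cells of CON mouse 4 and 2.45% to 3.48% in the other CON mice. Of them, 0% had less than 50% of their hashtag counts from this mouse, against 19.6% of its other cells, and 72.0% were needed. An infected mouse or infected cells under a control name would carry Gzmb as at d8, but Gzmb was 718 CPM in these cells, against 4201 to 7031 CPM in effector T cells of the d8 mice and 1318 to 2529 CPM in those of the d12 mice. This excludes infected cells, while cells of other CON mice stay open. An earlier immune response of this mouse to something else was not tested.

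Gamma-delta T cells were 2.44% of the lymphoid cells in CON mouse 1 and 3.66% to 3.80% in the other CON mice, and 1.43% in d12 mouse 1 against 0.558% to 0.690%. In the d12 mouse, 0% of these cells had less than 50% of their hashtag counts from the named mouse, where 51.7% were needed, and of its other cells 0.0977% were that low, which leaves a wrong assignment open. In the CON mouse, 0% of the gamma-delta T cells had a low tag share, against 10.4% of its other cells. For a deficit the missing cells would sit in other mice, so a loss of cells to other mice and a true deficit cannot be told apart from these values. The surplus at d12 rests on 10 cells.

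The share of fibroblasts with Mki67 was 0% in d8 mouse 1 and 0.701% to 0.783% in the other d8 mice. Counted over all UMIs of each cell, 0 of the 29 fibroblasts of this mouse had Mki67, against 5 of 286 in the other d8 mice (Fisher's exact test p = 1.0), so counting error of few cells is enough to give this difference.

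Adm, Cdkn1a and Cyr61 moved apart in all BECs: each rose at d8 and then fell below CON at d12 in arterial BECs, and the direct comparison of d12 with d8 in all BECs gave log2 fold changes of -3.90, -2.73 and -2.73 (adjusted p = 3.60e-05, 1.02e-07 and 3.93e-07, edgeR). In arterial BECs alone the fall was as large (-3.86, -2.75 and -2.92), which excludes a change in the shares of arterial BECs, venous BECs and aerocytes as the whole cause. The clusters within the arterial BECs also changed their shares. With clusters 0, 3, 4 and 9 given the same weight in every mouse, the log2 ratio of d12 to d8 was -1.99 for Cdkn1a and -2.30 for Cyr61, and all d12 mice lay below all d8 mice, so that a change in the shares of these clusters is excluded as the whole cause for both genes. For Adm the ratio was -3.72, but the mice overlapped (7.65 to 99.4 CPM at d8 and 0 to 17.0 at d12), so such a change and a fall within the clusters cannot be told apart. Induction during dissociation would raise the immediate-early genes along with the 3 genes at d8, but their median log2 fold change in arterial BECs was -1.18 at d8 against CON, which excludes it for the rise. From d8 to d12 the immediate-early genes fell too (median -0.54, 13 of 14 lower), so for the fall a weaker induction during dissociation at d12 and a response of the vessels cannot be told apart. The pools stay confounded with the conditions. With these limits, a response of the vessels during acute disease that is switched off in resolution may be behind the pattern, as a hypothesis.

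Genes that neither the paper's text nor its Figs 2 to 5 name rose far above CON at d8. Ly6a in NK cells rose by a log2 fold change of 5.53 (16.1 to 651 CPM, adjusted p = 6.49e-11, edgeR), Lag3 in all T cells by 5.52 (2.65 to 134 CPM, adjusted p = 1.22e-07, edgeR), Havcr2 in all T cells by 4.74 (1.97 to 77.5 CPM, adjusted p = 1.85e-07, edgeR) and Serpina3g in monocytes by 8.87 (0.942 to 433 CPM, adjusted p = 1.04e-05, edgeR). Plat rose in aerocytes by 6.08 (24.5 to 1936 CPM, n = 2 mice at d8, adjusted p = 9.02e-52, edgeR) and Procr in arterial BECs by 7.46 (3.84 to 558 CPM, adjusted p = 2.20e-05, edgeR). These genes were chosen after their values were seen.

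Free RNA would bring a gene to all classes at a similar level, but the smallest ratio of a gene's level in its class to the lowest other class at d8 was 6.25. For Plat and Procr, the smaller of the 2 ratios of the level in BECs to the highest class outside the BECs was 7.17, so RNA or cells of a class outside the BECs do not explain them. Plat in aerocytes was 51.0% of the level in arterial BECs of the same 2 mice, from 5 and 7 aerocytes, and genes of arterial BECs stood in these aerocytes at a median of 82.2% and 71.6% of their level in arterial BECs (42.7% to 48.2% in CON). Own expression of Plat and RNA or cells of arterial BECs cannot be told apart, because so few aerocytes were found. For Ly6a, venous BECs had a higher level (6511 CPM) than NK cells, and for Havcr2 and Serpina3g dendritic cells had (124 and 465 CPM), so a contribution of these cells was not excluded. A difference in handling between the pools stays open, since each condition is 1 pool. A response to infection may be the cause, as a hypothesis.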

How the results depend on the processing

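A result was counted as unchanged when its direction and its side of the threshold of 0.05 stayed the same, and a count of genes when it stayed within 1.5 times. Each alternative and each mouse left out is 1 comparison. Naming the low-UMI clusters by their lineage, the threshold of Scrublet and the regrouping of mice at the end of this part were chosen after the results were seen, and the other alternatives were not. For the 13 main shares, 222 comparisons with an alternative stayed as they were and 3 fell back over the threshold, 6 newly passed it, 1 changed sign. Over the 13 lymphoid shares, 209 comparisons with an alternative stayed as they were and 6 fell back over the threshold. In the 12 myeloid shares, 179 comparisons with an alternative stayed as they were and 14 fell back over the threshold, 9 newly passed it, 2 changed sign. Among the 16 non-immune shares, 248 comparisons with an alternative stayed as they were and 15 fell back over the threshold, 3 newly passed it. The 13 shares of dividing cells gave 128 unchanged and 2 that fell back. The 16 counts of changed genes gave 209 within 1.5 times, 21 that were lower and 5 that were higher. The 65 gene lists gave 604 unchanged, 24 that fell back, 5 that newly passed and 1 that changed sign. The 3 counts of genes the paper names were unchanged in all 36 comparisons. With 1 mouse left out, shares were not tested again. They were counted as unchanged when a called difference kept its sign and the value moved by less than 1 SD of the mice. Such comparisons could not come out otherwise and do not show stability. Of the unchanged comparisons, they were 104 of 222 for main, 104 of 209 for lymphoid and 96 of 179 for myeloid shares. For non-immune shares they were 128 of 248, and for shares of dividing cells 104 of 128. A sign change of a value that was past the threshold in neither setting was counted as unchanged.

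The shares that changed are given below as differences of the means in percentage points under each alternative, beside the difference as reported. The cause was not tested for any of them. At a mitochondrial share of at most 10%, non-classical monocytes among myeloid cells, d8 vs CON (-5.97, against -5.97), Col13a1 fibroblasts among non-immune cells, d8 vs CON (7.07, against 8.09) and Col14a1 fibroblasts among non-immune cells, d8 vs CON (1.64, against 2.74) were no longer past the threshold. Naive T cells among all cells, d8 vs CON (-4.39, against -3.46) and inflammatory monocytes among myeloid cells, d12 vs CON (8.79, against 8.16) were now past it. Asking for at least 500 genes per cell, macrophages among myeloid cells, d12 vs CON (1.52, against 3.99), arterial BECs among all cells, d12 vs CON (-9.04, against -9.78) and Col14a1 fibroblasts among non-immune cells, d8 vs CON (1.76, against 2.74) were no longer past the threshold. Inflammatory monocytes among myeloid cells, d12 vs CON (8.86, against 8.16) was now past it. After doublets called by Scrublet were removed, macrophages among myeloid cells, d12 vs CON (1.30, against 3.99), Col13a1 fibroblasts among non-immune cells, d8 vs CON (6.75, against 8.09) and Col14a1 fibroblasts among non-immune cells, d8 vs CON (1.92, against 2.74) were no longer past the threshold. Inflammatory monocytes among myeloid cells, d12 vs CON (10.2, against 8.16) and ciliated or club epithelial cells among non-immune cells, d12 vs d8 (-0.956, against -0.602) were now past it. Without alignment of the mice, effector T cells among lymphoid cells, d8 vs CON (7.63, against 31.2), regulatory T cells among lymphoid cells, d12 vs CON (2.94, against 3.59), alveolar macrophages among myeloid cells, d12 vs d8 (18.4, against 17.5), non-classical monocytes among myeloid cells, d8 vs CON (-6.53, against -5.97), macrophages among myeloid cells, d12 vs CON (1.62, against 3.99), Col13a1 fibroblasts among non-immune cells, d8 vs CON (6.48, against 8.09) and Col14a1 fibroblasts among non-immune cells, d8 vs CON (1.29, against 2.74) were no longer past the threshold. Naive T cells among all cells, d8 vs CON (-6.19, against -3.46), inflammatory monocytes among myeloid cells, d12 vs CON (10.8, against 8.16), macrophages among myeloid cells, d8 vs CON (-3.06, against -0.930) and ciliated or club epithelial cells among non-immune cells, d12 vs d8 (-1.05, against -0.602) were now past it. On log-normalised counts, effector T cells among all cells, d8 vs CON (5.93, against 9.13), naive T cells among all cells, d12 vs CON (-0.490, against -4.23), regulatory T cells among lymphoid cells, d12 vs CON (2.06, against 3.59), dendritic cells among myeloid cells, d8 vs CON (-2.80, against -7.19), ciliated or club epithelial cells among non-immune cells, d8 vs CON (0.196, against 1.09) and Col14a1 fibroblasts among non-immune cells, d8 vs CON (1.53, against 2.74) were no longer past the threshold. Non-classical monocytes among myeloid cells, d12 vs d8 (5.72, against 2.49) and macrophages among myeloid cells, d8 vs CON (-6.15, against -0.930) were now past it. Macrophages among myeloid cells, d12 vs CON (-1.38, against 3.99) changed sign.

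Clustered at the paper's resolution, dendritic cells among myeloid cells, d8 vs CON (-0.442, against -7.19) was no longer past the threshold. Macrophages among myeloid cells, d8 vs CON (-9.39, against -0.930) and ciliated or club epithelial cells among non-immune cells, d12 vs d8 (-0.778, against -0.602) were now past it. Naive T cells among all cells, d12 vs CON (6.36, against -4.23) and macrophages among myeloid cells, d12 vs CON (-0.821, against 3.99) changed sign. Using resolution 2.0, regulatory T cells among lymphoid cells, d8 vs CON (2.18, against 4.28), regulatory T cells among lymphoid cells, d12 vs CON (1.55, against 3.59), non-classical monocytes among myeloid cells, d8 vs CON (-5.47, against -5.97), arterial BECs among all cells, d8 vs CON (-6.74, against -10.04), arterial BECs among all cells, d12 vs CON (-6.4, against -9.78) and Col14a1 fibroblasts among non-immune cells, d8 vs CON (1.58, against 2.74) were no longer past the threshold. Naive T cells among all cells, d8 vs CON (-3.80, against -3.46) was now past it. When cell-cycle, interferon and stress genes were left out, non-classical monocytes among myeloid cells, d8 vs CON (-5.23, against -5.97) and macrophages among myeloid cells, d12 vs CON (1.16, against 3.99) were no longer past the threshold. Naive T cells among all cells, d8 vs CON (-3.48, against -3.46) was now past it. As a centred log-ratio, which is on another scale, NK cells among lymphoid cells, d12 vs d8 (-0.686, against -14.5), alveolar macrophages among myeloid cells, d8 vs CON (-0.699, against -18.8), alveolar macrophages among myeloid cells, d12 vs d8 (0.679, against 17.5), non-classical monocytes among myeloid cells, d8 vs CON (-0.375, against -5.97), arterial BECs among all cells, d8 vs CON (-0.244, against -10.04) and arterial BECs among all cells, d12 vs CON (-0.0499, against -9.78) were no longer past the threshold. Naive T cells among all cells, d8 vs CON (-0.538, against -3.46) and inflammatory monocytes among myeloid cells, d12 vs CON (0.470, against 8.16) were now past it. Under the alternative chosen after seeing the data, with low-UMI clusters named by their lineage, naive T cells among all cells, d12 vs CON (-1.11, against -4.23) was no longer past the threshold. Monocytes, macrophages and dendritic cells among all cells, d12 vs CON (7.37, against 3.45) was now past it. The rise in the share of macrophages at d12 against CON was past the threshold as reported and not in 6 of these alternatives, in which it lay between -1.38 and 1.62 percentage points.

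Leaving out each mouse in turn could not reverse a called share or move a mean by 1 SD of its group, so it does not show that the shares are stable. Some shares could not be had in every setting. Gamma-delta T cells formed no cluster of their own at a mitochondrial share of at most 10%, at 500 genes or at the paper's resolution, so 11 of the 13 lymphoid results were compared there. For the centred log-ratio, 11 of the 13 main results were compared, and of the 16 non-immune results 14 at a mitochondrial share of at most 10% and 12 at the paper's resolution.

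Counts of changed genes moved by more than 1.5 times in 4 of the 6 classes, in T cells with a mouse left out alone. With no filter on low counts there were 821 genes in alveolar macrophages at d12 against d8 and 209 in monocytes at d12 against CON, in place of 416 and 21. A fit to only the 2 groups compared gave 186 genes in alveolar macrophages at d12 against d8, 83 in monocytes at d12 against CON and 749 in monocytes at d12 against d8 (1130 as reported). DESeq2 called 56 genes in monocytes at d12 against CON and 479 in aerocytes at d8 (764 as reported). The cause was not tested for any of these.

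Hashtag numbers 1 to 4 recur in each pool, but the paper gives no pairing of mice by number. Deviations of mice with the same number from their group means correlated between -0.0570 and 0.242 (median 0.0985, 12 pairs, 5 over 0.1), and those of mice with other numbers between -0.236 and 0.147 (median -0.0320, 36 pairs, 5 over 0.1). Mice with the same number thus correlated somewhat more, and a weak effect of the number is not excluded. As no pairing is stated, the mice were taken to share a number only. With the hashtag number as a replicate block, 13 genes in place of 21 were called in monocytes at d12 against CON and 331 in place of 764 in aerocytes at d8, and the other 14 counts stayed within 1.5 times. All 66 values of genes named by the rule on size kept their call. Of the genes the paper names, 534 values kept their side of the threshold under the block, 26 passed it newly and 9 no longer did.

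With 1 mouse left out at a time, T cells had between 651 and 1452 changed genes at d12 against d8 (1214 with all mice), with 651 without d8 mouse 3 and 720 without d12 mouse 1. Alveolar macrophages at d12 against CON had between 496 and 1570 (1023 with all mice), with 627 and 603 without CON mice 1 and 4, and 1570, 496 and 547 without d12 mice 1, 3 and 4. At d12 against d8 they had between 227 and 541 (416 with all mice), with 265, 266 and 227 without d8 mice 3 and 4 and d12 mouse 3. In monocytes there were between 6 and 25 at d12 against CON (21 with all mice), with 7, 9, 7 and 9 without CON mice 1 to 4 and 6 and 9 without d12 mice 3 and 4, and between 706 and 1270 at d12 against d8 (1130 with all mice), the lowest without d12 mouse 1. The cause of these moves was not tested. For all other counts of changed genes, each mouse left out kept the count within 1.5 times.

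Gene lists changed as follows when 1 mouse was left out, each value being a median log2 fold change. The interferon list in NK cells at d12 against d8 lay between -0.59 and -0.29 and was no longer past camera's threshold without d8 mouse 1 (-0.35) or d8 mouse 4 (-0.29). The S phase list in T cells at d12 against d8 lay between -0.30 and 0.063 and passed the threshold without d12 mouse 4 (-0.30). The G2M list in T cells at d12 against d8 lay between -0.16 and 0.19 around 0.04 with all mice; without d12 mouse 2 it was 0.19 and past the threshold, with camera's direction up in place of down. In alveolar macrophages the S phase list at d8 lay between 0.52 and 1.07 and was not past the threshold without d8 mouse 2 (0.52). The TGF-β list in monocytes at d12 against CON lay between -0.33 and -0.27 and lost its call without CON mouse 1 (-0.30), CON mouse 3 (-0.28), d12 mouse 1 (-0.27) or d12 mouse 2 (-0.29). The hypoxia and glycolysis list in T cells at d12 against CON lost its call without CON mouse 4 (0.69), and its largest median was 0.725, without CON mouse 2. In alveolar macrophages the TNF list at d8 was -0.29 and past the threshold without d8 mouse 4 (at most 0.21, without d8 mouse 2), and from d8 to d12 it lost its call without d8 mouse 4 (0.001), d12 mouse 1 (-0.22) or d12 mouse 2 (-0.28). The heme and iron list at d8 lost its call in alveolar macrophages without CON mouse 1 (0.28) or d8 mouse 4 (0.34), with 0.43 without d8 mouse 2, and in monocytes without d8 mouse 1 (0.36). The G2M list in monocytes at d8 passed the threshold without CON mouse 3 (0.33), with 0.074 without d8 mouse 2. Other called lists kept their call while the median moved by more than 1.5 times. These were the interferon list in alveolar macrophages at d12 against d8 (-1.17, and -0.73 without d8 mouse 4), the apoptosis and p53 list there at d8 (0.47, and 0.18 without d8 mouse 4), the interferon list in monocytes at d12 against CON (0.45, and 0.095 without d12 mouse 4) and the TNF list in monocytes at d12 against d8 (0.31, with 0.55 without d8 mouse 1 and 0.17 without d12 mouse 4). The TNF list in arterial BECs at d12 against CON (-0.56) was another, with -0.35 without CON mouse 1 or d12 mouse 3 and -0.34 without CON mouse 4. Why these mice moved the lists was not tested. RLE size factors changed the call of none of the 65 lists.

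Under fry in place of camera the medians are the same and only the test differs. Of the 65 lists, 53 kept their call. Not past fry's threshold were the interferon list in NK cells at d12 against d8 (-0.41), in monocytes at d12 against CON (0.45) and in aerocytes at d8 (0.98), the S and G2M lists in alveolar macrophages at d8 (0.85 and 0.68), the TNF list at d12 against d8 in NK cells (0.52), alveolar macrophages (-0.29) and monocytes (0.31), and the heme and iron list at d8 in alveolar macrophages (0.33) and monocytes (0.57). Past it under fry alone were the apoptosis and p53 list in arterial BECs at d8 (0.27) and the G2M list in monocytes at d8 (0.07). Camera asks whether a list moved more than other genes, and fry whether it moved at all, so the 2 tests need not give the same call. With Top2a in place of Mki67, the share of dividing cells differed by -4.80 points in NK cells at d12 against d8 (exact permutation p = 0.171) and by 4.44 points in monocytes at d8 against CON (exact permutation p = 0.257), each close to the Mki67 value (-4.81 and 5.50) but not past the threshold.

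Single genes that the paper names were followed under other tests of the same counts. Under DESeq2, 525 values kept their direction and side of the threshold, 18 newly passed it, 15 no longer did and 11 had no adjusted p. RLE size factors in edgeR left 563 unchanged, with 4 gained and 2 lost, and at least 10 cells per mouse 534, with 4 gained and 5 lost. Over all mice left out in turn, 4121 values stayed, 93 newly passed, 253 no longer did and 1 reversed. This was Ccl5 in B cells at d8 against CON, with a log2 fold change of -0.08 (edgeR adjusted p = 0.954) from all mice and 1.28 (edgeR adjusted p = 0.0186) without CON mouse 2, and between -0.44 and 1.28 over all mice left out. Among genes named by the rule on size, 11 of the values with 1 mouse left out, 2 in the fit to 2 groups and 1 after removal of doublets fell back over the threshold; under DESeq2 63 kept their call and 3 had no adjusted p, and 0 changed with RLE size factors, no filter on low counts or at least 10 cells per mouse. None of these genes changed direction.

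Chance was tested by regrouping. For each count from a comparison of 4 against 4 mice, all 35 splits of the 8 mice were fitted. A count of changed genes as large as the real one was found in 1 of 35 splits, the real one, for NK cells, T cells, alveolar macrophages, monocytes and arterial BECs in each of the 3 comparisons, so chance can be excluded for these. Genes the paper names were regrouped only in the classes that all 8 mice of a comparison enter. Past the threshold were 93 of 170 of them there at d8 against CON, 69 of 181 at d12 against CON and 86 of 175 at d12 against d8, where all classes together gave 107 of 193, 72 of 188 and 89 of 188. For these 3 smaller counts chance can be excluded, as 1 split, the real one, gave as many, and the classes with fewer mice were not regrouped. For the number of gene lists past camera's threshold, the splits with as many (at d8 against CON, d12 against CON and d12 against d8) were 8, 18 and 7 in NK cells, 8, 6 and 19 in T cells, 2, 2 and 25 in alveolar macrophages, 11, 23 and 3 in monocytes and 30, 17 and 6 in arterial BECs. Chance cannot be excluded for any of these 15 counts. Under fry, 1 split gave as many lists in 13 of the 15 counts, where chance can be excluded, while in alveolar macrophages at d12 against d8 4 splits and in monocytes at d12 against CON 2 splits did, where it cannot. Aerocytes had too few mice for this. The counts of lists for the real groups in the regrouping are not always those of the calls given above. For monocytes at d12 against CON the regrouping counted 2 lists under camera and 1 under fry, where more were called above. Depth limits the smaller classes most: at d8 aerocytes had between 3 and 7 cells per mouse, and dendritic cells between 2 and 12.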

Differences from the paper's values

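The paper reports 17 clusters of all cells, and 32 were found here at resolution 1.0. The difference was gone at the paper's resolution, with 20 clusters. It remained under each other alternative set before the data were examined that gives a cluster number: 31 at a mitochondrial share of at most 10%, 34 at 500 genes per cell, 32 after removal of doublets, 34 without alignment of the mice, 36 on log-normalised counts, 42 at resolution 2.0 and 31 with cell-cycle, interferon and stress genes left out. At resolution 1.0, the cells kept and the lymphoid, myeloid, non-immune and T-cell clusters lay within 1.5 times of the paper's values. Cells kept and T-cell clusters did so under every alternative. Non-immune clusters, 13 in the paper, were 19 here and 12 at the paper's resolution. They differed under each other alternative, with 20 to 28. Lymphoid clusters, 15 in the paper, differed at resolution 2.0, with 29. Myeloid clusters, 13 in the paper, differed there too, with 25, and with cell-cycle, interferon and stress genes left out, with 22.

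The remaining points are directions or rankings that the paper states. Leading-edge genes counted below were chosen by the paper on these same mice, so their direction is no independent evidence. Where the paper speaks of numbers of cells, the values here are shares per mouse. The paper has macrophages increase at d8. Their share of myeloid cells was 5.27% in CON, 4.34% at d8 and 9.25% at d12, with no rise at d8 (exact permutation p = 0.229) and a rise at d12 (exact permutation p = 0.0286). As a share of all cells it was likewise not raised at d8 (exact permutation p = 0.314). The paper has dendritic cells and non-classical monocytes return during resolution. Shares of non-classical monocytes were 10.3% in CON, 4.29% at d8 and 6.78% at d12 and those of dendritic cells 9.52% in CON, 2.33% at d8 and 6.04% at d12, and their rises from d8 to d12 were not past the threshold (exact permutation p = 0.229 and 0.143). With log-normalised counts, the rise of non-classical monocytes from d8 to d12 was past it (5.72 percentage points). Inflammatory monocytes, which the paper has at a higher number in resolution, were 18.6% in CON, 18.9% at d8 and 26.7% at d12 of myeloid cells, and d12 was not past the threshold against d8 (exact permutation p = 0.429) or CON (exact permutation p = 0.0571). Against CON it was past the threshold at a mitochondrial share of at most 10%, at 500 genes per cell, after removal of doublets, without alignment of the mice and as a centred log-ratio, and as a share of all cells.

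The paper finds more stressed B and T cells after infection. The stressed clusters did hold more of their class at d8, with 7.18% of B cells in CON, 20.7% at d8 and 6.49% at d12, and 8.57%, 16.2% and 12.0% of naive T cells, from pooled cells and without a test. Per mouse, the level of 8 stress genes at d8 was not past the threshold against CON in B cells (4903 against 2906 CPM, exact permutation p = 0.200), naive T cells (2982 against 2547, exact permutation p = 0.771) or all T cells (1571 against 2370, exact permutation p = 0.83), with the mean lower at d8 in all T cells.

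For NK cells the paper finds proliferation pathways up at d8. The S phase and G2M lists in NK cells were past neither test's threshold (0.01 over 9 genes, limma camera adjusted p = 0.815, limma fry adjusted p = 0.505 for S phase). The G2M median was 0.04 over 13 genes, limma camera adjusted p = 0.560, limma fry adjusted p = 0.190, with a mean of 0.44. Only these few of the 43 and 54 genes in the lists could be tested. The share of NK cells with Mki67 did rise (0.960%, 8.09% and 3.28% in CON, at d8 and at d12, exact permutation p = 0.0286 at d8), and 333 of the 335 tested leading-edge genes of the paper's 14 sets moved in its direction. For resolution the paper states that apoptosis in NK cells seemed restored or raised, and the apoptosis and p53 list did not rise from d8 to d12 (-0.22 over 12 genes, limma camera adjusted p = 0.781, limma fry adjusted p = 0.523). Of the 32 tested leading-edge genes of the paper's apoptosis set, 31 moved in its direction, 9 of them past the threshold.

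The paper has 1 cluster of effector T cells lead in Gzma, Gzmb and perforin in all conditions. In pooled cells of d8, Gzma and Prf1 were highest in cluster 5 (8488 and 363.3 CPM) and Gzmb in cluster 4 (6874), and no cluster led in the 3 genes in CON or at d12. Of the markers the paper gives for a small effector T-cell cluster, Zfp36l2 was highest in cluster 3 in each condition, while Mgp was higher in cluster 6 than in cluster 3 in CON (63.66 against 42.62 CPM) and at d12 (75.32 against 73.92). Sparc was highest in cluster 3 at d12 alone. Gsn fell in effector T cells from d8 to d12 (-0.68, edgeR adjusted p = 0.0253).

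The paper describes a macrophage cluster with high Hmox1 and genes of iron handling. No such cluster was set apart here. Hmox1 was 301.8, 1383 and 530.7 CPM in CON, at d8 and at d12 in the macrophages of cluster 7, and 98.83, 1393 and 509.9 in cluster 5 of inflammatory monocytes, in pooled cells. The paper places Alox15 in a small macrophage cluster above all in resolution. The same cluster, with Prg4, was found here, and its Alox15 was 1457 CPM in CON, 2102 at d8 and 931.1 at d12, from 10, 4 and 4 cells. Over all macrophages Alox15 fell to 26.6 CPM at d12 from 349 in CON, not past the threshold (-3.68, edgeR adjusted p = 0.173). This level also depends on the share of the small cluster, beside which cluster 7 held 56 cells in CON and 134 at d12.

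In monocytes the paper finds no pathway that differs between d12 and CON. Here 21 genes did (edgeR, between 6 and 25 with 1 mouse left out), and the MHC class I list lay above CON (0.45 over 20 genes, limma camera adjusted p = 3.36e-08, limma fry adjusted p = 0.0349) and the TGF-β list below it (-0.28 over 16 genes, limma camera adjusted p = 0.0471, limma fry adjusted p = 0.00736). When the 8 mice were regrouped, 2 of 35 splits gave a median as large for the MHC class I list (exact permutation p = 0.0571) and 1, the real one, for the TGF-β list (exact permutation p = 0.0286). Camera's call for the TGF-β list was lost without CON mouse 1 (-0.30), CON mouse 3 (-0.28), d12 mouse 1 (-0.27) or d12 mouse 2 (-0.29). The paper finds a raised inflammatory state of alveolar macrophages at d8. Their interferon list rose (3.44 over 36 genes, limma camera adjusted p = 5.07e-68, limma fry adjusted p = 0.000554) and their TNF list was not past the threshold (0.03 over 35 genes, limma camera adjusted p = 0.676, limma fry adjusted p = 0.877), except without d8 mouse 4, when it was lower (-0.29). All 36 tested leading-edge genes of the paper's TNF set moved in its direction, 20 of them past the threshold.

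In aerocytes at d8 the paper finds apoptosis and hypoxia up. The lists used here were past neither test's threshold, from 2 mice at d8. The direction of camera and fry was up for both lists, as in the paper, while the medians over the genes were below 0. Medians were -0.54 over 19 genes, limma camera adjusted p = 0.178, limma fry adjusted p = 0.706 for apoptosis and p53 (0.07, 0.06, -0.13 and 0.08 without CON mouse 1, 2, 3 or 4), and -0.04 over 20 genes, limma camera adjusted p = 0.114, limma fry adjusted p = 0.621 for hypoxia and glycolysis. In this class 446 of 483 tested leading-edge genes of the paper's sets moved in its direction. For arterial BECs it finds hypoxia up at d8, and the list was not past the threshold (0.42 over 22 genes, limma camera adjusted p = 0.409, limma fry adjusted p = 0.0841). However, its median was larger than in any other split of the 8 mice (exact permutation p = 0.0286). All 32 tested leading-edge genes of the paper's hypoxia set rose past the threshold, which is no independent evidence, as they were chosen on these mice.

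The paper has Vegfa fall upon infection and return in non-immune cells. In all non-immune cells it fell at d8 (-1.20, edgeR adjusted p = 0.00523) and stayed below CON at d12 (-1.03, edgeR adjusted p = 0.0152), with no rise from d8 (0.16, edgeR adjusted p = 0.676). In arterial BECs it did rise from d8 to d12 (1.41, edgeR adjusted p = 0.000120) but stayed below CON (-1.48, edgeR adjusted p = 7.38e-05). The paper has Mki67 up in almost all non-immune populations in resolution. Of arterial BECs, venous BECs, fibroblasts, mesothelial cells and epithelial cells, the mean share with Mki67 was higher at d12 than in CON in all 5, past the threshold in 3 and not in mesothelial cells (6.35% at d12, exact permutation p = 0.143) or epithelial cells (11.7%, exact permutation p = 0.143). The share in fibroblasts at d12 (4.84%) lay between those of neutrophils (3.24%) and B cells (5.11%, SD 4.92) at the same number of UMIs, and without d12 mouse 3 it was 5.27%, above both. B cells may divide themselves at d12, so their shares here and below are not background alone. At the depths of the other classes, B cells held 3.40% against 28.2% in arterial BECs, 5.75% against 6.41% in venous BECs (4.12% without d12 mouse 3), 24.4% against 6.35% in mesothelial cells, from 24 B cells of that depth in 2 mice, and 8.95% against 11.7% in epithelial cells. Of the epithelial cells, 37.3% had Mki67 in d12 mouse 2, from 13 cells, and without this mouse the mean was 3.12%, below that of B cells. Neutrophils held 1.93%, 3.50%, 6.51% and 4.14% at the depths of arterial BECs, venous BECs, mesothelial cells and epithelial cells. Without d12 mouse 1 or 2 the mean in mesothelial cells was 8.47% or 6.89%, above that of neutrophils.

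Among genes of the paper's cell-cell communication, Igf1 at d12 was not above CON in macrophages (-0.42, edgeR adjusted p = 0.535) or fibroblasts (0.61, edgeR adjusted p = 0.286) and was above it in alveolar macrophages (1.96, edgeR adjusted p = 0.000948). From d8 to d12 Igf1 rose past the threshold in each of these classes, and the paper compares d12 with both other conditions. Col13a1, which the paper gives as a signal to BECs at d8, fell in fibroblasts at d8 (-1.59, edgeR adjusted p = 6.96e-05). Of the targets the paper lists for d8 in BECs, Icam1 (0.65, edgeR adjusted p = 0.102) and Plau (1.60, edgeR adjusted p = 0.0509) rose without passing the threshold. Of the targets it lists for d12 in BECs as related to the cell cycle or proliferation, Cdkn1a (-1.04, edgeR adjusted p = 0.000253), Ddit4 (-0.89, edgeR adjusted p = 0.0198) and Egr3 (-2.90, edgeR adjusted p = 9.61e-07) lay below CON, while Aspm, Depdc1a, Nusap1 and Tipin lay above it. The paper's text gives no direction for each of these targets, so the falls need not differ from it.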

Other observations

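The tests of explanations in this part were all chosen after the results were seen. Each pool is 1 condition, so a difference between the pools in handling stays open for every pattern below unless a value is given against it, and whatever is said on biology is a hypothesis. The genes named here were in part chosen after their values were seen.

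AA467197 had the largest rise in arterial BECs at d8, from 0.250 to 2225 CPM, with 104 at d12. At d8 it was found in 81.2% to 92.0% of the arterial BECs of a mouse. Free RNA is excluded by the ratio of 276 between arterial BECs and B cells at d8. Cells or RNA of another type are excluded by the level of the class outside the BECs with most of it, macrophages, at 498 CPM, below that of arterial BECs themselves. A difference in library preparation or sequencing would act on all classes alike, but the log2 ratio of d8 to CON in B cells was 1.64, far from the change in arterial BECs. With 1.0 pool per condition, induction by the handling of the mice or lungs of d8 cannot be told apart from a response to infection. Either may be the cause.

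Apod rose in arterial BECs at d8 to 192 CPM and was 7673 CPM in fibroblasts. If 2.50% of the RNA in arterial BECs came from fibroblasts, this would be the Apod level seen, but 6 other fibroblast genes had a median of 26.5% of what this share would bring, so fibroblast RNA does not explain all of it. Arterial BECs may express Apod at d8.

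Alveolar macrophages at d8 carried genes of neutrophils. From 7 neutrophil genes, a share of 1.63% neutrophil RNA was estimated. This share predicts 464 CPM of Retnlg where 339 were seen, so RNA or whole neutrophils may be the source of Retnlg. For Lcn2 it predicts 157 where 277 were seen, with mice between 21.3 and 567, and own expression and neutrophil RNA cannot be told apart within this spread. For Saa3 it predicts 3.85 where 356 were seen, which excludes neutrophils. Monocytes remain possible for Saa3: 8 monocyte genes rose by a median of 57.6% of what the needed share would bring, so own expression and monocyte RNA cannot be told apart, because these 8 genes range from no rise (Fn1, S100a4) to 92.4% (Ly6c2) of the needed level.

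Lyz2 rose from d8 to d12 by a log2 ratio of 2.60 in NK cells and 2.51 in all T cells. In B cells the ratio was 2.57. A like rise in 3 kinds of lymphocytes is what free RNA in all droplets would give, so free RNA from macrophages is a candidate source. Apoe rose in NK cells (2.33) and all T cells (2.21) and fell in B cells (-1.70), and was not tested further.

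Over all BECs, 100 genes of aerocytes fell by 1.74 at d8 and fell by 1.51 at d12, each a median log2 change. The lower share of aerocytes among the BECs (13.6% in CON, 2.32% at d8 and 1.71% at d12) would lower them by a median of -0.52 and -0.56, so loss of aerocytes alone does not explain it. Genes that were high in CON by chance would not fall against mice in which they were not chosen, but genes chosen in 2 CON mice fell against the other 2, with a smallest median change of -1.54 at d8 and -1.36 at d12, which excludes the choice of genes as the whole cause. Genes of arterial BECs, chosen in the same way, also changed, by -0.91 at d8 and -0.39 at d12, and those of venous BECs by -0.64 at d8 where their share would give -0.25. At d12 those of venous BECs changed by 0.32 where their share would give 0.34. Beyond the change in share, venous genes fell less than aerocyte genes in every mouse of d8 and d12, so a fall shared alike by genes of venous BECs is excluded. A fall shared with genes of arterial BECs and one particular to aerocyte genes cannot be told apart, as the mice overlapped between these 2 sets.

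Of the BECs at d12, 534 had Mki67. Doublets with dividing T cells would carry T-cell genes, but 4 such genes were at 0.590% of their level in T cells with Mki67. Free RNA would give Mki67 to other cells as well, and 3.58% of B cells had it at the same number of UMIs, against 24.9% of all BECs. A difference between the pools in library preparation or sequencing would act on all classes alike, but the share of B cells with Mki67 rose by 3.12 points from CON to d12, and that of BECs from at most 0.918% in a CON mouse to at least 18.2% in a d12 mouse. These explanations are excluded as the whole cause. Division of BECs in resolution, as the paper describes it, is left as a hypothesis, and a difference in the handling of the mice was not tested.

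The TNF list in arterial BECs lay below CON at d12, by a median log2 fold change of -0.56 (-0.35 without CON mouse 1 or d12 mouse 3, -0.34 without CON mouse 4). Split into parts, its 14 immediate-early genes had a median log2 fold change of -1.54 and the other 18 genes one of 0.12, so a fall of the immediate-early genes is enough to give the fall of the list. At d8 the parts were at -1.18 and 1.34. Stress genes in arterial BECs were likewise higher in CON than at d8 and d12. A difference in handling that acted on all cells alike would move them in B cells too, where they were 2684 CPM at d12 and 2906 in CON, so it is excluded as the whole cause. A stronger reaction of the CON endothelium to dissociation is possible and was not tested.

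In the clustering of all cells, 2 clusters (12 and 13) had few UMIs and stayed unnamed. They held 0.762% and 1.35% of the cells in CON, 3.43% and 2.55% at d8 and 4.61% and 4.59% at d12. Cells that lost cytoplasmic RNA would be rich in the nuclear transcript Malat1, and the smallest ratio of Malat1 in these clusters to the other cells of the same condition was 1.66. Damaged cells may therefore make up these clusters. Whether they were damaged in the lung or in preparation cannot be read from the files.

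The 18 macrophages with Prg4 also had Pf4 and Selp. Platelets bound to them would bring Ppbp, Itga2b and Gp9, of which 0.0 UMIs were found in these cells, so platelets are excluded as the source within this small number of cells. These macrophages may express Pf4 themselves.

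Other values are given without explanation. Hemoglobin genes were 0.0107% of the UMIs in d12 mouse 1 and 0.0365% in d12 mouse 3, and 0.000600% or less in the other 10 mice. Lyve1 in arterial BECs was 588 CPM in CON, 5285 at d8 and 605 at d12. Plat in arterial BECs was 89.3 CPM in CON, 3294 at d8 and 153 at d12. Apod in fibroblasts was 47.1 CPM in CON, 7673 at d8 and 668 at d12. Igkc in NK cells was 118 CPM in CON, 8.04 at d8 and 19.1 at d12. The heme and iron list changed at d8 against CON by a median of 0.33 over 14 genes, limma camera adjusted p = 0.0337, limma fry adjusted p = 0.0914 in alveolar macrophages, and by 0.57 over 14 genes, limma camera adjusted p = 0.0194, limma fry adjusted p = 0.0606 in monocytes. Without CON mouse 1 or d8 mouse 4 the list in alveolar macrophages was at 0.28 and 0.34, and without d8 mouse 1 that in monocytes was at 0.36, each no longer past the threshold of camera.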
